# Generation of functionally competent testicular somatic cells from pluripotent stem cells

**DOI:** 10.1126/sciadv.adz0269

**Published:** 2026-02-26

**Authors:** Takuya Sato, Takashi Yoshino, Mai Ohtsuka, Takahiro Suzuki, Takafumi Matsumura, Yuki Matsudaira, Yu Ishikawa-Yamauchi, Shiori Maeda, Haruka Yabukami, Yoshiakira Kanai, Miki Inoue, Yuichi Shima, Makoto Tachibana, Shogo Matoba, Kimiko Inoue, Narumi Ogonuki, Atsuo Ogura, Katsuhiko Hayashi, Takehiko Ogawa

## Abstract

Cellular interactions between germ cells and gonadal somatic cells are essential for the progression of gametogenesis. Here, we report a culture method for generating fetal testicular somatic cell–like cells (fTeSLCs) from embryonic stem cells. These fTeSLCs exhibit a transcriptomic profile closely resembling that of their in vivo counterparts, including distinct cell populations corresponding to Sertoli cells and interstitial cells. For functional assessment, interstitial cell–like cells (ICLCs) and Sertoli-like cells (SerLCs) were isolated from fTeSLCs. ICLCs differentiated into Leydig cells when cocultured with testes lacking endogenous Leydig cells, thereby restoring androgenic support. SerLCs reconstituted the seminiferous epithelium following selective ablation of endogenous Sertoli cells. Both cell types supported spermatogenesis and generated spermatids reaching the elongating stage. Notably, round spermatids derived from these reconstructed systems produced viable offspring by round spermatid injection. These findings demonstrate that fTeSLCs can generate functional testicular somatic cells, providing a valuable platform for studying testis development and spermatogenesis.

## INTRODUCTION

The testis is a vital organ primarily composed of seminiferous tubules, where spermatogenesis takes place. Within these tubules, Sertoli cells are the only somatic cells present. They form tight junctions with one another, establishing the blood-testis barrier. Each spermatogenic cell maintains direct contact with a Sertoli cell, a crucial interaction necessary for the proper progression of spermatogenesis (*1*). Beyond Sertoli cells, the testicular environment hosts various other somatic cell types that support spermatogenesis. These include peritubular myoid cells, which surround the seminiferous tubules, as well as Leydig cells, which produce testosterone essential for spermatogenesis and male secondary sexual characteristics, and macrophages, which reside in the interstitial space and contribute to testicular function (*2*).

The gonad originates from the genital ridge, which emerges as a thickening of the coelomic epithelium on the ventromedial surfaces of the mesonephroi around embryonic day 9 (E9). The expression of Sry, the sex-determining gene located on the Y chromosome, in cells destined to become Sertoli cells (pre-Sertoli cells) directs the differentiation of the indifferent gonad into the testis around E11 (*3*–*5*). Consequently, Sertoli cells play a critical role not only in spermatogenesis but also in sex differentiation, while Leydig cells rapidly emerge in parallel and contribute indispensably to masculinization through hormone production.

Recent studies have reported culture methods for inducing the differentiation of mouse embryonic stem cells (ESCs) into testicular somatic cells (*6*–*11*). In addition, one study demonstrated the successful induction of Sertoli cells from mouse fibroblasts through direct reprogramming (*12*). These studies suggested that testicular somatic cells, particularly Sertoli cells, derived via in vitro induction exhibit gene expression profiles and other characteristics similar to their in vivo counterparts. However, none has yet determined whether these cells have genuine functional capabilities. In particular, their ability to support spermatogenesis, a fundamental function of Sertoli cells, has not been thoroughly investigated or demonstrated, and the functional potential of Leydig cells generated in vitro remains almost unexplored.

A major breakthrough in this field came with the establishment of a method for inducing the differentiation of ESCs into fetal ovarian somatic cell–like cells (FOSLCs) (*13*). These FOSLCs were cocultured with primordial germ cell–like cells, also derived from ESCs, to reconstruct ovarian tissue in vitro. Within this recreated tissue, oogenesis took place, leading to the successful generation of functional oocytes capable of fertilization, achieved entirely through in vitro processes. These findings demonstrate that FOSLCs function as ovarian somatic cells with sufficient capacity to support complete oogenesis. In the present study, we aimed to develop a method for differentiating male ESCs into functional embryonic testicular somatic cells, building upon the approach used for FOSLCs.

## RESULTS

### Establishment of reporter ESCs for testicular somatic cells

To monitor the differentiation of ESCs into testicular somatic cells, we established an ESC line carrying two reporter genes, *Nr5a1* and *Sry-box 9* (*Sox9*). *Nr5a1* is expressed in all cell lineages of the genital ridge (*14*, *15*), whereas *Sox9* is expressed exclusively in Sertoli cells in the gonad (*16*). We used a male XY ESC line established from *Nr5a1*-hCD271 transgenic (Tg) mice (*13*, *17*), into which a gene cassette consisting of the Clover green fluorescent protein (CGFP) gene, linked to a 2A peptide sequence at the 3′ end of the Sox9 gene, was inserted. This resulted in the establishment of *Nr5a1*-hCD271/*Sox9*-CGFP (N271S9C) ESCs (fig. S1A). To validate the expression patterns of these reporter genes in the embryonic testes, N271S9C ESCs were injected into wild-type (WT) eight-cell embryos, which were cultured to the blastocyst stage and subsequently transplanted into the uterus of host mice to produce chimeric embryos. In E12.5 chimeric embryos, CGFP expression was observed throughout the entire embryonic body, mirroring the pattern seen in *Sox9*-EGFP knockin mice (*18*). While this reflects the known expression of *Sox9* in certain embryonic tissues, including the central nervous system and chondrogenic regions, the strong fluorescence signal in the testis, particularly in regions corresponding to the seminiferous tubules, highlights its primary role in marking Sertoli cells (fig. S1B). To further characterize testicular cell populations, testes from chimeric embryos were collected and analyzed via flow cytometry (FCM) (fig. S1C). The *Sox9*-CGFP^high^ and *Nr5a1*-hCD271^high^ cell population was identified as Sertoli cells on the basis of the expression of these two markers and the absence of platelet-derived growth factor receptor–α (PDGFRα), a marker for testicular interstitial cells (*19*, *20*). The *Nr5a1*-hCD271^low^ cell population was classified as interstitial cells, including Leydig progenitors, as they were *Sox9*-CGFP–negative and PDGFRα-positive. To confirm these findings, immunostaining was performed on E12.5 testes obtained from the offspring of N271S9C chimeric mice. GFP-positive cells were confirmed as Sertoli cells on the basis of the coexpression of hCD271 and endogenous Sox9 (fig. S1D). In addition, PDGFRα expression was detected in GFP-negative interstitial cells, consistent with the FCM results (fig. S1E). These findings demonstrate the utility of N271S9C ESCs as a reporter system for testicular somatic cells, particularly for Sertoli cells.

### Induction of testicular somatic cells from XY ESCs using the method for FOSLC induction

The induction of ovarian somatic cells from ESCs involves an initial step of generating epiblast-like cells (EpiLCs) from XX ESCs (*21*), followed by three sequential steps of medium replacement to promote differentiation into E12.5-equivalent ovarian somatic cells (*13*). The differentiation of EpiLCs into the nascent mesoderm relies on both a low concentration of bone morphogenetic protein 4 (BMP4) and the potent activation of Wnt signaling by CHIR99021 (CHIR). In the subsequent step, differentiation into the intermediate mesoderm/lateral plate mesoderm, which contains progenitors of the genital ridge, is induced by retinoic acid, PD0325901 (PD), and Sonic hedgehog. Last, it has been shown that differentiation into ovarian somatic cells can be induced with BMP4 and fibroblast growth factor 9 (FGF9). In the present study, we applied this method to XY N271S9C ESCs with the aim of inducing testicular somatic cell differentiation. It should be noted here that we made modifications to the original method to make it less laborious and applicable for a larger-scale experiment by introducing an EZSPHERE culture dish and floating culture method as described in detail in Materials and Methods (Fig. 1A). Using this approach, we successfully induced a large number of *Nr5a1*-hCD271^+^ cells by day 6 (D6), consistent with the previous report. Notably, among the supplemented factors, CHIR played the most critical role in inducing *Nr5a1*-hCD271 expression (Fig. 1B). However, *Sox9*-CGFP expression remained insufficient on both D6 and D8 (Fig. 1B), indicating that while gonadal somatic cell (GSC) differentiation occurred, further maturation into Sertoli cells was incomplete. To investigate the underlying cause, we isolated *Nr5a1*-hCD271^+^ cells from D8 cellular aggregates via fluorescence-activated cell sorting (FACS) and analyzed the expressions of *Anti-Mullerian hormone* (*Amh*), a marker of Sertoli cells, and *Forkhead box L2* (*Foxl2*), a marker of ovarian granulosa cells, by reverse transcription quantitative polymerase chain reaction (RT-qPCR). Cell lysates prepared from E14.5 embryonic testes were used in RT-qPCR for comparison. The result revealed that *Amh* expression was not fully induced, whereas *Foxl2* was overexpressed (Fig. 1C), suggesting that despite their XY genotype, the ESC-derived cells exhibited a GSC fate with a female-like character.

**Fig. 1.**
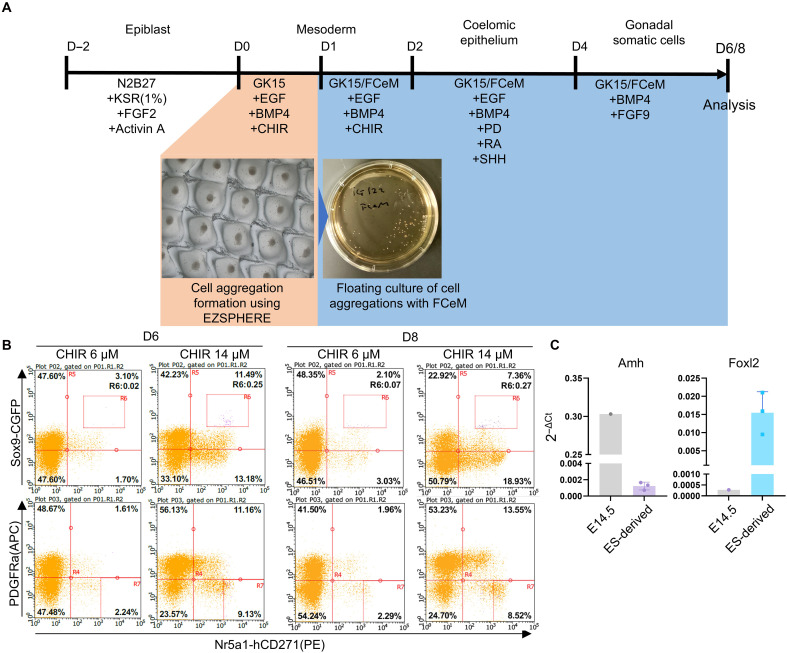
Induction of testicular somatic cells from XY ESCs using the method for FOSLC induction. (**A**) Schematic diagram showing the workflow of the method for the induction of GSCs from ESCs. (**B**) FCM analysis of ESC-derived induced cells. On D6 and D8, the cultured cells were stained with anti–hCD271-PE and anti–PDGFRα-APC antibodies and analyzed by FCM. A sufficient concentration of CHIR, a Wnt activator, was critical for maintaining the *Nr5a1*-hCD271^high^ fraction and *Nr5a1*-hCD271^low^/PDGFRa^+^ fraction. (**C**) *Nr5a1*-hCD271^+^ cells were sorted on culture D8, and qPCR was performed for *Amh* and *Foxl2*. Relative expression is measured as 2^−ΔCt^ values, normalized against β-actin. The expression levels of each gene were compared with those in E14.5 fetal tests. Values are the means ± SD of three independent experiments.

### Suppression of Wnt signaling induces Sertoli cell specification

On the basis of the above findings, directing the sex differentiation of in vitro–formed gonad toward the male pathway appeared necessary. To achieve this, we focused on two key factors involved in gonadal sex differentiation. The first, Fgf9, plays a crucial role in testicular development. It is primarily known for maintaining the expression of the key male sex-determining genes, such as Sox9, and suppressing female sex-determining genes, including Wnt4, Rspo1 (R-spondin 1), and Foxl2, thereby stabilizing the male fate (*22*, *23*). The second, Wnt4, is essential for suppressing masculinization and directing XX gonads toward ovarian somatic cell differentiation, making Wnt signaling a recognized feminization signal (*22*, *24*, *25*). Thus, we first increased the FGF9 concentration in the medium at D4 from 2 to 100 ng/ml; however, no notable changes were observed (fig. S2). We then added IWR1 (Fig. 2A), a low-molecular compound inhibiting the Wnt signaling pathway, to the D4 medium. IWR1 functions by stabilizing the Axin complex, which targets β-catenin, a key intracellular mediator of the canonical Wnt signaling cascade (*26*). Upon IWR1 treatment, strong CGFP expression was observed in the D8 cell aggregates (Fig. 2B). An FCM analysis confirmed that in the absence of IWR1, almost no *Nr5a1*-hCD271^high^/*Sox9*-CGFP^high^ cells, indicative of Sertoli cells, were found. In contrast, IWR1 treatment led to an increase in this population at D6, which became more pronounced by D8 (Fig. 2, C and D). Furthermore, RT-qPCR analysis revealed that in the IWR1-treated group, the expression of fetal testis-specific genes (*Amh*, *Dhh*, and *Hsd17b3*) increased, while ovary-specific genes (*Foxl2*, *Fst*, and *Rspo1*) were suppressed (Fig. 2E and fig. S3). These results indicated that suppression of Wnt signaling by IWR1 effectively promoted masculinization of in vitro–formed gonads, leading to the emergence of Sertoli-like cells (SerLCs).

**Fig. 2.**
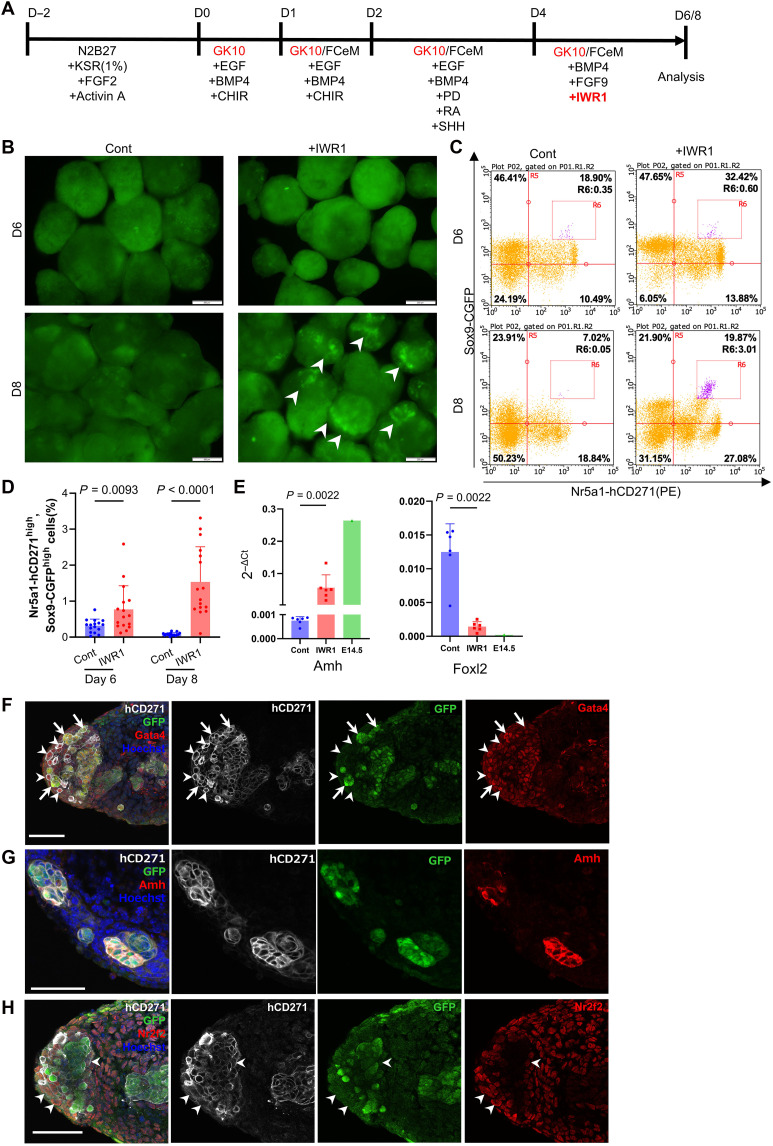
Induction of testicular somatic cell differentiation by suppression of Wnt signaling. (**A**) Schematic diagram showing the workflow of the final method for inducing gonadal cells from ES cells. IWR1, a Wnt inhibitor, was added to the D4 culture medium. (**B**) Cell aggregates observed by fluorescence microscopy. Weak CGFP expression was observed in the control (Cont) group. Cells with strong CGFP expression were detected in the cell aggregates of the IWR1-treated group (arrowheads) on D8. Scale bars, 200 μm. (**C**) FCM analysis of cells induced from ESCs with or without IWR1 treatment. Cells were labeled with an anti–hCD271-PE antibody on D6 and D8 and analyzed by FCM. (**D**) Induction efficiency of Sertoli cells, defined as *Nr5a1*-hCD271^high^/*Sox9*-CGFP^high^ cells, as assessed by FCM in control versus IWR1-treated groups. The bar graph shows the means ± SD of the percentage of Sertoli cells among all ESC-derived cells. Each dot represents an independent experiment. Statistical significance was assessed using the Mann-Whitney test. (**E**) *Nr5a1*-hCD271^+^ cells were sorted on culture D8, and RT-qPCRs for *Amh* and *Foxl2* were performed. Relative expression is measured as 2^−ΔCt^ values, normalized against β-*actin*. Values represent the means ± SD from six independent experiments. Statistical significance was assessed using the Mann-Whitney test. (**F** to **H**) Immunostaining of cryosections from cell aggregates cultured with IWR1 on D8. Aggregates were stained with antibodies against hCD271 and GFP, counterstained with Hoechst, and additionally stained with an antibody against Gata4 (F), Amh (G), or Nr2f2 (H). (F) Arrows indicate cells positive for Gata4, hCD271, and GFP; arrowheads indicate cells positive for Gata4 and hCD271 but negative for GFP. (H) Some hCD271-positive cells expressed Nr2f2 (arrowheads); these Nr2f2-positive cells were GFP-negative. Scale bars, 50 μm.

To examine the histological expression patterns of representative marker genes, we performed immunostaining on cryosections of the D8 cell aggregates. We confirmed that hCD271-positive (i.e., *Nr5a1*-hCD271–positive) cells included GFP-positive (i.e., *Sox9*-CGFP–positive) cells, which also expressed endogenous Nr5a1 and Sox9 (fig. S4). In addition, hCD271-positive cells expressed Gata4, a marker for both Sertoli and interstitial cells in the fetal testis (*27*). Within the hCD271-positive/Gata4-positive population, some cells were also GFP-positive, indicating their identity as putative Sertoli cells (Fig. 2F and fig. S4C). Furthermore, cells that were hCD271-positive/GFP-positive and expressed Amh, a Sertoli cell marker (*28*), were observed (Fig. 2G and fig. S4C).

Next, we assessed the expression of nuclear receptor subfamily 2 group F member 2 (Nr2f2; also known as Coup-TFII), a key regulator of Leydig cell differentiation and a marker for interstitial cells and their progenitors (*29*–*32*). Nr2f2 positivity was observed in hCD271-positive/GFP-negative cells in the cell aggregates but not in hCD271-positive/GFP-positive cells (putative Sertoli cells), as anticipated (Fig. 2H and fig. S4C). These results suggest that ESCs differentiated into various types of testicular somatic cells, including Sertoli and interstitial cells. In addition to applying IWR1 in the D4 medium, we ultimately found that the optimal concentration of KnockOut Serum Replacement (KSR) was 10%, whereas our experiments were initially conducted with 15% (appearing as GK10 in Fig. 2A).

To confirm that our protocol is robustly applicable to other ESC lines, we used a different line of *Nr5a1*-hCD271 and a line derived from *Amh*-DTR mouse, which has a different genetic background (ICR, C57BL/6, and their mixture) from the *Nr5a1*-hCD271 line. In both cases, ESC aggregates were applied with the induction protocol (Fig. 2A), and the D8 samples were analyzed with immunostaining. Samples from another *Nr5a1*-hCD271 cell line showed a regional positive area to hCD271, Nr5a1, Sox9, and Amh, indicating successful differentiation to supporting cells including putative Sertoli cells (fig. S5, A and B). Samples from the cell line of *Amh*-DTR also showed Nr5a1, Sox9, and Amh, indicating that the induction to testicular somatic cells was faithfully repeatable in other ECS lines (fig. S5, C and D).

### The in vitro–formed gonadal cells showed a transcriptomic profile similar to in vivo testicular somatic cells

To characterize the testicular somatic cell–like cells induced from XY ESCs in vitro, *Nr5a1*-hCD271^+^ cells were enriched from about 14% initially to 40% using magnetic-activated cell sorting (MACS) at D6 (fig. S6, A to C), as described in our previous study (*13*). We then performed single-cell RNA sequencing (scRNA-seq). 

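In scRNA-seq, each transcript molecule is read with a cell barcode and a unique molecular identifier (UMI), so that molecules can be counted per cell and gene. The data used here are 4 XY libraries, 1 for each condition: gonadal cells of E10.5, E11.5, and E12.5 embryos and MACS-enriched cells of ESC aggregates at D6. The authors deposited, for each library, the UMI counts of each gene in each cell barcode that passed Cell Ranger, without normalization. The in vivo libraries were made with version 2 of the reagent kit and the ESC-derived library with version 3, so that kit and origin cannot be separated. At E10.5, the dissected tissue included dorsal mesenchyme around the gonads, whereas the mesonephros was removed at E11.5 and E12.5. The deposited matrices held 40199985 UMIs in 4473 cells at E10.5, 32519441 UMIs in 2449 cells at E11.5, 42242194 UMIs in 3176 cells at E12.5, and 13965107 UMIs in 2441 cells at D6. With the limits on detected genes and mitochondrial UMIs that the methods give for each library, 3837, 2101, 2764, and 2285 cells were retained, in the same order. The median number of UMIs per retained cell was 8167 at E10.5, 11926 at E11.5, 10946 at E12.5, and 4607 at D6. No doublet caller was applied beyond the upper limit on detected genes. Scrublet, a doublet caller, marked 3.52%, 0.857%, 0.977%, and 1.97% of the retained cells and the removal of these cells was tried as an alternative. At E10.5 and D6, the number marked followed from the expected doublet rate.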

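The retained cells were normalized to 10000 UMIs per cell and log transformed, integrated across the 4 libraries with Seurat 5.3.0, and clustered on PC1 to PC10 after the difference between cell cycle scores was regressed out, with a resolution of 0.2 for all cells and 0.3 for GSCs. The 99 marker genes used for naming were left out of the clustering features. Clusters of at least 100 cells were divided again, and a subcluster received a name followed by "-like" only from markers listed before the data were examined. The limits of the naming rule, including the check that the cells of each library carry the markers of the name, were set after the clusters had been seen, and the share of cells left unnamed is therefore given for each library. With 1 library per condition no test between conditions is possible. Shares of cells with at least 1 UMI are given with exact (Clopper-Pearson) 95% intervals, and UMIs summed over the cells of a group as CPM (relative to all UMIs of the group) with exact Poisson intervals, both of which cover counting error only. For a count of 0, the share said to be allowed is 3 divided by the number of cells, which is below the exact upper limit. As a check of the labels, a UMI of the Y-linked genes Ddx3y, Uty, Kdm5d, or Eif2s3y was present in 55.7% of cells at E10.5, 72.6% at E11.5, 80.5% at E12.5, and 60.7% at D6. Xist, which is transcribed from an inactive X chromosome, was present in at most 1.05% of the cells of a library.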

The transcriptomic profiles were compared with those of male and female gonadal cells from E10.5, E11.5, and E12.5 embryos, as well as with ESC-derived cells from XX ESCs (*13*). Cell clustering was conducted on all male and female gonadal cells obtained in vivo and ESC-derived samples, followed by dimensionality reduction using uniform manifold approximation and projection (UMAP) to visualize the data in the two-dimensional space (fig. S7A). 

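Clustering of the 10987 retained XY cells gave 11 clusters, numbered from 0 in order of size. Cluster 3, named supporting-like, contained 503 cells of E11.5, 568 of E12.5, and 179 of ESC-derived D6, but 1 cell of E10.5. Cluster 4, named interstitial-like, contained 728 cells of D6, more than any other cluster, beside 182 of E10.5, 114 of E11.5, and 113 of E12.5. In the progenitor-like cluster 2, the 4 libraries contributed 552, 349, 327, and 211 cells from E10.5 to D6. These names are of whole clusters. Among the GSCs, with names checked in each library, 0 cells of E10.5 were interstitial-like and 286 were progenitor-like. Cluster 5, which carried markers of skeletal or limb mesenchyme, contained 680 cells of E10.5 and 38 of E11.5, 9 of E12.5, and 92 of D6. Cells of D6 were found in every cluster except the erythroid-like cluster 9. Between 10 and 14 clusters were obtained under the alternative settings.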

The UMAP plot of cells induced from XY ESCs exhibited a pattern similar to that of FOSLCs derived from XX ESCs (Fig. 3A) and closely resembled in vivo E11.5 or E12.5 gonadal cells. Among the 12 clusters, several were annotated on the basis of specific marker gene expression (fig. S7B). 

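Among the XY libraries, germ-like cells numbered 10 at E10.5, 182 at E11.5, and 439 at E12.5, and 0 of 2285 at D6, which allows a share of up to 0.131%. Of those of E11.5, 22 were in a subcluster named from markers of pluripotent cells. The 0 at D6 depends on the check within each library: 16 cells of D6 in germ cell subclusters lost the name, among them 4 cells with 5 markers higher, of which 50.0%, not over 50%, carried a marker. A cluster formed later among the GSCs, led by Dppa5a, Dppa3, and Dazl, held 48 cells of D6. Only somatic names could be given at that step, and how many of these cells carry the genes is not given here. Pou5f1 was detected in 96.7% of the germ-like cells at E11.5 and in 3.63% of GSCs of the same library. Endothelial-like cells numbered 68, 69, 35, and 15 from E10.5 to D6, and erythroid-like cells 51, 20, 3, and 0. Macrophage-like cells numbered 15, 11, and 7 in the in vivo libraries and were not found at D6. Cells with a megakaryocyte name did not form a cluster, and Ppbp was detected in 1 of the 7 macrophage-like cells of E12.5. Pf4 and Ppbp, both on the megakaryocyte list, were among the leading genes of the macrophage-like subcluster, so megakaryocytes within it are not excluded. The E10.5 library also contained 132 endoderm or pancreatic-like, 112 neural crest or neuronal-like, and 30 mesonephric duct epithelium-like cells. The remaining cells were taken as GSCs and made up 89.1% (88.1 to 90.1) of the cells at E10.5, 86.6% (85.0 to 88.0) at E11.5, 82.5% (81.0 to 83.9) at E12.5, and 99.04% (98.5 to 99.4) at D6. Cells with markers of skeletal or limb mesenchyme were kept among them, and the GSCs of E10.5 included unnamed clusters led by genes of germ cells, pancreas, nervous tissue, and muscle. The setting that moved these shares most was the removal of Scrublet doublets, which gave 92.5% at E10.5. Hbb-y, a gene of erythroid cells, was detected in 25.4% of GSCs at E10.5, 52.2% at E11.5, and 37.8% at E12.5, but in 0 of 2263 GSCs at D6, which allows up to 0.133%.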

The clusters other than 5 and 7 (primordial germ cells/germ cells), 8 (endothelial cells), 9 (erythroid cells), and 11 (megakaryocytes) were considered collectively as GSCs (Fig. 3A and fig. S7, A and B). 

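Nr5a1 (ENSMUSG00000026751) lies on the minus strand of chromosome 2 of mm10, from 38692656 to 38714542. At least 1 UMI of the gene was present in 2.11% (1.65 to 2.64) of the 3419 GSCs of E10.5, 38.8% (36.5 to 41.0) of the 1819 GSCs of E11.5, 38.3% (36.3 to 40.3) of the 2280 GSCs of E12.5, and 29.2% (27.3 to 31.1) of the 2263 ESC-derived GSCs. Summed over the GSCs of a library, the gene had 3.53 (2.87 to 4.29) CPM at E10.5, 80.6 (76.8 to 84.6) at E11.5, 60.7 (57.7 to 63.8) at E12.5, and 163 (156 to 170.5) at D6. The share of positive cells was lower at D6 than at E11.5 and E12.5 but the sum of UMIs was higher, so that no order between D6 and these libraries can be read from the shares. The cells of D6 had also been enriched for hCD271, whose reporter follows Nr5a1, and the in vivo cells had not. Values at D6 therefore do not give the share in the whole culture. Endothelial-like cells, which should lack Nr5a1, were positive in 0 of 68 cells at E10.5 (median 9152 UMIs per cell), 23.2% at E11.5 (14739), 14.3% at E12.5 (12463), and 20.0% of 15 cells at D6 (8850), which sets a background for these shares, whether from free RNA, doublets, or misplaced cells. When every cell was thinned to 1500 UMIs, which left out 131 GSCs of E11.5 and 1 of D6, the shares were 0.731%, 9.30%, 8.55%, and 14.1% from E10.5 to D6. Across all settings tried, the share at E10.5 stayed below that of every other library.

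**Figure D1:**
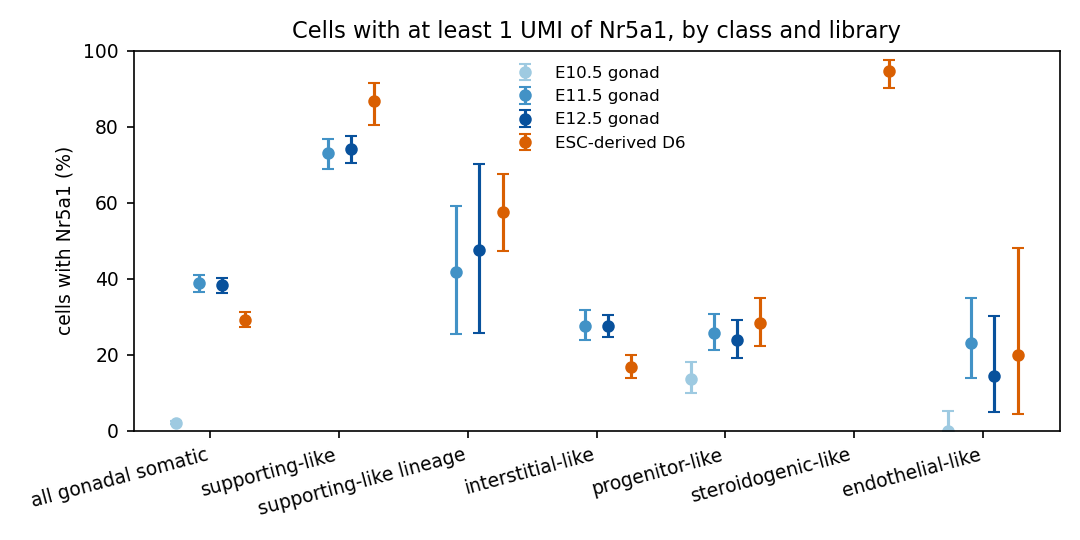
Percentage of cells with at least 1 UMI of Nr5a1 in all GSCs, in each class of GSCs, and in endothelial-like cells of the XY libraries of E10.5, E11.5, E12.5, and ESC-derived D6. Each point is 1 library and error bars are exact 95% intervals of counting error; among all GSCs, E10.5 lies far below the other libraries.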

The proportion of cells expressing endogenous *Nr5a1* was consistently around 30% across all examined GSC populations, including both in vivo and ESC-derived samples, with no notable variation observed (fig. S7C).

**Fig. 3.**
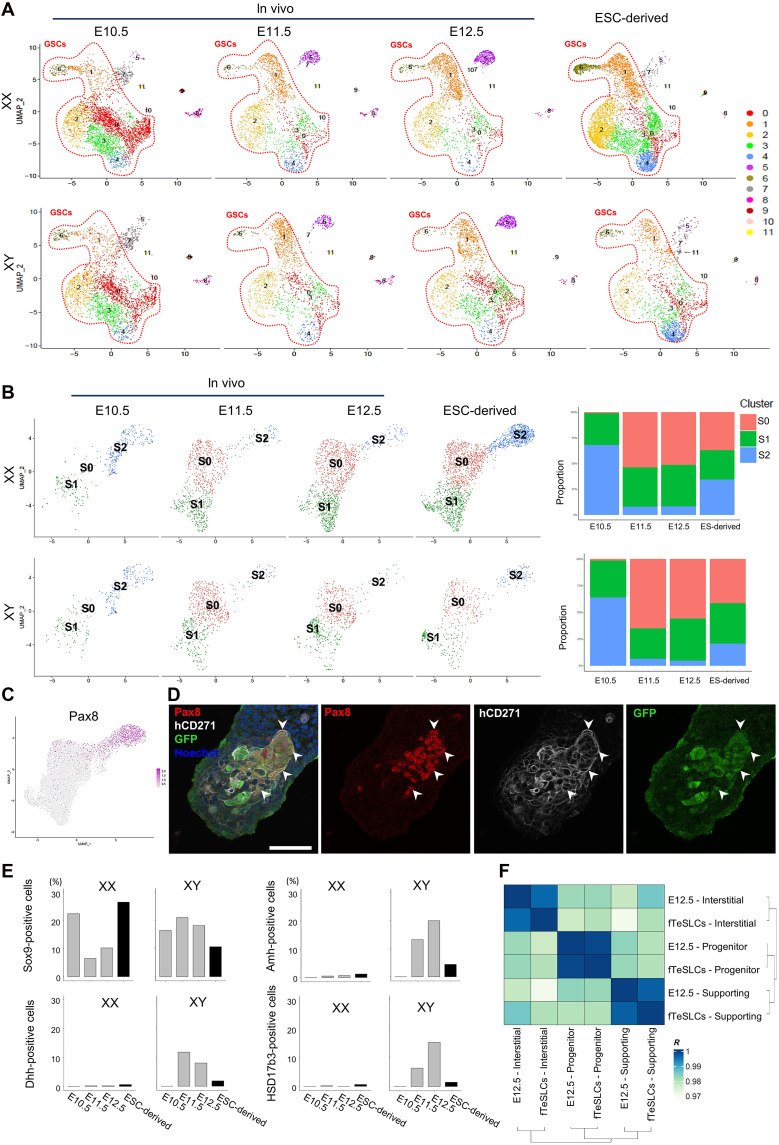
Single-cell analysis of in vivo gonadal cells and in vitro ESC-derived cells. (**A**) UMAP plot of in vivo gonadal cells and MACS-sorted *Nr5a1*-hCD271–positive cells at D6 from male and female ESC-derived cultures. Red dotted lines indicate clusters identified as putative GSCs. (**B**) UMAP plot of supporting cells. The clusters classified as supporting cells in (B) were reanalyzed and divided into three clusters. The graph on the right shows the percentage of each cluster in each sample. (**C**) UMAP plot visualizing *Pax8* expression within the supporting cell clusters, with expression levels shown as a magenta color gradient. (**D**) Fluorescence immunostaining of D8 cell aggregates cultured in IWR1-supplemented medium, showing the expression of hCD271, GFP, and Pax8, with Hoechst used for nuclear staining. Arrowheads indicate supporting-like lineage cells expressing Pax8, CD271, and GFP. Scale bar, 50 μm. (**E**) Bar graph showing the percentage of *Sox9*-, *Amh*-, *Dhh*-, and *Hsd17b3*-expressing cells within the supporting cell clusters identified in (C). (**F**) Heatmap of correlation analysis for testicular somatic cell clusters, comparing those from in vivo embryonic testis and ESC-derived gonadal cells (fTeSLCs), ordered on the basis of hierarchical clustering.

To analyze the transcriptome data in depth, clustering and UMAP dimensionality reduction were performed specifically for GSCs. This analysis reclassified the cells into seven clusters (G0 to G6) (fig. S8A). 

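Clustering of the XY GSCs gave 13 clusters, and between 9 and 16 under the alternative settings. Their sizes ranged from 1560 cells for cluster 0 to 145 cells for cluster 12. Cluster 12 was steroidogenic-like, and 96.6% of its cells came from ESC-derived D6.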

In the UMAP plot, some differences in distribution were recognizable between XX and XY samples, as well as between in vivo and in vitro samples, although these differences were not pronounced. 

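The cells of the 4 XY libraries were spread unevenly over the 13 clusters of GSCs. Cluster 1, the progenitor-like cluster, was the most evenly spread, and 39.1% of its 1414 cells came from the library that contributed most, E10.5. The steroidogenic-like cluster 12 was the most one-sided. Among the unnamed clusters, 303 of the 318 cells of cluster 9 came from D6, and 553 of the 672 cells of cluster 7 came from E10.5. The larger supporting-like cluster 2 contained 453 cells of E11.5, 550 of E12.5, and 106 of D6, and 2 cells of E10.5. Cluster 11, with the markers of supporting-like lineage cells, contained 41, 21, and 99 cells of E11.5, E12.5, and D6 and none of E10.5. With 1 library per condition, a cluster made up mostly of 1 library may reflect that library rather than a cell type.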

Each group was broadly distributed across all cluster regions (fig. S8B). We therefore proceeded to characterize each cluster on the basis of the expression profile of key marker genes defined in previous transcriptome studies (*13*, *29*). Clusters G1 and G6 were identified as supporting cell clusters, encompassing both Sertoli and granulosa lineages (fig. S8C). 

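Supporting-like cells numbered 497 at E11.5, 584 at E12.5, and 165 at D6, and cells with the markers of the supporting-like lineage 36, 21, and 99. Together, these cells made up 29.3% (27.2 to 31.5) of GSCs at E11.5, 26.5% (24.7 to 28.4) at E12.5, and 11.7% (10.4 to 13.1) at D6. Because the markers that name a class were also used to find it, their shares describe the naming and are not independent of it. In the supporting-like class of E12.5, Aard was detected in 98.5% of cells, Ptgds in 96.1%, and Inha in 82.0%, and in that of D6 in 37.0%, 56.97%, and 66.7%. A subcluster of this class with 44 cells of E11.5, 15 of E12.5, and 59 of D6, and another with 19 cells of E12.5, had genes of exocrine pancreas among their leading genes, such as Cpa1 in both and Pnlip in the smaller, which were chosen for mention after their values were seen. The setting that moved the share most was clustering without integration, which left 0.0884% of the GSCs of D6 in this class.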

Because these populations have not yet diverged clearly at this stage, they appear together in the UMAP representation. Clusters G4 and G5 strongly expressed interstitial cell genes such as *Pdgfr*α, *Tcf21*, *Arx26, Sanil2, Mafb*, and *Nr2f2* (fig. S8C), suggesting that they were interstitial cells. 

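Interstitial-like cells made up 28.1% (26.0 to 30.2) of the GSCs of E11.5, 40.7% (38.7 to 42.8) of E12.5, and 28.1% (26.2 to 30.0) of ESC-derived D6. At E10.5, 0 of 3419 GSCs held this name, and 0.965% did when names were not checked in each library. Without integration, the share at E12.5 fell to 9.81%, and with a common cell filter the share at D6 rose to 53.0%, the largest changes among the alternatives. Pdgfra, Tcf21, Nr2f2, and Snai2 were among the markers used to name this class. Pdgfra (chromosome 5, 75152292 to 75198215) was detected in 57.1% of interstitial-like cells at E11.5, 71.1% at E12.5, and 40.2% at D6, and in all supporting cells of these libraries in 17.6%, 6.28%, and 6.44%. Tcf21 (chromosome 10, 22817281 to 22820174) was detected in 81.0%, 75.2%, and 55.9% of interstitial-like cells, but also in 89.9%, 88.4%, and 83.7% of progenitor-like cells. For Nr2f2 (chromosome 7, 70351944 to 70366735), the shares were 79.8%, 88.9%, and 94.96%, and at D6 the gene was also detected in 65.5% of supporting cells. At D6, Snai2 was detected in 44.9% of interstitial-like cells. As the median depth of these cells was 4095 UMIs at D6, the lower shares at D6 than in vivo are not read as lower expression. Scaled by total UMIs, Pdgfra, the only gene of these with a sum given here, had 150 (136 to 164) CPM at D6 and 148 (141 to 156) at E12.5. With the TMM factor, an alternative scaling, log2 ratios of D6 to E12.5 in this class shift by -0.46.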

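Progenitor-like cells, named in the XY libraries from Upk3b, Tmem151a, and Tm4sf5, made up 8.37% (7.46 to 9.34) of GSCs at E10.5, 18.6% (16.8 to 20.4) at E11.5, 13.6% (12.2 to 15.1) at E12.5, and 9.19% (8.03 to 10.5) at ESC-derived D6. At E10.5, the share was 0% without integration and 12.2% with Scrublet doublets removed, the largest changes among the alternatives there. Upk3b lies on chromosome 5 from 136038496 to 136046487, Tmem151a on chromosome 19 from 5070859 to 5085531, and Tm4sf5 on chromosome 11 from 70505244 to 70511178. Upk3b was detected in 53.1%, 73.4%, 73.9%, and 74.5% of progenitor-like cells from E10.5 to D6, and in 4.31%, 1.62%, and 1.89% of the interstitial-like cells of E11.5, E12.5, and D6. Tmem151a was detected in 16.8%, 39.1%, 49.7%, and 45.2% of progenitor-like cells. Tm4sf5 was detected in 4.90% (2.70 to 8.08) of these cells at E10.5, 82.0% at E11.5, 71.9% at E12.5, and 45.2% at D6. GSCs that received no name made up 91.6% at E10.5, 24.0% at E11.5, 19.2% at E12.5, and 43.5% at D6.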

The remaining clusters G0, G2, and G3 exhibited gene expression patterns, suggesting progenitor cell–like characteristics, including *Upk3b, Tmem151a*, and *Tm4sf5* (fig. S8C) (*13*, *14*).

To further characterize the supporting cells, we performed additional reclustering and UMAP analyses, identifying three distinct subclusters: S0, S1, and S2 (Fig. 3B). 

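Supporting cells of the XY libraries divided into 3 subclusters at a resolution of 0.10, the lowest of the values tried in steps of 0.05 that gave at least 3. Subcluster 0 contained 83.3% of the supporting cells of E11.5, 69.6% of E12.5, and 59.8% of D6. Subcluster 1, which was led by cell cycle genes such as Top2a, contained 9.94% (7.54 to 12.8), 26.9% (23.4 to 30.7), and 3.41% (1.57 to 6.37). Subcluster 2, with the markers of supporting-like lineage cells, contained 6.75% (4.78 to 9.23), 3.47% (2.16 to 5.26), and 36.7% (30.9 to 42.9). These subclusters were formed without the XX libraries, which are not used here, and their numbers do not correspond to S0, S1, and S2.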

In the in vivo dataset, cells classified into S1 and S2 were already present at E10.5, followed by the emergence of S0 at E11.5 (Fig. 3B). 

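In the XY library of E10.5, 0 of 3419 GSCs were named supporting-like or supporting-like lineage, which allows a share of up to 0.0877%. The number depended on the clustering settings: supporting-like cells made up 1.48% of the GSCs of E10.5 when the marker genes were kept among the clustering features, 1.41% with PC1 to PC20, and 1.00% without cell cycle regression. In the other planned settings the share was 0. Most GSCs of this library were unnamed, and genes leading their clusters included Hand1, Foxf1, Pax1, and Meox1. Others of its unnamed cells were in clusters led by genes of other tissues, with 196 cells of E10.5 in a cluster led by Dppa5a, Dppa3, and Dazl, 157 in a subcluster with Pyy and Ttr among the leading genes, 51 in a subcluster with Fabp7 and Hes5, and 53 in a subcluster with Mylpf and Myog.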

Clusters S0 and S1, especially S0 appearing at E11.5, constitute a population differentiating into granulosa cells, marked by *Fst* (fig. S9A), or Sertoli cells (fig. S10). On the other hand, S2 displayed unique characteristics, including its early appearance at E10.5, a subsequent reduction in relative proportion compared to S0 and S1, and distinct gene expression patterns marked by *Pax8*, *Id1*, and *Id2* (Fig. 3, B and C, and fig. S9A). These findings suggest that S2 cells belong to a recently identified lineage known as supporting-like lineage cells (*33*). 

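Fst (ENSMUSG00000021765) lies on the minus strand of chromosome 13 from 114452290 to 114458951. In the XY libraries it was detected in 2 of 533 supporting cells at E11.5, 0.826% (0.269 to 1.92) at E12.5, and 2.27% (0.839 to 4.88) at D6. In the interstitial-like cells it was detected in 0.391% at E11.5, in 0 of 928 cells at E12.5, which allows up to 0.323%, and in 1.10% at D6. The intervals of the shares in supporting and interstitial-like cells overlap in each library. The XX libraries, in which granulosa cells arise, are not used here.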

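In the subcluster with supporting-like lineage markers, Pax8 (chromosome 2, 24420560 to 24475599) was detected in 80.6% (64.0 to 91.8) of 36 cells at E11.5, 76.2% (52.8 to 91.8) of 21 cells at E12.5, and 60.8% (50.4 to 70.6) of 97 cells at D6. In subcluster 0, the shares were 3.15%, 1.90%, and 11.4%, and in interstitial-like cells 0.587%, 0.216%, and 0.472%. Id1 (chromosome 2, 152736251 to 152737410) was detected in 77.8%, 90.5%, and 44.3% of the cells of subcluster 2, compared with 19.8%, 9.98%, and 31.6% in subcluster 0. Id2 (chromosome 12, 25093799 to 25097140) was detected in 94.4%, 85.7%, and 67.0% of the cells of subcluster 2. Id1 and Id2 were also frequent in interstitial-like cells, where Id1 was detected in 56.8%, 43.0%, and 43.9% and Id2 in 66.1%, 45.6%, and 71.8%. By the names given among all GSCs, the share of supporting cells with this name was 34.0 points higher at D6 than at E12.5, and without integration, with 2 supporting cells left at D6, the difference was -3.81 points.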

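In the subcluster with supporting-like lineage markers, Pax8 had 219 (168 to 282) CPM at E11.5, 252 (176 to 351) at E12.5, and 333 (278 to 395) at D6. For Itm2a, the values were 971, 1102, and 595, and for C1qtnf12 they were 899, 1001, and 379, so that both genes were lower at D6 than in the in vivo cells beyond counting error. Id1 had 374, 785, and 224 CPM. Plac8 had 1594 (1449 to 1749) at E11.5, 137 (82.4 to 214) at E12.5, and 180 (141 to 228) at D6. Itm2a, C1qtnf12, and Plac8 were among the markers that named this subcluster.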

Notably, ESC-derived S2 cluster cells exhibited a gene expression pattern similar to their in vivo counterparts at E11.5 to E12.5 (fig. S9B). Furthermore, immunofluorescence staining confirmed that D6 and D8 aggregates contained paired box 8 (Pax8)–expressing cells among hCD271^+^/GFP^+^ cells, corresponding to supporting-like cells (Fig. 3D and fig. S11).

Then, to assess whether differentiation into testicular somatic cells proceeded properly, we examined the expression of male-specific genes in supporting cell clusters using scRNA-seq data (Fig. 3E and fig. S10). 

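Sox9 (ENSMUSG00000000567) lies on the plus strand of chromosome 11 from 112782224 to 112787760. In the XY libraries, it was detected in 84.8% (81.5 to 87.7) of the 533 supporting cells of E11.5, 93.1% (90.7 to 94.95) of the 605 supporting cells of E12.5, and 32.2% (26.6 to 38.2) of the 264 supporting cells of D6. Median depths were 11828, 10508, and 4882 UMIs per cell. Among interstitial-like cells of the same libraries, the shares were 22.5%, 23.4%, and 8.98%. Summed over these cells, Sox9 had 760 (738 to 782) CPM at E11.5, 435 (420 to 451) at E12.5, and 114 (96.9 to 132) at D6. With every cell thinned to 1500 UMIs, which left out 49 supporting cells of E11.5 and 1 of D6, the shares were 61.8%, 45.3%, and 12.2%. Without integration, the difference between E12.5 and D6 changed its sign, from 60.9 points to -6.47 points, with only 2 supporting cells at D6.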

Unexpectedly, Sox9 expression was detected not only in cells derived from XY ESCs but also in a larger proportion of cells derived from XX ESCs. This observation likely reflects the relatively high proportion of cluster S2 cells, corresponding to supporting-like cells, among those derived from XX ESCs (Fig. 3B). A previous study reported that supporting-like lineage cells in both male and female gonads express Sox9 (*33*), supporting this interpretation. In contrast, *Amh*, *Desert hedgehog* (*Dhh*), and *Hydroxysteroid 17-beta dehydrogenase 3* (*Hsd17*β*3*), male-specific genes expressed in Sertoli cells, were primarily detected in clusters S0 and S1 of XY E11.5 and E12.5 cells (fig. S10). However, cells expressing all four genes, or three of them concomitantly, were rare (fig. S12). Moreover, the proportions of these gene-expressing cells in ESC-derived XY samples were lower than those in their in vivo counterparts, although still higher than in ESC-derived XX samples (Fig. 3E). These findings indicate that at D6 in culture, induction of XY ESCs into SerLCs was still incomplete and ongoing.

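Amh (ENSMUSG00000035262) lies on chromosome 10 from 80805243 to 80807648, Dhh (ENSMUSG00000023000) on chromosome 15 from 98891152 to 98898540, and Hsd17b3 (ENSMUSG00000033122) on chromosome 13 from 64058266 to 64089230. At E12.5, Amh was detected in 93.8% of the cells of subcluster 0, 99.4% of subcluster 1, and 4.76% of subcluster 2. Dhh was detected in 87.2%, 92.0%, and 0 of 21 cells of these subclusters, and Hsd17b3 in 53.2%, 68.1%, and 0 of 21. At E11.5, Amh was detected in 38.3%, 71.7%, and 5.56%, Dhh in 56.98%, 83.0%, and 2.78%, and Hsd17b3 in 17.8%, 39.6%, and 0 of 36. Counts of 0 allow up to 14.3% of 21 cells and 8.33% of 36 cells. At D6, Amh was detected in 38.6% of subcluster 0 and 3.09% of subcluster 2, and Hsd17b3 in 6.33% and in 0 of 97 cells, which allows up to 3.09%. As background, interstitial-like cells of E12.5 were positive for Amh in 2.69%, for Dhh in 0.862%, and for Hsd17b3 in 0.539%.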

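Of the supporting cells of ESC-derived D6, 24 of 264, or 9.09% (5.91 to 13.2), had at least 1 UMI of 3 or all 4 of Sox9, Amh, Dhh, and Hsd17b3. If the 4 genes were detected independently of each other, 3.80 such cells would have been found. In vivo, 187 of 533 supporting cells at E11.5 (35.1%) and 524 of 605 at E12.5 (86.6%) had 3 or 4 of the genes, compared with 146.38 and 524.58 under independent detection. After thinning to 1500 UMIs per cell, the numbers were 11 of 484 at E11.5, 88 of 605 at E12.5, and 3 of 263 at D6. The count of cells with several genes depends on depth, as the thinned values show.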

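At D6, Amh was detected in 26.9% (21.6 to 32.7) of supporting cells, Dhh in 9.85% (6.54 to 14.1), and Hsd17b3 in 4.92% (2.65 to 8.27). The corresponding shares were 92.2%, 85.5%, and 55.4% at E12.5 and 39.4%, 55.9%, and 18.8% at E11.5. Summed over supporting cells, the log2 ratio of CPM of D6 to E12.5 was -1.94 for Sox9, -1.90 for Amh, -3.20 for Dhh, and -3.15 for Hsd17b3. Against E12.5, the thinned shares were also lower at D6, with 16.0% and 63.8% for Amh, 2.28% and 32.4% for Dhh, and 1.52% and 14.2% for Hsd17b3. Against E11.5, Amh gave no order: its share was lower at D6, but it had 262 (236 to 289) CPM at D6 and 94.3 (86.6 to 103) at E11.5, and the difference of the thinned shares had the opposite sign (-3.99 points). Thinned shares of Hsd17b3 at E11.5 (2.27%) and D6 differed by less than counting error. Without integration, only 2 supporting cells were left at D6 and the log2 ratio of Amh was 1.69.

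**Figure D2:**
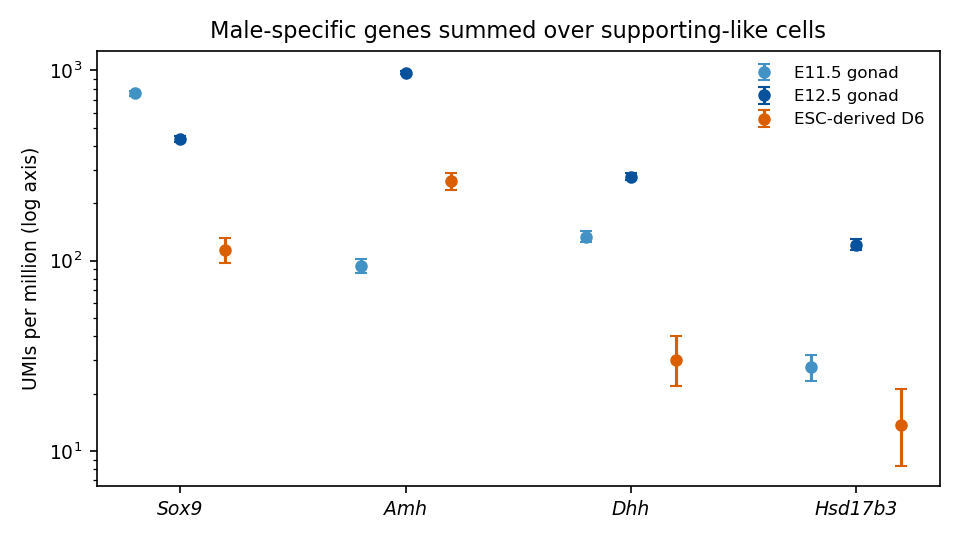
CPM, on a log axis, of Sox9, Amh, Dhh, and Hsd17b3 summed over the supporting cells of the XY libraries of E11.5, E12.5, and ESC-derived D6. Each point is 1 library and error bars are exact 95% Poisson intervals of counting error; D6 lies below E12.5 for each gene, and above E11.5 for Amh alone.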

Last, we compared the gene expression profiles of interstitial cells [clusters G4 and G5 in fig. S8 (A and B)], progenitor cells [clusters G0, G2, and G3 in fig. S8 (A and B)], and supporting cells [clusters G1 and G6 in fig. S8 (A and B)] between E12.5 in vivo XY gonadal cells and XY ESC-derived cells. 

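The profile of a class in a library was taken as ln(1 + mean count per 10000 UMIs) of each gene, and Pearson's r was computed across genes, which are not independent replicates. Between E12.5 and D6, r was 0.901 for supporting cells (16939 genes detected in either profile), 0.917 for interstitial-like cells (17524 genes), and 0.934 for progenitor-like cells (16037 genes). The same classes of E11.5 and E12.5 correlated with r of 0.985, 0.991, and 0.993. Different classes within D6 correlated with r between 0.933 and 0.968, and different classes within E12.5 with r between 0.916 and 0.980. Classes within a library share kit, strain, and origin, which D6 and E12.5 do not, so these r cannot be ranked on equal terms. For supporting, interstitial-like, and progenitor-like cells of D6, the highest r with another class of E12.5 was 0.882, 0.908, and 0.917, each below the r with the same class of E12.5. Interstitial-like cells of E12.5 had about the same r with progenitor-like as with interstitial-like cells of D6. The setting that moved r most was the restriction to variable features, which gave 0.798 for supporting cells. Integrated values gave 0.962, 0.984, and 0.997 for the 3 classes, and with these values the r of the same class was above the highest r with another class of D6, by 0.182, 0.0458, and 0.0589. As integration aligns the libraries and the classes were called on integrated values, this is in part built in.

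**Figure D3:**
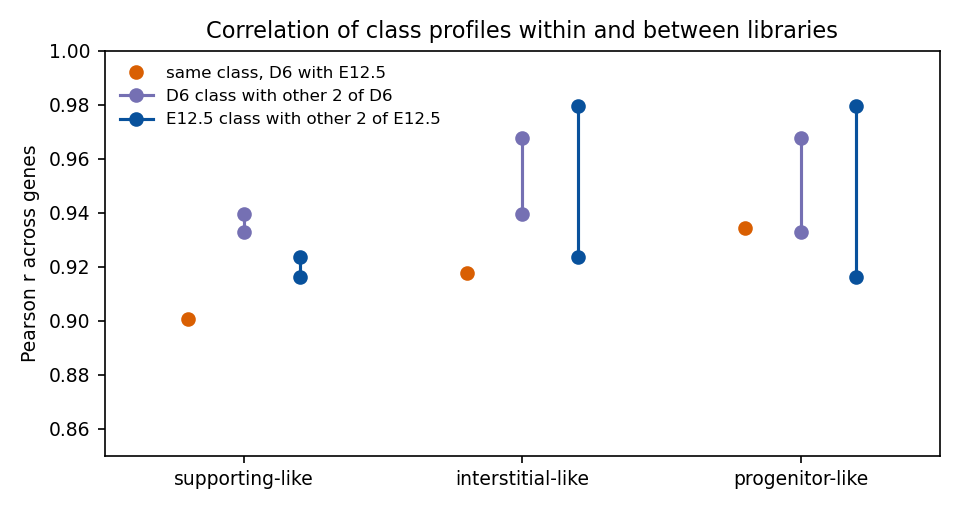
Pearson's r across genes for supporting, interstitial-like, and progenitor-like cells of the XY libraries. Orange points show the same class of D6 and E12.5, and points joined by lines show the class with each of the other classes of D6 (purple) or of E12.5 (blue). For supporting and for interstitial-like cells, the orange point lies below all the others of that class. Orange points compare libraries that differ in kit, strain, culture, and sort, whereas the other points compare classes within a library.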

We observed a strong correlation across all three populations (Fig. 3F). These findings indicate that the cells generated from the XY ESCs contained various cell types composing the embryonic testis. We refer to these cells as fetal testicular somatic cell–like cells (fTeSLCs).

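With the main settings, the GSCs of ESC-derived D6 contained cells of each of the classes named in the XY gonads of E11.5 and E12.5. Without integration, 0.0884% of the GSCs of D6 were named supporting, and none of these was of the supporting-like lineage. In the main analysis, a further 171 cells of D6, or 7.56% (6.50 to 8.72) of its GSCs, were steroidogenic-like, with Star in 92.4% and Cyp11a1 in 87.7% of them. Cluster 12, which held 140 of these cells, also had Cyp11b1, Cyp21a1, and Mrap among its leading genes. The other subcluster with this name, of 31 cells, had Hsd3b1, Cyp21a1, and Mc2r among them. Which kind of steroidogenic cell these genes mark was not tested. No cell of this class was found among the GSCs of E11.5 or E12.5, where a count of 0 allows up to 0.165% and 0.132%. The gene Insl3, a marker of the class, was detected in 0 of these 171 cells, which allows up to 1.75%, and Cyp17a1 in 2.34%. From its findings, the paper infers that cells made from XY ESCs contained various cell types of the embryonic testis.

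**Figure D4:**
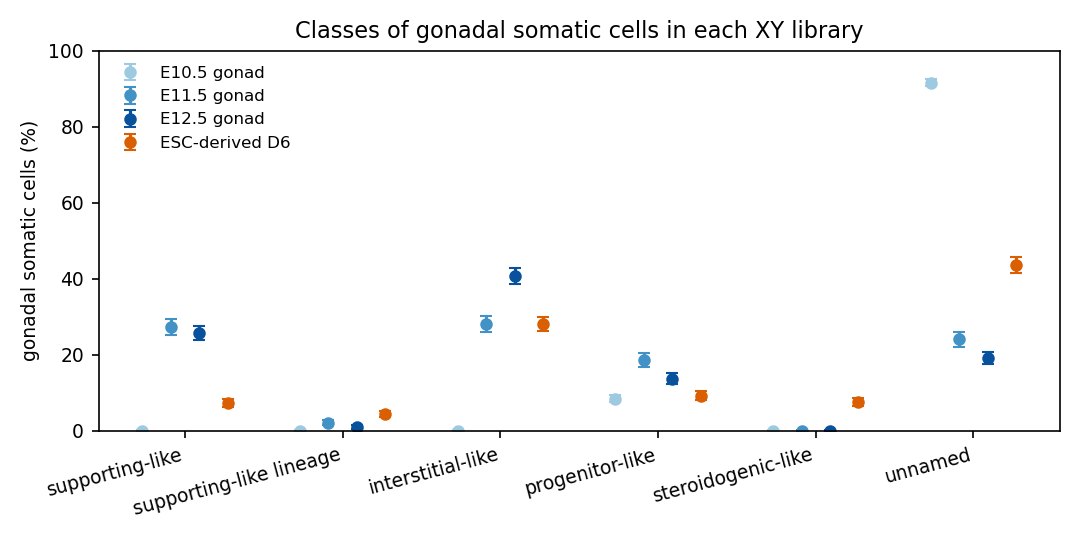
Percentage of GSCs in each class in the XY libraries of E10.5, E11.5, E12.5, and ESC-derived D6. Each point is 1 library and error bars are exact 95% intervals of counting error; unnamed cells are the largest group at E10.5 and D6, and steroidogenic-like cells appear at D6 alone.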

### Interstitial cell–like cells in fTeSLCs can differentiate into functional Leydig cells

To assess the functional properties of fTeSLCs, we first focused on interstitial cell–like cells (ICLCs), which were isolated via FACS as *hCD271^low^/PDGFR*α^+^ cells (fig. S13). To evaluate their role, we used Δ*FLE* mice, in which the fetal Leydig cell enhancer (FLE) of the *Nr5a1* gene is knocked out. These mice exhibit impaired differentiation and deficiency of both fetal and adult Leydig cells, leading to infertility with spermatogenesis arrested at the meiotic stage (*34*). Given this phenotype, we investigated whether ICLC supplementation into Δ*FLE* testicular tissue could rescue spermatogenesis under in vitro conditions. Testicular fragments from neonatal Δ*FLE* (6.5 to 8.5 days old) and WT littermates were cultured. ICLCs, labeled with a phycoerythrin (PE)–conjugated anti-hCD271 antibody and isolated from fTeSLCs at induction D8 and D9 (fig. S13), were added to Δ*FLE* fragments for organ culture (Fig. 4A). On D1, PE-labeled ICLCs were observed around the Δ*FLE* fragments but were no longer visible by D7 (Fig. 4B). This disappearance was primarily attributable to photobleaching of the PE signal, although hCD271-positive ICLCs had migrated into the tissue, and some had differentiated into HSD3b-positive Leydig cells (fig. S14). To examine their fate, testicular tissues were collected on D35 and subjected to immunostaining. In Δ*FLE* + ICLC samples, hCD271 staining confirmed the presence of ICLCs that had localized within the interstitial region (Fig. 4C). In WT testes, HSD3b1-positive cells, corresponding to endogenous Leydig cells, were detected in the interstitium, whereas, as expected, Δ*FLE* samples lacked HSD3b1-positive cells. Notably, in Δ*FLE* + ICLC fragments, many hCD271-positive cells coexpressed HSD3b1, indicating that a substantial proportion of ICLCs had differentiated into Leydig cells (Fig. 4C). To monitor the progression of spermatogenesis, we performed immunostaining for synaptonemal complex protein 3 (SCP3), a marker of spermatocytes, and peanut agglutinin (PNA), a marker of spermatids (Fig. 4D). WT testicular fragments contained both SCP3- and PNA-positive cells in the seminiferous tubules. As expected, Δ*FLE* testicular fragments contained SCP3-positive cells but lacked PNA-positive cells, indicating spermatogenic arrest at the meiotic stage (*34*). Notably, supplementation with ICLCs induced the appearance of PNA-positive cells, demonstrating that spermatogenesis progressed beyond meiosis to the formation of elongating spermatids. Quantitative analysis revealed no significant differences in the proportion of seminiferous tubules containing SCP3-positive cells among the three groups (Fig. 4E). However, ~30% of seminiferous tubules in Δ*FLE* + ICLC testicular fragments contained PNA-positive cells, a proportion comparable to that in WT testicular fragments (Fig. 4F). These results indicate that ICLC supplementation promotes spermatogenesis beyond meiosis and supports the formation of spermatids. To further characterize the functional capacity of ICLCs within the testicular environment, we measured testosterone levels in culture medium collected during the fourth week of culture (Fig. 4G). While testosterone levels in Δ*FLE* + ICLC testicular fragments were lower than those in WT fragments, they were still measurable and tended to be higher than those in Δ*FLE* fragments, although this did not reach statistical significance. These findings demonstrate that mouse ESC-derived ICLCs can differentiate into Leydig cells, produce testosterone, and support spermatogenesis.

**Fig. 4.**
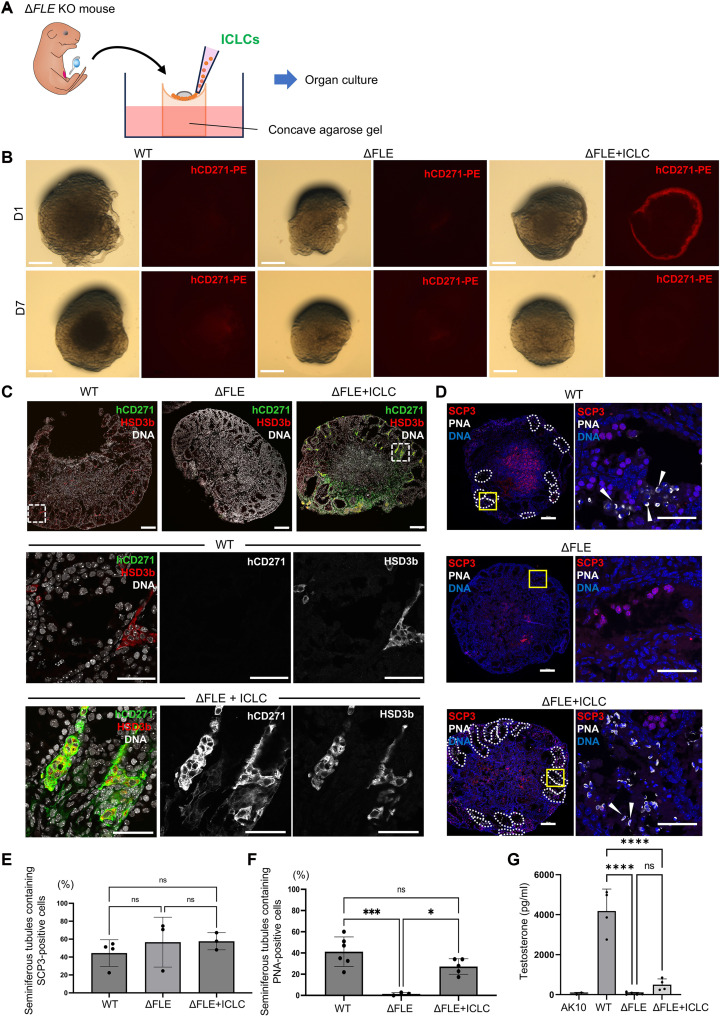
Functional characterization of ICLCs. (**A**) Schematic of the ICLC supplementation assay. (**B**) Representative images of cultured testis tissues from WT, Δ*FLE*, and Δ*FLE* mice supplemented with ICLCs (Δ*FLE* + ICLC). In the Δ*FLE* + ICLC group, ICLCs labeled with anti–hCD271-PE settled around the testis tissue within the concave agarose gel on D1. By D7, the accumulated ICLCs were no longer visible, suggesting their migration into the tissue along with photobleaching of PE. Scale bars, 500 μm. (**C**) Immunofluorescence images of testis tissue after 35 days of culture, stained with anti-hCD271, anti-HSD3b, and Hoechst. The boxed area in the WT panel (top row) is enlarged in the middle row, showing the merged image (left) and the individual channels for hCD271 and HSD3b (center and right). The boxed area in the Δ*FLE* + ICLC panel is enlarged in the bottom row in the same manner. Scale bars, 200 μm (top panels) and 50 μm (middle and bottom panels). (**D**) Immunofluorescence images of testis tissues (WT, Δ*FLE*, and Δ*FLE* + ICLC) after D35, stained with anti-SCP3, PNA, and Hoechst. Enlarged views of the yellow boxed areas in the left panels are shown on the right. Dotted lines mark seminiferous tubules containing PNA-positive cells. Scale bars, 200 μm (left panels) and 50 μm (right panels). (**E**) Bar graph showing the mean percentages (±SD) of seminiferous tubules containing SCP3-positive cells across the experimental groups. Statistical significance was assessed using Tukey’s test. ns, not significant. (**F**) Bar graph showing the mean percentages (±SD) of seminiferous tubules containing PNA-positive cells across the experimental groups. Statistical significance was assessed using Tukey’s test. *P < 0.05 and ***P < 0.001. (**G**) Testosterone concentrations measured in the culture medium during the D28-to-D35 period. AK10 indicates fresh (uncultured) medium. Tukey’s test was performed among all samples, excluding AK10. ****P < 0.0001.

To assess the fertility of the haploid cells, specifically round spermatids, we cultured Δ*FLE* + ICLC testicular fragments for 28 days and harvested round spermatids. Round spermatid injection (ROSI) was then performed, yielding 77 two-cell embryos. Notably, transfer of these embryos into six pseudopregnant females resulted in the birth of one healthy offspring (fig. S15 and table S1), providing clear evidence that ESC-derived ICLCs can ultimately support the generation of fertile gametes in vitro.

### SerLCs in fTeSLCs support spermatogenesis

To determine whether SerLCs found in fTeSLCs are functionally capable of supporting spermatogenesis, we used the in vitro Sertoli cell replacement method (*35*). This method involves transplanting donor Sertoli cells into the testes of *Amh*-diphtheria toxin receptor (*Amh*-DTR) Tg mice, which allow for selective elimination of endogenous Sertoli cells upon diphtheria toxin (DT) treatment.

As DT is highly potent, Sertoli cells in *Amh*-DTR mice are completely ablated within 4 to 7 days, leading to the subsequent death of germ cells because of the loss of their supportive niche. However, previous studies have shown that if the seminiferous epithelium is reconstituted with donor Sertoli cells, the remaining germ cells in the recipient can be maintained, allowing spermatogenesis to resume (*35*). For the present study, we performed a stepwise reevaluation of the DT concentration and confirmed that 5 ng/ml was sufficient to reliably ablate Sertoli cells (fig. S16, A to C).

The SerLCs were isolated using a two-gate cell sorting method: PDGFRα-negative and hCD271^high^/*Sox9*-CGFP^high^ fractions were collected as SerLCs (fig. S13). These cells were then injected into the seminiferous tubules of *Amh*-DTR Tg mouse testes, followed by in vitro culture of the testicular fragments in DT-containing medium (Fig. 5A). Consistent with our previous findings (*35*), DT treatment in negative control (NC) testicular fragments, where no SerLCs were injected, resulted in Sertoli cell ablation, complete loss of the seminiferous tubule structure, and germ cell depletion (Fig. 5B). Moreover, even after extended culture, no generation of seminiferous tubules was observed, as previously reported (*35*). In contrast, in testicular fragments where SerLCs were injected, the seminiferous epithelium structures were successfully reconstituted by the transplanted SerLCs, which expressed *Sox9*-CGFP (Fig. 5, B and C). In some tubules, CGFP-negative reticular regions were observed, suggesting the presence of germ cells (Fig. 5B). In contrast, NC tissues rapidly lost their tubular architecture and became unstructured aggregates (Fig. 5B). Cryosections of these tissues were subjected to immunostaining for GFP, hCD271, and Sox9 to confirm the integration and identity of transplanted SerLCs. The analysis revealed that the reconstructed seminiferous epithelium was composed of SerLCs coexpressing GFP and hCD271 (Fig. 5D). These cells also expressed endogenous Sox9 and exhibited morphological features typical of Sertoli cells, resembling those found in native seminiferous tubules (Fig. 5, D and E). Specifically, their cytoplasm extended toward the lumen of the tubules, and their nuclei were properly aligned near the basement membrane (Fig. 5, E and F) (*36*). In contrast, NC testicular fragments showed no seminiferous tubule structures, Sertoli cells, or evidence of spermatogenesis (Fig. 5D), consistent with previous reports (*35*).

**Fig. 5.**
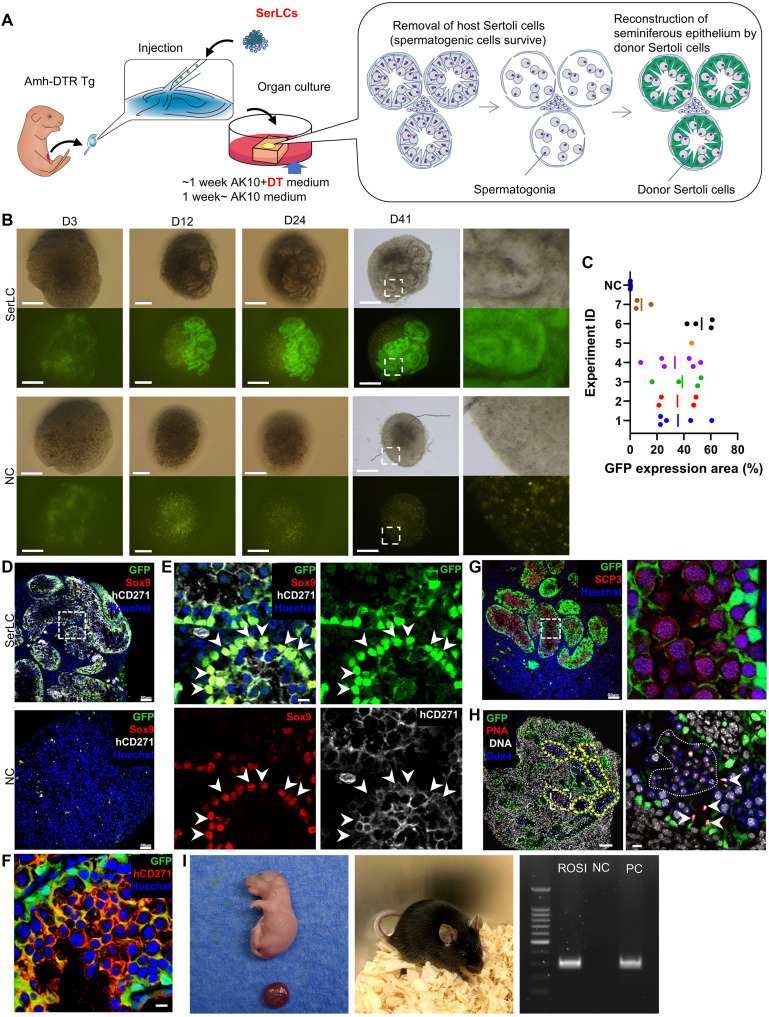
Functional characterization of SerLCs. (**A**) Schematic of the Sertoli cell replacement assay. (**B**) Time-lapse imaging of testes from DT-treated *Amh-*DTR mice injected with SerLC or noninjected NC tissues. Right panels show magnified views. Scale bars, 500 μm. (**C**) Quantification of CGFP-positive reconstructed seminiferous tubule area as a proportion of total tissue area after 3 to 5 weeks of culture. Data are from 31 testes across seven independent experiments. (**D**) Immunofluorescence image of reconstructed testes on D41 stained for GFP, Sox9, hCD271, and Hoechst. SerLC-injected tissues formed organized tubules, unlike NC tissues. Scale bars, 50 μm. (**E**) Higher magnification of the boxed region in (D). Sox9-positive SerLCs align along the basement membrane (arrowheads). Scale bars, 10 μm. (**F**) Morphology of SerLCs in D35 reconstructed tubules, stained for GFP, CD271, and Hoechst. Scale bar, 10 μm. (**G**) Immunofluorescence image on D35 showing SCP3-positive spermatocytes within GFP-positive tubules. Right: Magnified view of the boxed area. Scale bar, 50 μm. (**H**) Immunofluorescence image on D40 showing spermatids (PNA) and germ cells (Ddx4). Tubules containing spermatids are marked (yellow dotted lines). The magnified view shows round spermatids (dotted circle) and elongating spermatids (arrowheads). Scale bars, 100 μm (left) and 10 μm (right). (**I**) Offspring produced via ROSI with round spermatids from D48 reconstituted tubules. Left: Newborn pup. Center: Same mouse at a later stage. Right: Genotyping PCR for the *Amh-*DTR transgene confirms the offspring’s origin. Lanes: 100-bp ladder, NC, and PC (*Amh-*DTR gDNA).

To assess whether the reconstructed seminiferous epithelium could support spermatogenesis, we performed immunostaining for SCP3 and PNA (Fig. 5, G and H). Notably, a large number of spermatocytes with SCP3-positive chromosomal configurations were observed exclusively in the reconstructed, GFP-expressing tubules and were absent in the unreconstructed regions (Fig. 5G).

In addition, round and elongating spermatids positive for PNA (Fig. 5H and fig. S17, A and B) and for the elongating spermatid marker Tnp1 (transition protein 1; fig. S17C) (*37*) were detected, indicating successful progression through meiosis and spermatid differentiation. In these cultures, Prm1 (protamine 1) expression was not evident in spermatids, which aligns with their identification as elongating spermatids.

Immunostaining of cryosections from SerLC-engrafted testicular tissues (defined as ≥40% area occupied by SerLCs) further confirmed the presence of haploid cells in 12 of 14 analyzed samples (from seven independent experiments) (table S2). These results indicate that SerLCs effectively repopulated the seminiferous epithelium and functionally supported host spermatogenesis.

Last, to assess whether the generated haploid cells were functionally competent, we performed ROSI. This procedure resulted in the birth of one female offspring (Fig. 5I and table S3). The offspring developed normally and, upon mating with a WT male, produced healthy progeny of its own, thereby demonstrating full reproductive competence (fig. S18 and table S4). These findings confirm that SerLCs derived from fTeSLCs can replace endogenous Sertoli cells, support spermatogenesis, and generate haploid cells capable of transmitting fertility to the next generation.

## DISCUSSION

In the present study, we developed a culture system that directs XY ESCs toward differentiation into fTeSLCs. While recent studies have focused on deriving testicular somatic cells, particularly Sertoli cells, from pluripotent stem cells, generating fully functional cells capable of supporting spermatogenesis has remained a challenge. In our research, we successfully isolated ICLCs and SerLCs from fTeSLCs and evaluated their functional roles using interstitial supplementation and Sertoli cell replacement methods. ICLCs, when supplemented into the testicular interstitium of Δ*FLE* mice, differentiated into Leydig cells, produced testosterone, and ultimately rescued spermatogenic failure. These findings demonstrate that ICLCs can support spermatogenesis and further suggest their potential for treating infertility associated with Leydig cell dysfunction in the future. An important unresolved question, however, is the process by which Leydig cells differentiate from ICLCs. During in vivo development, it has been reported that fetal Leydig cells dedifferentiate and subsequently redifferentiate into adult Leydig cells (*34*). Therefore, further detailed studies are required to clarify whether a similar phenomenon occurs in our system.

Meanwhile, both the ICLC supplementation and SerLC-mediated seminiferous epithelium reconstruction experiments supported the progression of spermatogenesis to the haploid stage. Notably, one offspring was obtained from each of these experiments via ROSI using spermatids produced in the cultured testicular tissues. While these results demonstrate the ability of both ICLCs and SerLCs to support spermatogenesis, the very limited offspring yield indicates that further optimization of the organ culture system is required to improve efficiency. In the ICLC supplementation experiment, testosterone levels in the ICLC-supplemented group were lower than those in WT testes, which may have contributed to the reduced efficiency of spermatogenesis. This could be related to both the number of supplemented ICLCs and number and maturity of the Leydig cells differentiated from them. Therefore, optimization of these culture conditions will be necessary. Previous studies have similarly reported low offspring yields in complex approaches combining organ culture and transplantation (*38*, *39*), most likely due to both the inherently low efficiency of spermatogenesis in organ culture and limited engraftment of transplanted cells. In conventional organ culture, which more efficiently induces spermatogenesis, the live birth rate after ROSI was 43.8% (*40*). In contrast, when an additional transplantation step was included, the reported rates dropped to 12.5% (*39*) and 5% (*38*). Furthermore, as in those studies, intracytoplasmic sperm injection could not be performed in the present study, because mature spermatozoa were not found in the cultured tissues. Even though a few elongating spermatids were observed, they remained tightly associated with Sertoli cells, preventing their isolation for use in microinsemination. Thus, future improvements in both transplantation efficiency and spermatogenesis induction will be necessary to enhance the robustness of this system.

Using the same method previously established for inducing FOSCL from XX ESCs (*13*), we initially expected that applying it to XY ESCs would yield the male counterpart. It was therefore unexpected to observe that the cells induced from XY ESC cells were female in character, as evidenced by their high expression of *Foxl2*. This suggests that *Sry* expression may have been insufficient during the ESC cultivation and was therefore unable to drive male gonadal differentiation. On the other hand, given that the Wnt pathway is known to promote feminization, we considered that addition of CHIR, a Wnt pathway activator, to the D0 and D1 media may have had a strong and prolonged effect, persistent beyond the intended period despite two complete medium changes at D2 and D4. To mitigate this potential issue, we introduced IWR1, a Wnt inhibitor, into the D4 medium, which effectively suppressed feminization and redirected the cells toward masculinization, resulting in the generation of functional SerLCs. Further optimization of the masculinization protocol will be necessary to enhance the efficiency of fTeSLC generation from XY ESCs.

scRNA-seq analysis revealed that fTeSLCs contained most cell types that constitute the fetal testis, including Sertoli cells and stromal/interstitial cells. Notably, fTeSLCs also included supporting-like lineage cells, which originate from progenitor cells at an earlier stage than Sertoli cells and eventually contribute to the formation of the rete testis (*33*). This suggests that our differentiation protocol successfully recapitulates key aspects of in vivo gonadogenesis. Given these findings, our differentiation induction method could serve as a valuable tool for studying gonadal sex differentiation and testicular formation during embryonic development.

Another challenge remains: We have yet to successfully reconstruct testicular organoids from fTeSLCs, in contrast to the in vitro reconstruction of ovarian tissue from FOSLCs alone, which successfully induced oogenesis. In a previous study, we demonstrated testicular tissue reconstruction by culturing aggregates of isolated neonatal testicular cells at the gas-liquid interface (*41*). However, this method was incomplete, as spermatogenesis was inconsistent and largely stalled at the meiotic phase.

In the present study, we focused specifically on interstitial cells and Sertoli cells in fTeSLCs, which play a crucial role in supporting spermatogenesis, and successfully validated their functional competency of each cell type individually. Moving forward, improving testicular tissue reconstruction techniques using fTeSLCs to generate fully reconstituted testicular tissue will not only further elucidate their functional properties but also open new avenues for therapeutic applications and reproductive research.

## MATERIALS AND METHODS

### Animals

*Amh*-DTR Tg (strain: ICR, C57BL/6, and their mixture) (*42*), ICR (CLEA Japan), and Δ*FLE* (*34*) mice were used. Animals were fed ad libitum with MF hard pellets (Oriental Yeast Co., Tokyo). Drinking water was acidified to pH 2.8 to 3.0 by HCl. All animal experiments were performed in accordance with the Guidelines for Proper Conduct of Animal Experiments (Science Council of Japan) and were approved by the Institutional Committee of Laboratory Animal Experimentation (Animal Research Center of Yokohama City University; protocol no. F-A-23-025).

### Construction of the targeting vector and guide RNA

For construction of the targeting vector for *Sox9-2A-CGFP*, the 869– and 807–bp (base pair) genomic fragments of the Sox9 gene were amplified from genomic DNA of a C57Bl/6J mouse by PCR and used for the left and right arms, respectively. CGFP was cloned from *pcDNA3-Clover* (Addgene; no. 40259) by PCR using primers with a P2A peptide sequence added to the 5′ terminus of the CGFP gene. After cleavage at Kpn I and Sac I sites to replace the Rosa homology arm of the *pDonor-Rosa26* plasmid (Addgene; no. 37200) and *Sox9-2A-CGFP*, each cloned DNA fragment was joined together using an In-Fusion HD cloning kit (Takara Bio, Shiga, Japan) to generate the *Sox9-CGFP* targeting vector.

A Cas9 and chimeric guide RNA expression plasmid, *pX458* (*pSpCas9-2A-GFP*) (Addgene; no. 48138), which expresses Cas9 nuclease, single guide RNA, and GFP, was obtained from Addgene (no. 42335). The guide RNAs targeting Sox9 genes (CCCTGAGAAGAGAAAAGCTA) were ligated into Bbs I sites in the plasmid.

*Nr5a1-*hCD271 ESCs [embryos obtained from crosses between 129X1/SvJ females and *Nr5a1*-hCD271 (C57BL/6J) males] were harvested using TrypLE Express (no. 12604021, Thermo Fisher Scientific, Waltham, MA) and resuspended in a Mouse ES Cell Nucleofector solution (no. VPH-1001, Lonza, Basel, Switzerland) for electroporation with 8 μg of targeting vector plasmids and 4 μg of CRISPR-Cas9–expressing plasmid using a Nucleofector 2b electroporation system with program A-030. After electroporation, ESCs were cultured on mouse embryonic fibroblast (MEF) feeders in N2B27 medium for 1 day, and then cells transiently expressing GFP of the *pX458* vector were sorted by FACS, followed by culturing on a MEF feeder. After about a week, the emerged colonies were picked up with a P200 pipette; half the colonies were cryopreserved using a STEM-CELLBANKER freezing solution (no. CB047, Takara Bio), and the remaining half were genotyped by PCR. The clones having a knockin of CGFP were thawed and propagated for the induction experiment. They were designated N271S9C ESCs.

### Production of the chimeric mouse

Fertilized eggs were harvested from superovulated ICR mice, and five to eight ESCs were carefully injected into eight-cell stage embryos using micromanipulators. After injection, embryos were cultured in KSOM medium until the blastocyst stage and then transferred into the uteri of pseudopregnant ICR foster mothers.

### fTeSLC induction from ESCs

The ESCs used in the fTeSLC induction experiments were N271S9C ESCs, as explained above. They were maintained on MEF feeders for regular proliferation and passage but were cultured in a laminin-coated plate without feeder cells for two passages before use in for induction experiments. The derivation of fTeSLCs from ESCs was performed in the manner previously reported for the induction of FOSLCs, with some modifications (*13*). Induction of EpiLCs from ESCs followed a previous paper (*43*). Briefly, ESCs were cultured with N2B27 medium containing 1% KSR (no. 10828028, Gibco), FGF2 (12 ng/ml; no. 13256-029, Gibco), and activin A (20 ng/ml; no. 18585-94, Nacalai Tesque) for 42 hours. Then, 3 × 10^6^ EpiLCs dissociated with TrypLE were seeded in a 35-mm dish named EZSPHERE SP (type 904; AGC Techno Glass, Shizuoka, Japan) and cultured in GK15 medium [Glasgow’s minimum essential medium supplemented with 15% KSR, 0.1 mM nonessential amino acids, 1 mM sodium pyruvate, 0.1 mM 2-mercaptoethanol, 1× antibiotic-antibiotic, and 2 mM l-glutamine (all Thermo Fisher Scientific)] containing 14 μM CHIR (no. 038-23101, FUJIFILM Wako Pure Chemical, Japan), BMP4 (1 ng/ml; no. 314-BP-010, R&D Systems, Minneapolis, MN), and epidermal growth factor (50 ng/ml; no. 2028-EG-200, R&D Systems) to form cell aggregations. The next day (D1), the cell aggregates were collected and suspended in medium containing 2% FCeM, a cell suspension polymer solution (Nissan Chemical, Tokyo), and transferred to a low-cell-binding culture dish (no. 628979, Greiner Bio-one, Frickenhausen, Germany) for further cultivation. On D2, the culture medium was changed to GK15 + 2% FCeM containing 3 μM retinoic acid (no. R2625, Sigma-Aldrich, St. Louis, MO), Sonic hedgehog (30 ng/ml; no. 461-SH, R&D Systems), 1 μM PD (no. 162-25291, FUJIFILM Wako Pure Chemical), epidermal growth factor (50 ng/ml), and BMP4 medium (1 ng/ml). After 49 hours of culture, on D4, the medium was replaced with GK15 + 2% FCeM containing BMP4 (20 ng/ml), FGF9 (2 ng/ml; no. 100-23, PeproTech, NJ, US), and 20 μM IWR1 (no. 037-25131, FUJIFILM Wako Pure Chemical) medium. Some experiments were performed using GK10 medium with a 10% concentration of KSR and conventional aggregation culture method (*13*) using low-cell-binding culture 96-well plates (no. 650979, Greiner Bio-one) without FCeM. The culture incubator was supplied with 5% carbon dioxide in air and maintained at 37°C.

### Establishment of an *Amh*-DTR ESC line

To establish the ESC line, blastocysts were derived from *Amh*-DTR intercrosses and cultured following a previously published protocol (*44*). The cells were maintained in a medium composed of Dulbecco’s modified Eagle’s medium with the following supplements: 15% KSR, leukemia inhibitory factor (1000 IU/ml; no. ESG1107, ESGRO), 1 μM PD, 3 μM CHIR, 1 mM sodium pyruvate, 1× GlutaMAX, 1× minimum essential medium nonessential amino acids, and 110 μM 2-mercaptoethanol.

### Flow cytometric analysis and cell sorting

Collected cell aggregations were digested in a 0.05% trypsin-EDTA solution (Thermo Fisher Scientific) at 37°C for 8 min with shaking. After passing through a cell strainer with a 40-μm pore size (Becton Dickinson, Franklin Lakes, NJ), the isolated cells were suspended in FACS buffer (0.5% bovine serum albumin in phosphate-buffered saline). Anti–CD140a (PDGFRα)-APC (allophecocyanin) (1:250; no. 135905, BioLegend, CA, US) and anti-human CD271-PE (1:50; no. 557196, Becton Dickinson) were added to the cell suspension and incubated for 15 min on ice. After washing once in the FACS buffer, the cells were resuspended in the FACS buffer. For flow cytometric analysis and cell sorting, Guava EasyCyte (Merck Millipore, Burlington, MA) and Sony MA900 (Sony, Tokyo) were used, respectively. The sorting was performed in “Yield mode” to prioritize cell recovery, and when these samples were reanalyzed by FCM, the purity ranged from 91 to 97%.

### Magnetic-activated cell sorting

To isolate cells, cell aggregates cultured until D6 were dissociated into a single-cell suspension using a method similar to that for FCM sample preparation. For purification of Nr5a1-hCD271–positive cells, the dissociated cells were labeled with hCD271 Microbeads for 15 min and passed through an LS column according to the MACSelect LNGFR MicroBeads (Miltenyi Biotec, no. 130-091-330) protocol.

### qPCR analysis

Cells were lysed with a SuperPrep II Cell Lysis & RT Kit (Toyobo, Osaka, Japan, no. SCQ-401), and cDNA synthesis was performed from the lysate. qPCR analysis was performed with Power SYBR Green Master Mix (Applied Biosystems, Foster City, CA, no. A66732) on a StepOnePlus real-time qPCR system (Applied Biosystems). Gene expression levels were calculated as ΔCt normalized by the mean Ct (cycle threshold) value of β-actin. The primers used in this study are shown in table S5.

### Observations and immunohistochemistry

The cultured tissues were observed under a stereomicroscope equipped with an excitation light for GFP (M205 FA; Leica, Wetzlar, Germany). Fluorescence histochemical staining on testis cryosections (7 μm thick) was performed as previously described (*45*). For immunocytochemistry, harvested cells were suspended in phosphate-buffered saline, applied to adhesive-coated glass slides (Matsunami Glass Ind., Ltd., no. CRE-03), and incubated for 20 min to allow for cell attachment. Subsequently, the cells were fixed with 4% paraformaldehyde for 20 min. Staining was then performed using the same protocol as for the fluorescence histochemical staining. The following antibodies were used as the primary antibody: mouse anti-hCD271 antibody (1:1000; no. 557194, BD), mouse anti–hCD271-Alexa 647 antibody (1:50; no. 345113, BioLegend), mouse anti-Nr2f2 antibody (1:100; no. PP-H7147-00, R&D), rabbit anti-Gata4 antibody (1:50; no. sc-9053, Santa Cruz), rabbit anti-Pax8 (1:1000; no. 10336-1-AP, Proteintech), mouse anti-SCP3 antibody (1:100; no. ab97672, Abcam), rabbit anti-Ddx4 antibody (1:400; no. ab13840, Abcam), rabbit anti-Sox9 antibody (1:200; no. KO608, TransGenic), rat anti-Nr5a1 antibody (1:100; no. KO610, TransGenic), goat anti-Amh antibody (1:200; no. sc-6886, Santa Cruz), chicken anti-GFP antibody (1:1000; no. ab13970, Abcam), rat anti-Tra98 antibody (1:1000; Bioacademia), rabbit anti-HSD3b antibody (1:200; no. KO607, TransGenic), rabbit anti-Tnp1 antibody (1:200; no. 17178-1-AP, Proteintech), and mouse anti-Prm1 antibody (1:200; no. MAb-Hup1N-150, Briar Patch Bioscience). The secondary antibodies used were goat anti-mouse immunoglobulin G (IgG), goat anti-chicken IgG, goat anti-rabbit IgG, and goat anti-rat IgG, conjugated to Alexa 488, Alexa 555, or Alexa 647 (1:200; Invitrogen). Alexa 568– or Alexa 647–conjugated PNA was used to detect acrosomes (1:400; nos. L32458 and L32460, Invitrogen). Nuclei were counterstained with Hoechst 33342 dye (no. 346-07951, Dojindo, Kumamoto, Japan). Specimens were observed with a confocal laser microscope (FV-1000D from Olympus, Tokyo, or AX from Nikon, Tokyo).

### scRNA-seq library construction and sequencing

For scRNA-seq, Nr5a1-positive cells enriched via MACS were used as the ESC-derived cell sample. The E10.5 samples included dorsal mesenchymal tissue surrounding the gonads. For the E11.5 and E12.5 samples, the gonads were collected after the removal of the mesonephric tissue. Library construction was performed on ESC-derived cells and embryonic gonadal cells using Chromium Single Cell 3′ version 3 and version 2 Reagent Kits (10x Genomics), respectively, as previously reported (*13*). Briefly, the dissociated cells were mixed with Single Cell Master Mix to generate gel-based emulsions. RNA from each gel-based emulsion was reverse transcribed, and the resulting cDNA was amplified by PCR with the primers in the kit. Sequencing libraries suitable for Illumina sequencer were prepared from the amplified cDNA. The scRNA-seq libraries were sequenced with paired-end reads on the Illumina HiSeq X Ten platform.

### Preprocessing of scRNA-seq data

The raw paired-end sequence data were converted to FASTQ format files and mapped to the mouse mm10 genome using Cell Ranger software version 3.0.2 (10x Genomics). The output from Cell Ranger was processed using the Seurat R package (*46*). The data were loaded, and a unique molecular identifier count matrix was generated using the Read10X function. Low-quality cells and data from duplicates were filtered out by the subset function with the following parameters, which were empirically decided on the basis of the distribution of each parameter in a sample: XX_E10.5: nFeature_RNA > 1000 & nFeature_RNA < 4000 & percent.mt < 12; XX_E11.5: nFeature_RNA > 2000 & nFeature_RNA < 6000 & percent.mt < 10; XX_E12.5: nFeature_RNA > 2000 & nFeature_RNA < 5000 & percent.mt < 10; XX_FOSLCs: nFeature_RNA > 1500 & nFeature_RNA < 4000 & percent.mt < 12; XY_E10.5: nFeature_RNA > 1000 & nFeature_RNA < 4000 & percent.mt < 10; XY_E11.5: nFeature_RNA > 500 & nFeature_RNA < 5000 & percent.mt < 20; XY_E12.5: nFeature_RNA > 2000 & nFeature_RNA < 5000 & percent.mt < 8; XY_fTeSLCs: nFeature_RNA > 1000 & nFeature_RNA < 4000 & percent.mt < 12. For the retained cells, the molecular counts of a gene in a cell were divided by the total molecular counts for that cell, multiplied by 10,000 for normalization, and transformed into the natural logarithm using the log1p function with the NormalizeData function. All data were then integrated using the precalculated anchor sets calculated using the FindIntegrationAnchors function. To alleviate the impact of cell cycle heterogeneity, cell cycle phase scores were calculated using the CellCycleScoring function with normal cell cycle markers (*47*), and the cell cycle phase differences were regressed out using the ScaleData function.

### Clustering and dimension reduction

The integrated data of all samples were scaled (mean expression: 0; variance: 1), and then Seurat package’s RunPCA function was used to perform principal components analysis (PCA) followed by graph-based clustering using the FindNeighbors and FindClusters functions in the space of PC1 to PC10 of PCA with a resolution of 0.2 or in the space of PC1 to PC10 of PCA with a resolution of 0.3 for the whole-cell population or GSC population analyses, respectively. Dimensional reduction was performed using UMAP with the RunUMAP function.

### Identification of cluster-specific genes

Each cluster-specific gene was identified using the FindAllMarkers function with the parameters min.pct = 0.25 and logfc.threshold = 0.25, and the MAST algorithm implemented in the Seurat package (*48*) was used to identify the clusters. The top five cluster-specific genes were visualized as a heatmap using the DoHeatmap function.

### Correlation matrix

Male GSC clusters of E12.5 and fTeSLCs were assigned to Sertoli cells (clusters 1 and 6), progenitor cells (clusters 0, 2, and 3), and interstitial cells (clusters 4 and 5), resulting in six categories (XY_E12.5-Sertoli, XY_E12.5-Progenitor, XY_E12.5-Interstitial, XY_fTeSLCs-Sertoli, XY_E12.5-fTeSLCs, and XY_E12.5-fTeSLCs). Correlation coefficients for all combinations of the two categories were calculated using the average expression levels of each gene in all cells in the category. Hierarchical clustering was performed using the hclust and dist functions with the default settings, implemented in the stats R package. The correlation matrix and hierarchical clustering were visualized as a heatmap.

### ICLC supplementation experiment in Δ*FLE* mouse testes

ICLCs were isolated by FACS as the hCD271^low^/PDGFRα^+^ population and suspended in α-minimum essential medium (Thermo Fisher Scientific) supplemented with 10% KSR (AK10 medium). Testes were harvested from 6.5-day-old WT and Δ*FLE* mice, then decapsulated, bisected, and placed on agarose gel partially immersed in AK10 medium. To each Δ*FLE* testis, ~50 × 10^4^ ICLCs suspended in 10 μl of AK10 were added using a micropipette. Concave agarose gel was used to prevent cell loss resulting from runoff. The concave agarose gel was prepared by dissolving 1.5% (w/v) agarose in Milli-Q water, sterilizing by autoclaving, and dispensing 0.5 ml into each well of a 24-well plate. The concave shape formed naturally because of the meniscus during gel solidification. Testicular organ culture was performed as we previously described at 34°C in a 5% CO_2_ incubator (*40*). For the quantification of testosterone, culture medium was collected after 7 days of culture and stored at −80°C until use. The measurements were performed at ASKA Pharma Medical Co., Ltd. (Fujisawa, Japan), using liquid chromatography–tandem mass spectrometry.

### In vitro Sertoli cell replacement method

SerLCs were sorted by FACS and resuspended in AK10 medium at concentrations of 5 × 10^4^ to 15 × 10^4^ cells/μl. These single-cell suspensions were injected into the seminiferous tubules through the rete testis of *Amh*-DTR Tg mice at 3.5 to 10.5 days postpartum (dpp) as described previously (*39*, *49*). After injection, the testes were cut into pieces and cultured in AK10 medium containing DT (5 ng/ml) as previously described (*35*). One week later, the medium was changed to regular AK10 without DT. After 35 to 50 days, the tissues were fixed, and frozen sections were prepared. Medium change was performed once a week. The culture incubator was supplied with 5% CO_2_ in air and maintained at 34°C. The cultured tissues were observed or photographed weekly using a fluorescence stereomicroscope. After 5 to 7 weeks, the tissues were fixed, and cryosections were prepared.

### Measurement of transplanted SerLC colony formation area

Bright-field and GFP fluorescence images of cultured testicular tissues were captured using a fluorescence stereomicroscope (Leica, Wetzlar, Germany), and the colonization area was calculated as previously described (*35*). The images used for quantification were taken 3 to 5 weeks after transplantation when the engraftment of transplanted cells was complete. The total area of testicular tissue was measured by tracing the outline of the tissue using the freehand selection tool in National Institutes of Health ImageJ (version 1.54). The GFP-expressing area was measured by automatically selecting the green color of GFP using the Color Threshold function of ImageJ on fluorescence photographs.

### Round spermatid injection

Round spermatid injection was performed as previously described (*50*, *51*). The cultured testicular tissues were dissected under a stereomicroscope. Mature MII oocytes were collected from superovulated B6D2 females and were freed from cumulus cells by 0.5% bovine testicular hyaluronidase treatment. The oocytes were preactivated by Ca^2+^-free CZB medium containing 2.5 mM SrCl_2_. Round spermatids were identified by their round nucleus and high cytoplasm/nucleus ratio (*52*). These cells were collected and injected into the preactivated oocytes at telophase II (40 to 50 min after activation) using a piezo-driven micromanipulator. Fertilized oocytes were cultured for 24 hours, and two-cell embryos were transferred into the oviducts of pseudopregnant ICR females. A live fetus recovered on D19.5 was reared by a nursing ICR-foster mother.

### Genotyping

To extract genomic DNA, mouse ear pieces or ESCs were incubated in 50 mM NaOH at 96°C for 10 min and then neutralized with tris-HCl (pH 8.0). PCR was performed with a KOD-ONE kit (Toyobo) using this genomic DNA lysate as a template. The primers used in this study are shown in table S5.

# Supplementary material for: Generation of functionally competent testicular somatic cells from pluripotent stem cells
**Source:** Sci Adv. 2026 Feb 26;12(9):eadz0269. doi: 10.1126/sciadv.adz0269
**Supplement:** Supplementary file 1 — Figs. S1 to S18 Tables S1 to S5

Supplementary Materials for  
**Generation of functionally competent testicular somatic cells from  
pluripotent stem cells**

Takuya Sato *et al.*

Takehiko Ogawa, ; Takuya Sato, 

*Sci. Adv.* **12**, eadz0269 (2026)  
DOI: 10.1126/sciadv.adz0269

**This PDF file includes:**

Figs. S1 to S18  
Tables S1 to S5

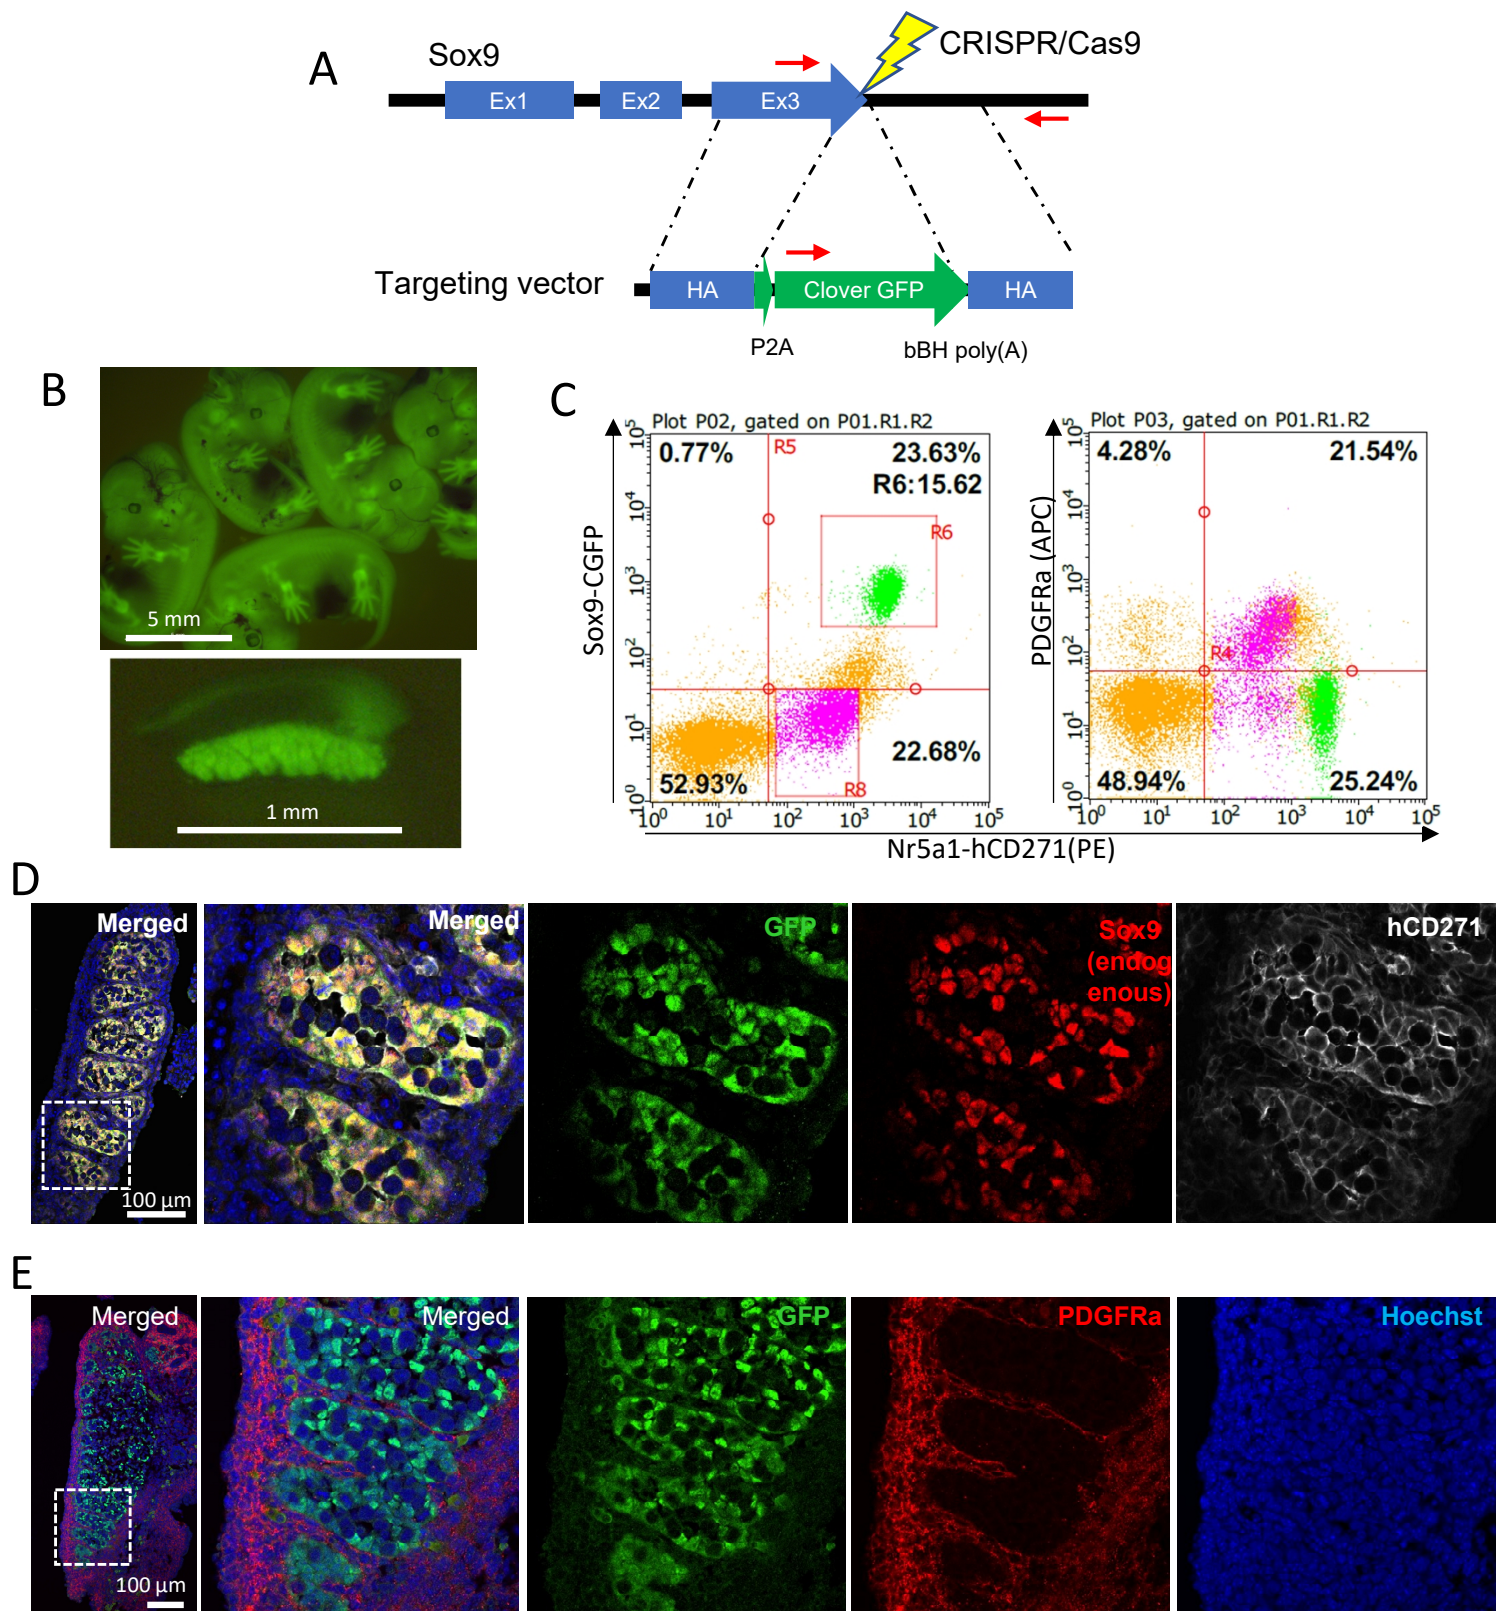

**Figure S1. Generation of reporter ESCs and analysis of chimeric mice.**

(A) Schematic representation of CGFP knock-in strategy at the *Sox9* locus in *Nr5a1-hCD271* ESCs. (B) Chimeric embryo generated with *Nr5a1-hCD271/Sox9-CGFP* ESCs. CGFP expression is observed in the whole body (upper) and testis (lower) of E12.5 chimeric embryo. (C) Flow cytometric analysis of testicular cells from E12 chimeric mice using anti-hCD271-PE and anti-PDGFRα-APC antibodies. Two distinct populations were identified: *Nr5a1-hCD271*<sup>high</sup>/*Sox9-CGFP*<sup>high</sup> cells (R6, light green), which were PDGFRα-negative and considered Sertoli cells; and *Nr5a1-hCD271*<sup>low</sup>/*Sox9-CGFP*<sup>-</sup> cells (R8, purple), which were PDGFRα-positive and classified as interstitial cells. (D) Immunostaining of cryosections from the testis of an E12.5 *Nr5a1-hCD271/Sox9-CGFP* embryo, an offspring of the chimera shown in (B), with antibodies against hCD271 (white), GFP (green) and Sox9 (red), counterstained with Hoechst (blue). Magnified views of the areas outlined by dotted lines are shown on the right. (E) Immunostaining of cryosections of E12.5 testis of *Nr5a1-hCD271/Sox9-CGFP* embryo with antibodies against GFP (green) and PDGFRα (red), counterstained with Hoechst (blue). Merged images are shown with their corresponding separate channels and magnified views of the areas outlined by dotted lines are presented on the right.

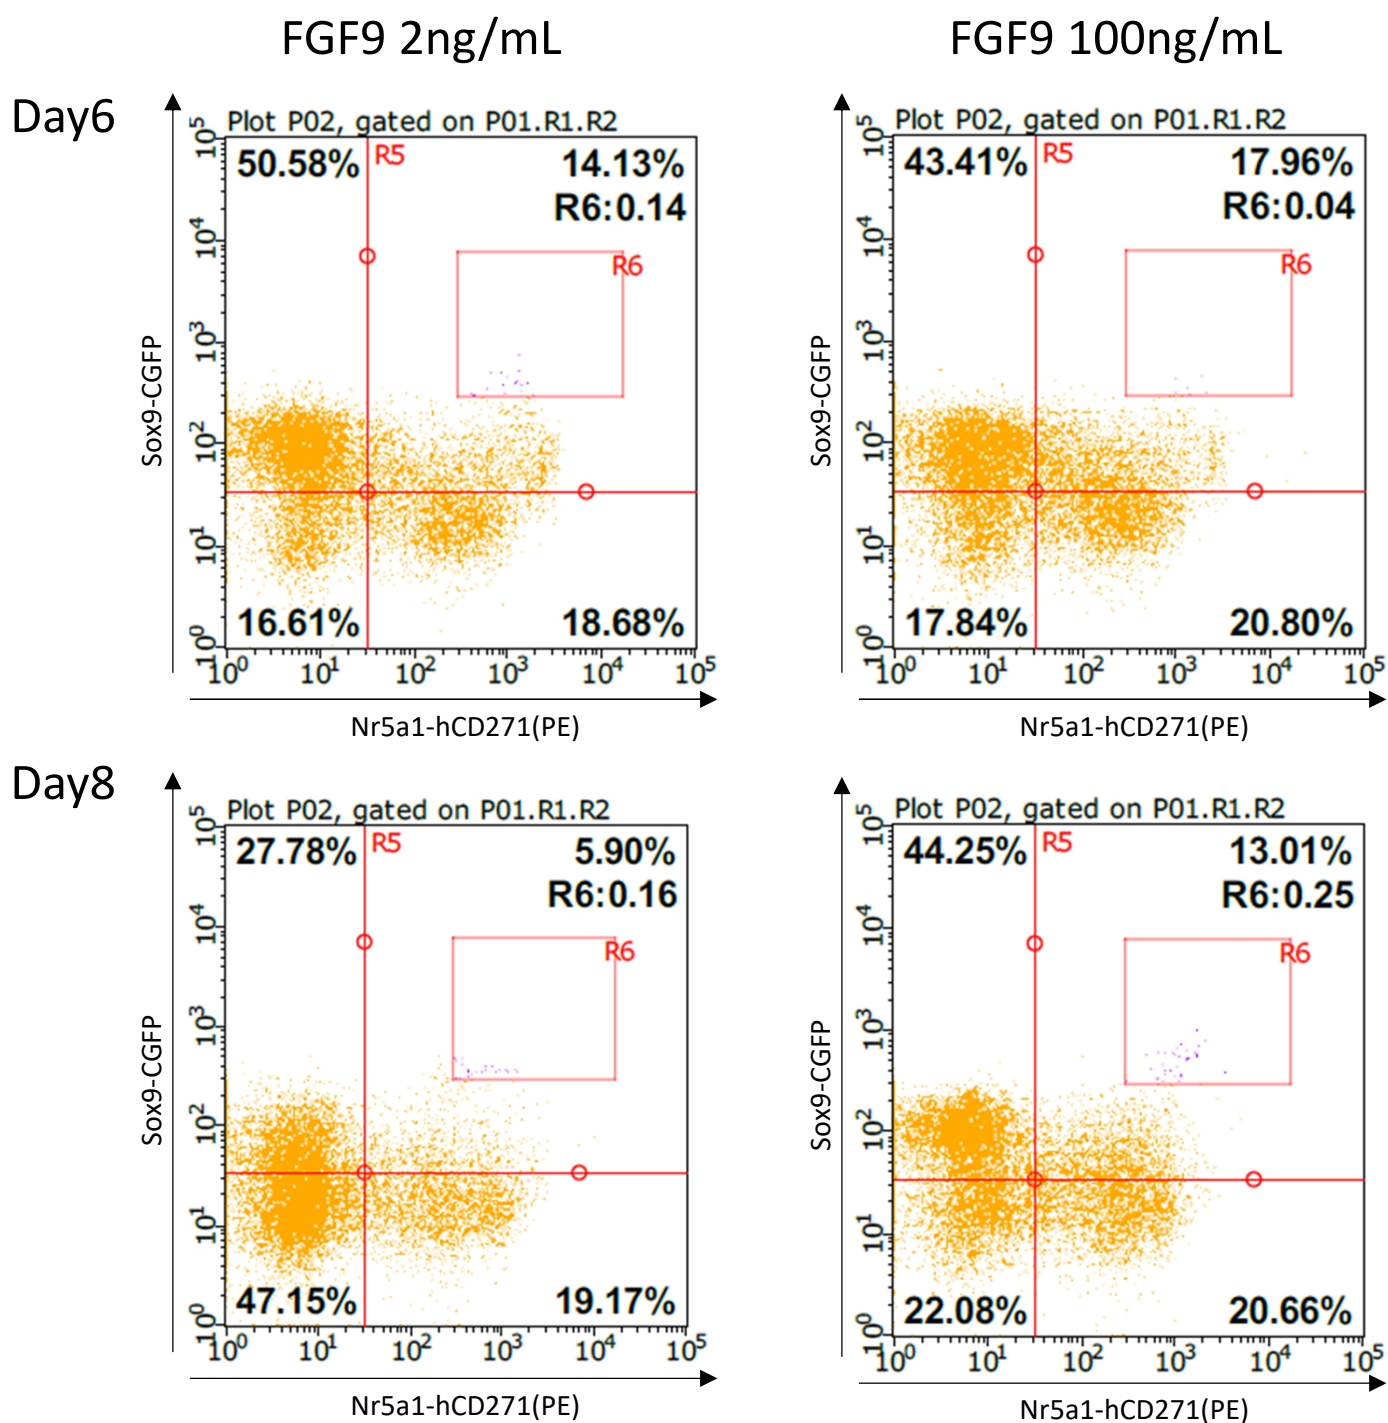

**Figure S2. Increasing FGF9 concentration does not enhance Sertoli cell induction**  
Increasing FGF9 concentration from original 2 ng/mL to 100 ng/mL in the D4 medium had no significant effect on the induction of Nr5a1<sup>high</sup>/hCD271<sup>high</sup>/Sox9-CGFP<sup>high</sup> cells, i.e., Sertoli cells, on either day 6 or day 8.

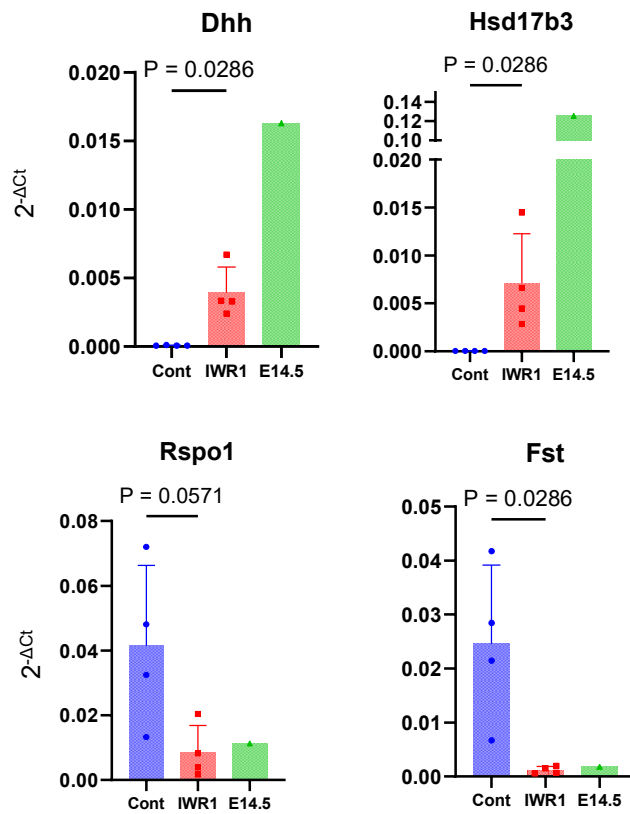

**Figure S3. Expression of gonadal somatic cell marker genes and immunostaining analysis of induced Nr5a1-hCD271<sup>+</sup> cells**

RT-qPCR analysis of Nr5a1-hCD271<sup>+</sup> cells sorted from cultures on D8. Expression levels of Dhh, Hsd17b3, Fst, and Rso1 were quantified. Relative expression is measured as 2<sup>-ΔCt</sup> values, normalized against β-actin. Data represent the mean ± SD of four independent experiments, and significance was determined using the Mann-Whitney test.

A

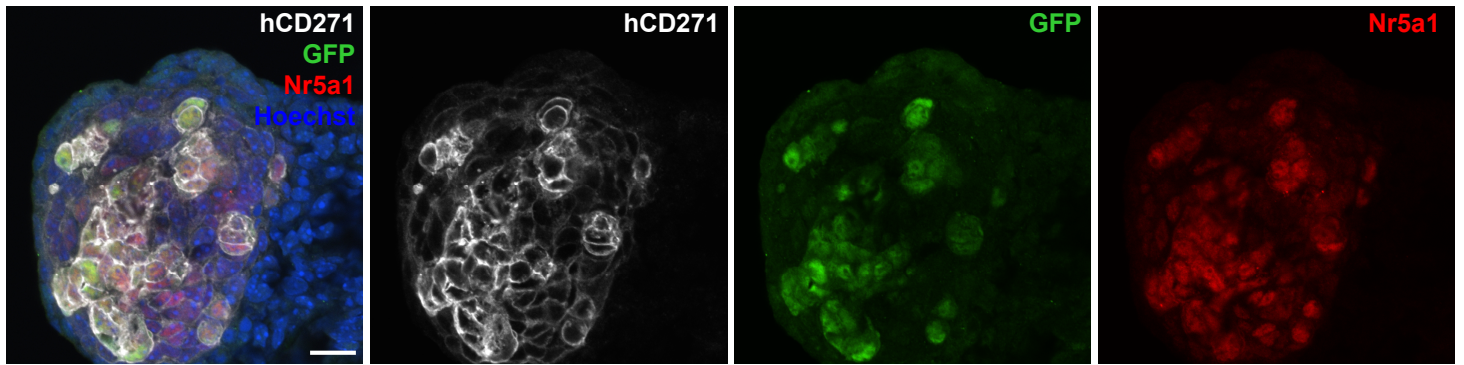

B

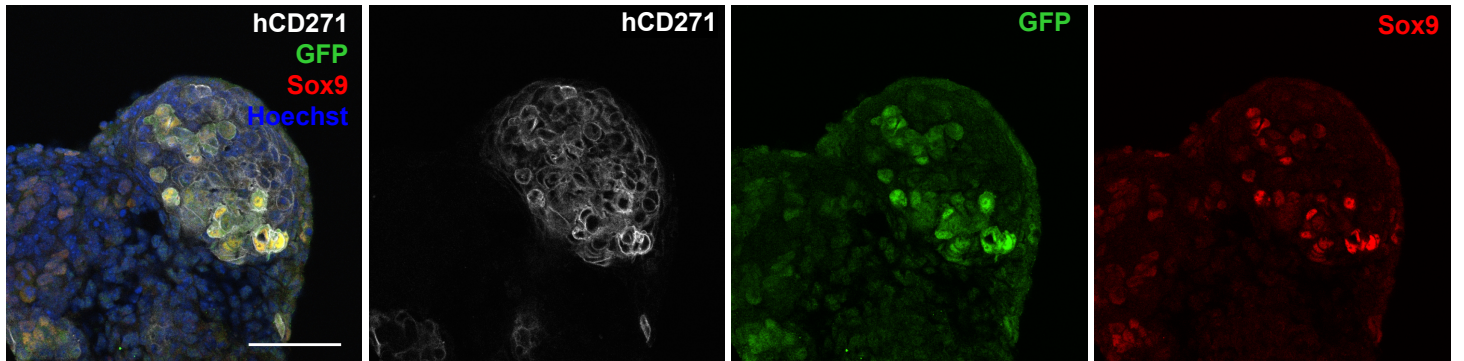

C

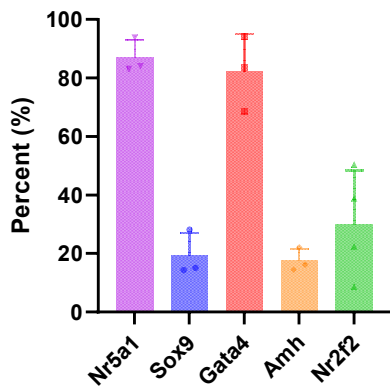

**Fig. S4. Expression of marker genes in cell aggregates.**

(A-B) Immunohistochemical staining of cryosections of D8 cell aggregates. Cryosections were labeled with anti-hCD271 antibody (white) and anti-GFP antibody (green), along with either anti-Nr5a1 antibody (red) (A) or Sox9 antibody (red) (B), and counterstained with Hoechst (blue). Scale bars = 50  $\mu$ m. (C) The proportion of Nr5a1, Sox9, Gata4, Amh and Nr2f2-expressing cells among hCD271-positive cells was examined in cryosections.

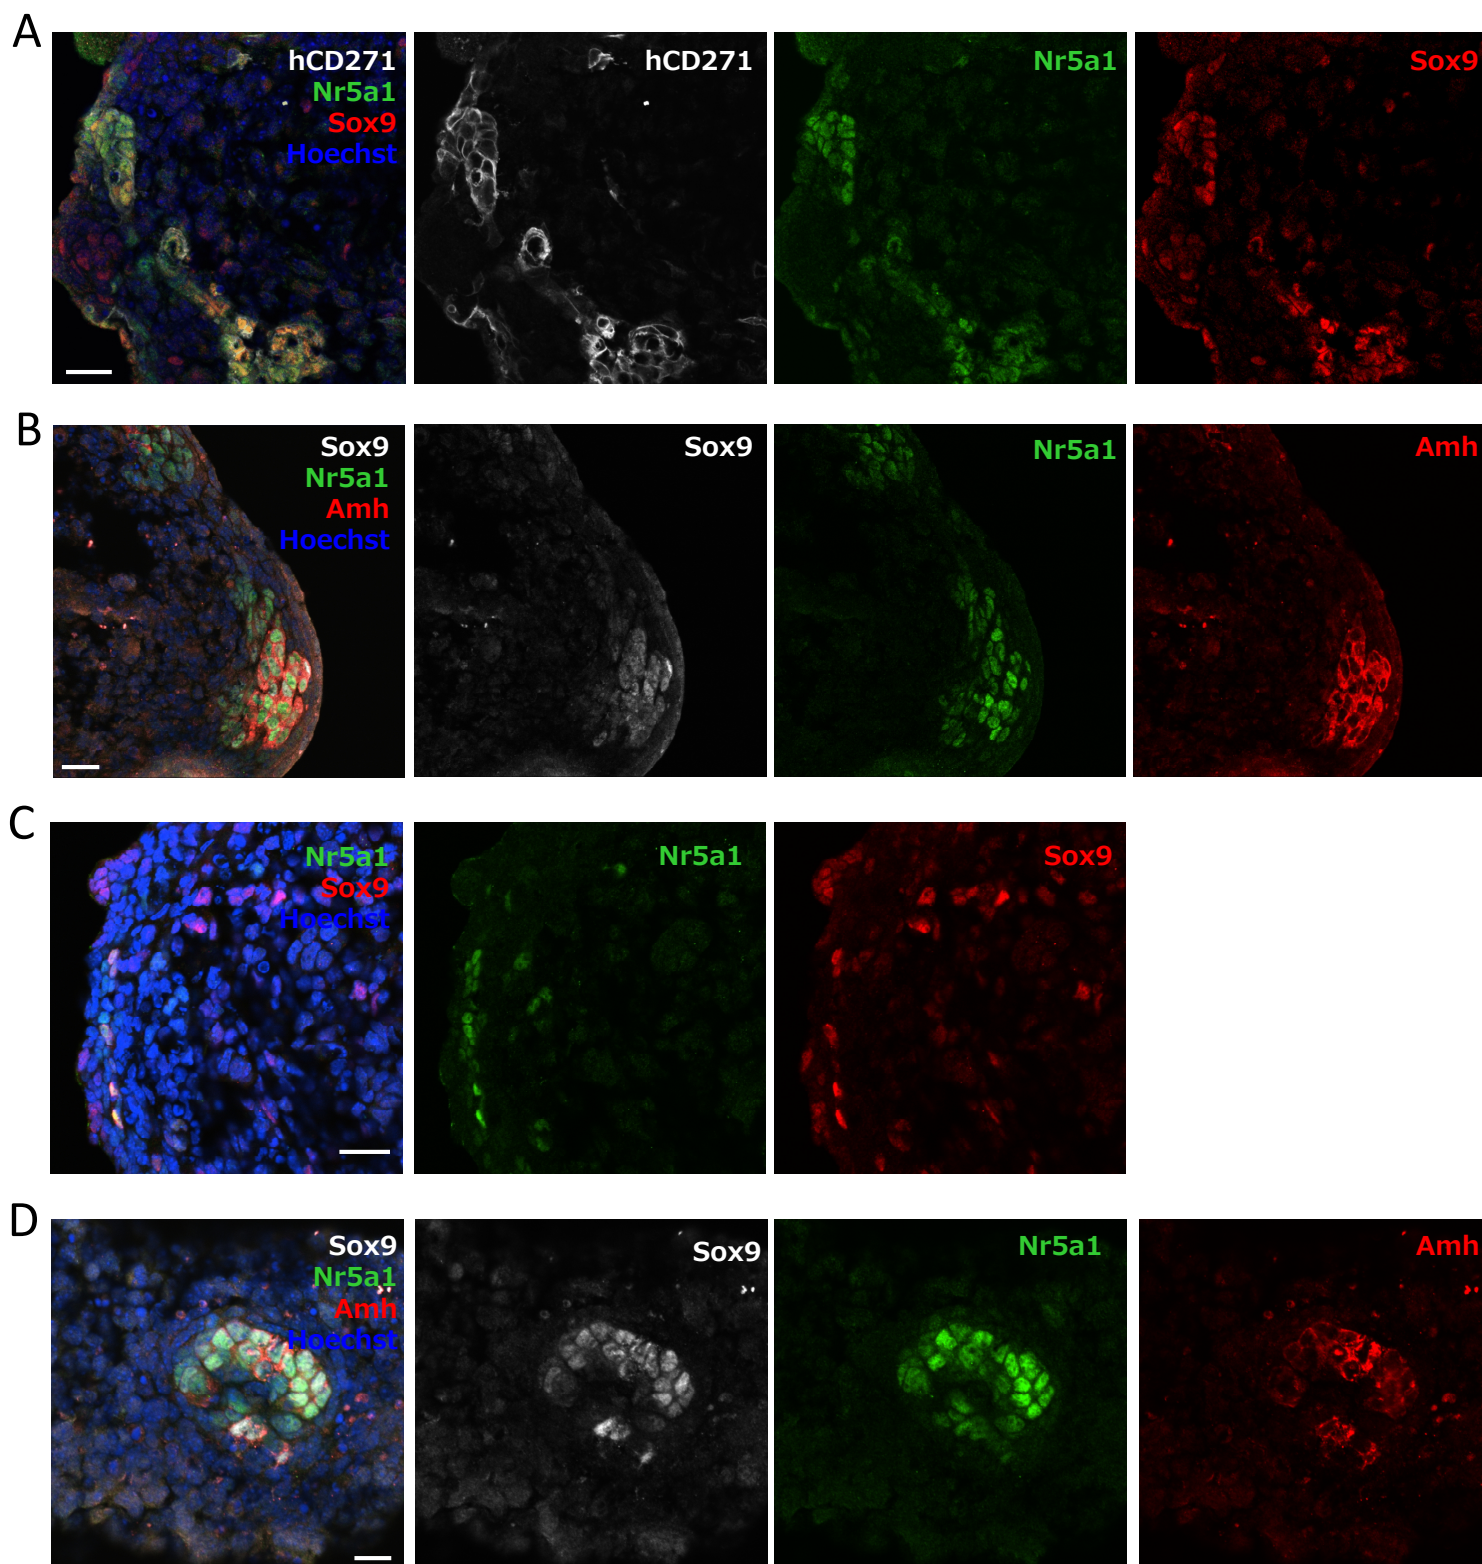

**Figure S5. Differentiation of testicular somatic cells from additional ESC lines.**

ESCs were subjected to the differentiation protocol to form cell aggregates, which were harvested at day 6 or day 8 and analyzed by immunostaining of cryosections. (A–B) Aggregates differentiated from a different clone of the Nr5a1-hCD271 ESC line were sectioned at day 8. (A) Sections were stained with anti-hCD271 (white), anti-Nr5a1 (green), and anti-Sox9 (red), with nuclei counterstained by Hoechst (blue). (B) Sections were stained with anti-Sox9 (white), anti-Nr5a1 (green), and anti-Amh (red), with nuclei counterstained by Hoechst. Expression of hCD271 was consistent with Nr5a1, and many cells also expressed Sox9. Furthermore, Amh expression was observed. (C–D) Aggregates differentiated from Amh-DTR ESCs, which have a different genetic background (mixture of ICR and C57BL/6), were analyzed at day 6 (C) and day 8 (D). (C) Nr5a1-positive cells and cells co-expressing Nr5a1 (green) and Sox9 (red) were detected. (D) Cells co-expressing Sox9 (white), Nr5a1 (green), and Amh (red), consistent with Sertoli-like cells, were observed. Nuclei were counterstained with Hoechst. Scale bars = 20  $\mu\text{m}$ .

A

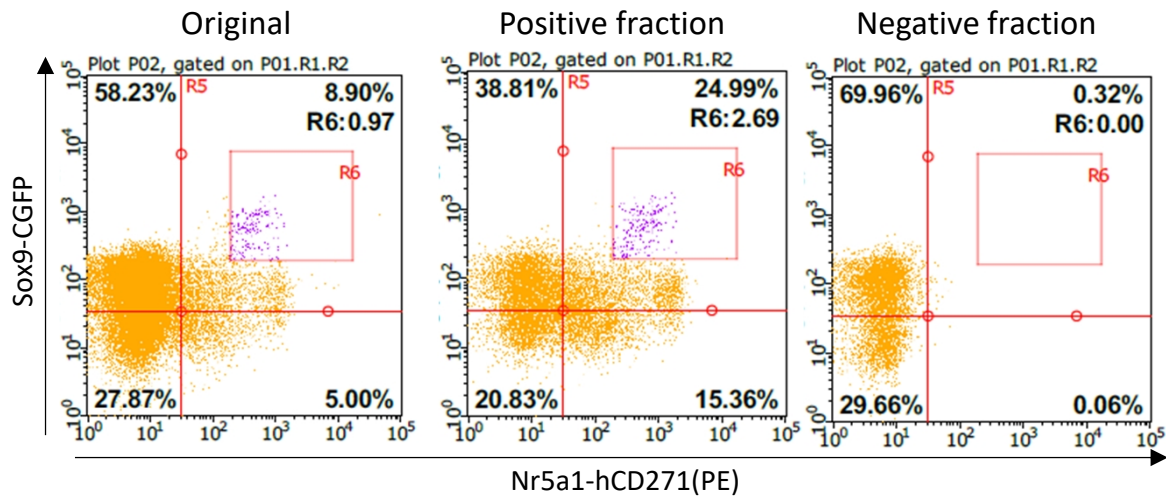

B

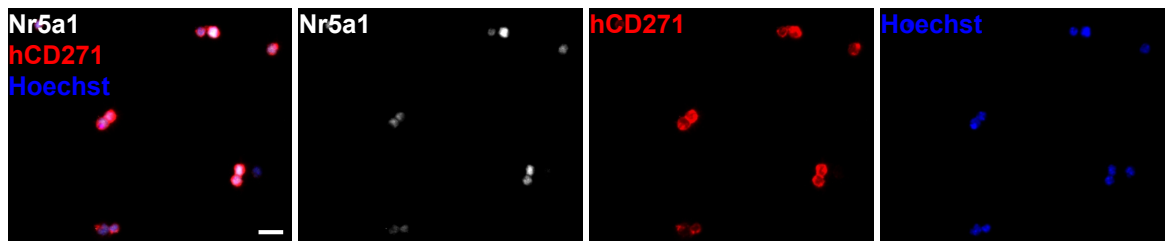

C

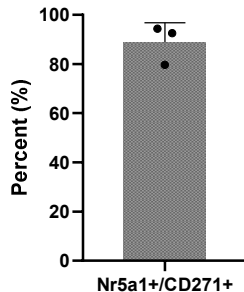

**Figure S6. FCM and immunocytochemistry analysis of Nr5a1-hCD271-positive cells enriched by MACS.**

(A) Cells induced from ESCs were subjected to magnetic-activated cell sorting (MACS) using an anti-hCD271 antibody at day 6 for subsequent scRNA-seq analysis. FCM plots are shown for the original unsorted cell population (left), the MACS-positive fraction (middle), and the MACS-negative fraction (right). The MACS-positive fraction was enriched for Nr5a1-hCD271-positive cells, although a subset of cells with low hCD271 expression remained. The MACS-positive fraction was used for scRNA-seq. (B) Immunocytochemistry of MACS-sorted cells. Cells were stained with antibodies against Nr5a1 (white) and hCD271 (red), and nuclei were counterstained with Hoechst (blue). Scale bar = 20  $\mu$ m. (C) Quantification of Nr5a1-positive cells within the hCD271-positive cell population. A total of 300 cells were counted across three independent experiments. Most cells co-expressed hCD271 and Nr5a1, confirming the high concordance between reporter and endogenous Nr5a1 expression.

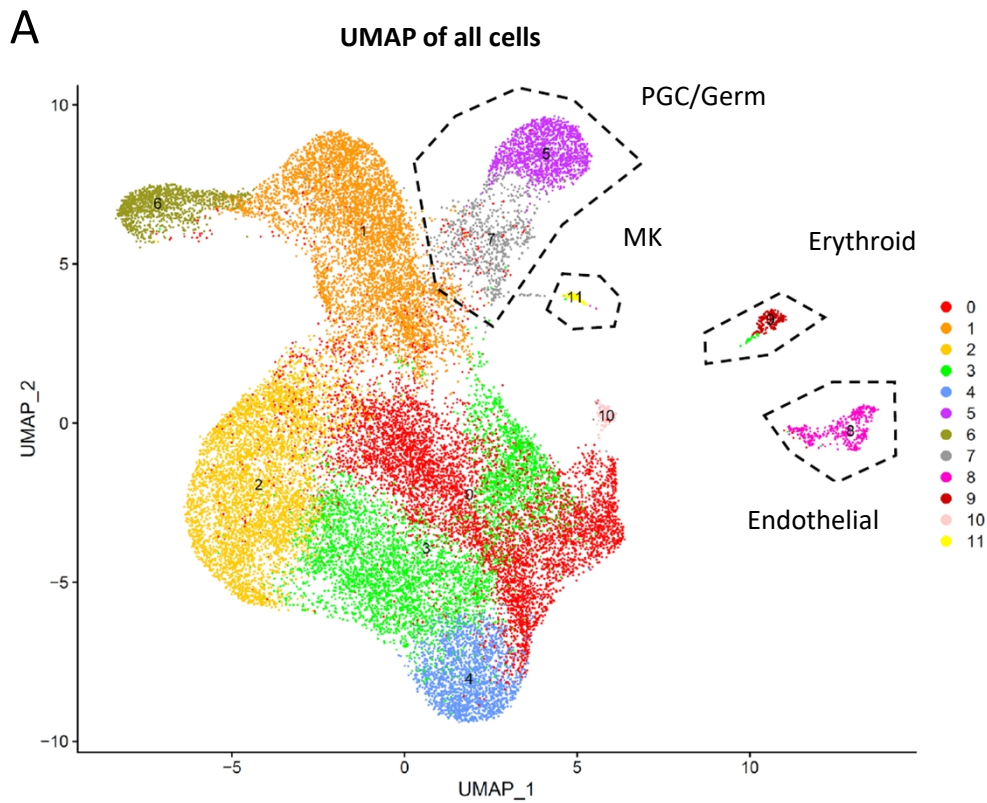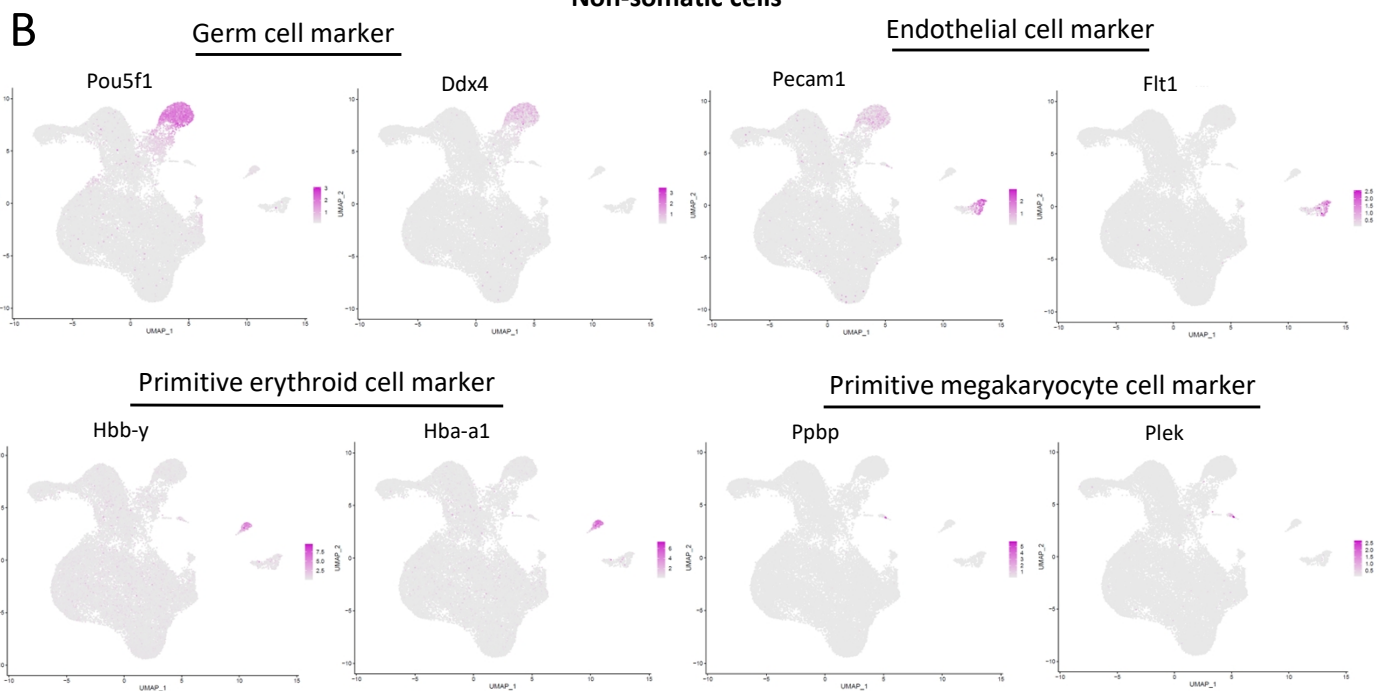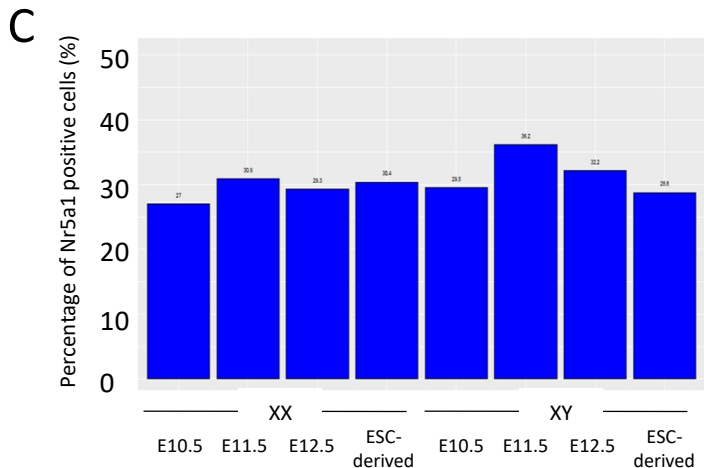

### Figure S7. Comparative analysis of ESC-derived and in vivo gonadal cells

(A) UMAP plot generated from scRNA-seq data of in vivo gonadal cells (E10.5–E12.5) and in vitro ESC-derived cells. Male and female samples are combined. Clusters corresponding to germ cells, endothelial cells, primitive erythroid cells, and primitive megakaryocytes are outlined with dotted lines based on the data shown in (B). (B) Expression of marker genes for germ cells, endothelial cells, primitive erythroid cells, and primitive megakaryocytes, visualized using a magenta expression gradient. 

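The share of cells with Nr5a1 differed between the classes of GSCs. Among supporting-like cells, the gene was detected in 73.0% at E11.5, 74.1% at E12.5, and 86.7% at D6. Interstitial-like cells were positive in 27.6% at E11.5 and at E12.5 (median 11409 and 9062 UMIs per cell) and in 16.7% at D6. These shares lie within the intervals of those in the few endothelial-like cells of the same libraries (13.9 to 34.9, 4.81 to 30.3, and 4.33 to 48.1). Progenitor-like cells were positive in 13.6% (9.88 to 18.2) at E10.5, 25.7% at E11.5, 23.9% at E12.5, and 28.4% at D6. Those of E11.5, E12.5, and D6 also lie within the intervals of the endothelial-like cells. The highest share, 94.7%, was found among the 171 steroidogenic-like cells of D6. The cells of D6 had been enriched for the reporter of Nr5a1, which may raise their shares. Among the unnamed GSCs of E10.5, 1.05% of 3133 cells were positive for Nr5a1.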

(C) Proportion of cells expressing endogenous *Nr5a1* within the gonadal somatic cell population.

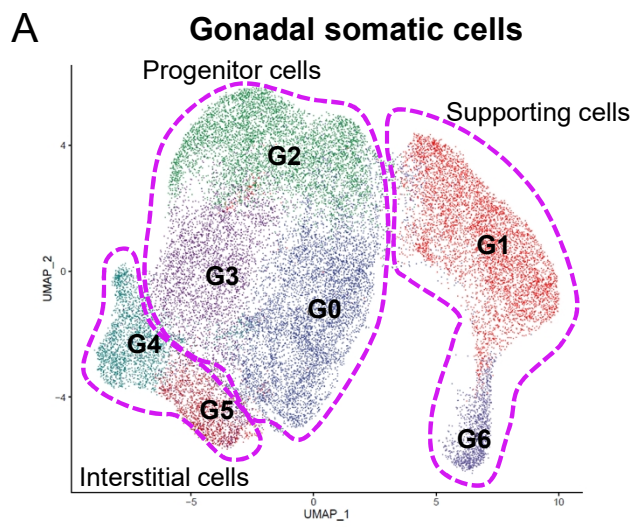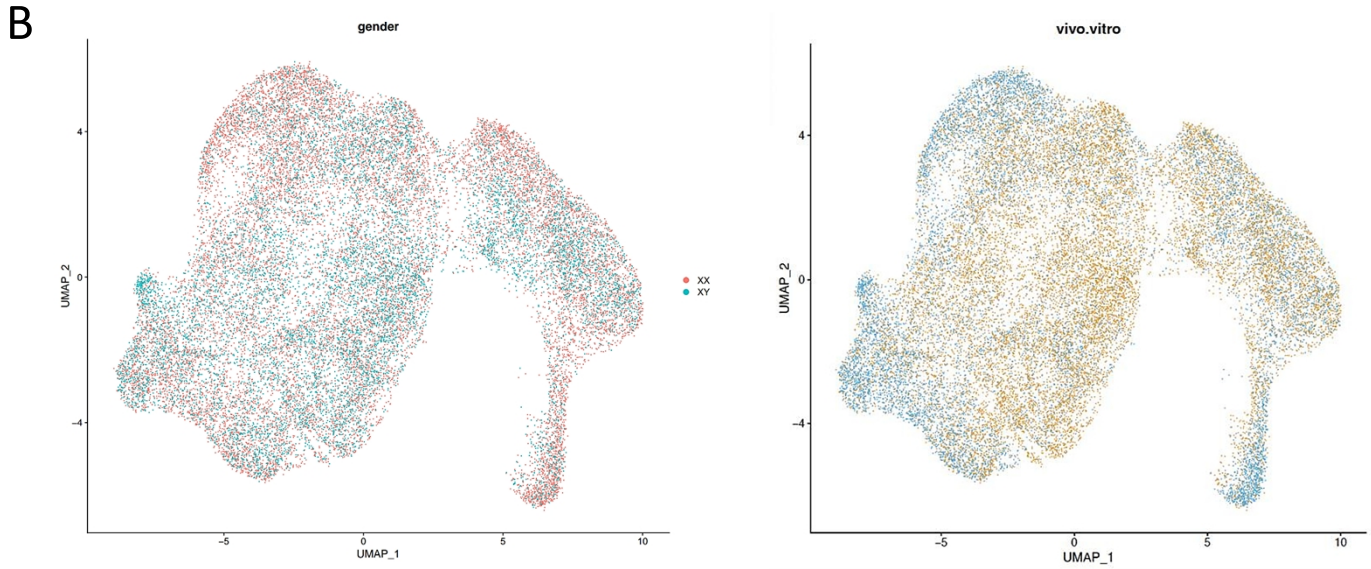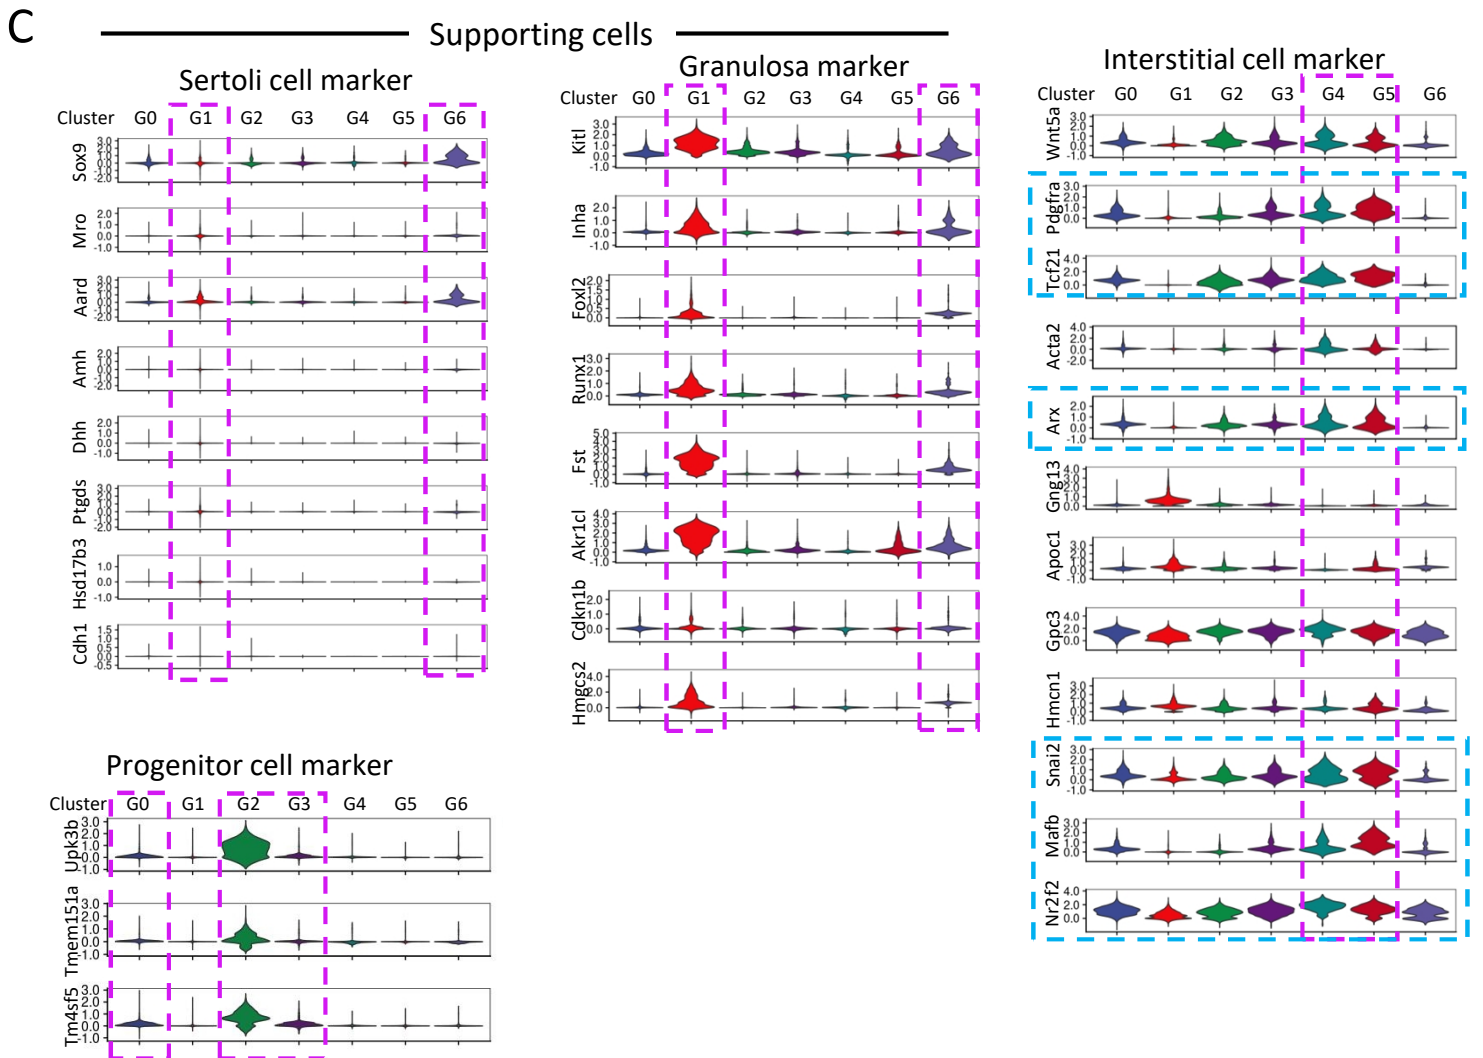

**Fig. S8. Clustering of gonadal somatic cells.**

(A) UMAP plot showing the classification of in vivo embryonic gonadal cells and ESC-derived in vitro gonadal cells. G1 and G6 were annotated as supporting cells (Sertoli or granulosa cells), G0, G2, and G3 as progenitor cells, and G4 and G5 as interstitial cells. (B) Violin plots showing the expression distributions of marker genes for supporting, interstitial, and progenitor gonadal somatic cells in each cluster. (C) UMAP representation colored by sex and sample (vivo vs vitro).

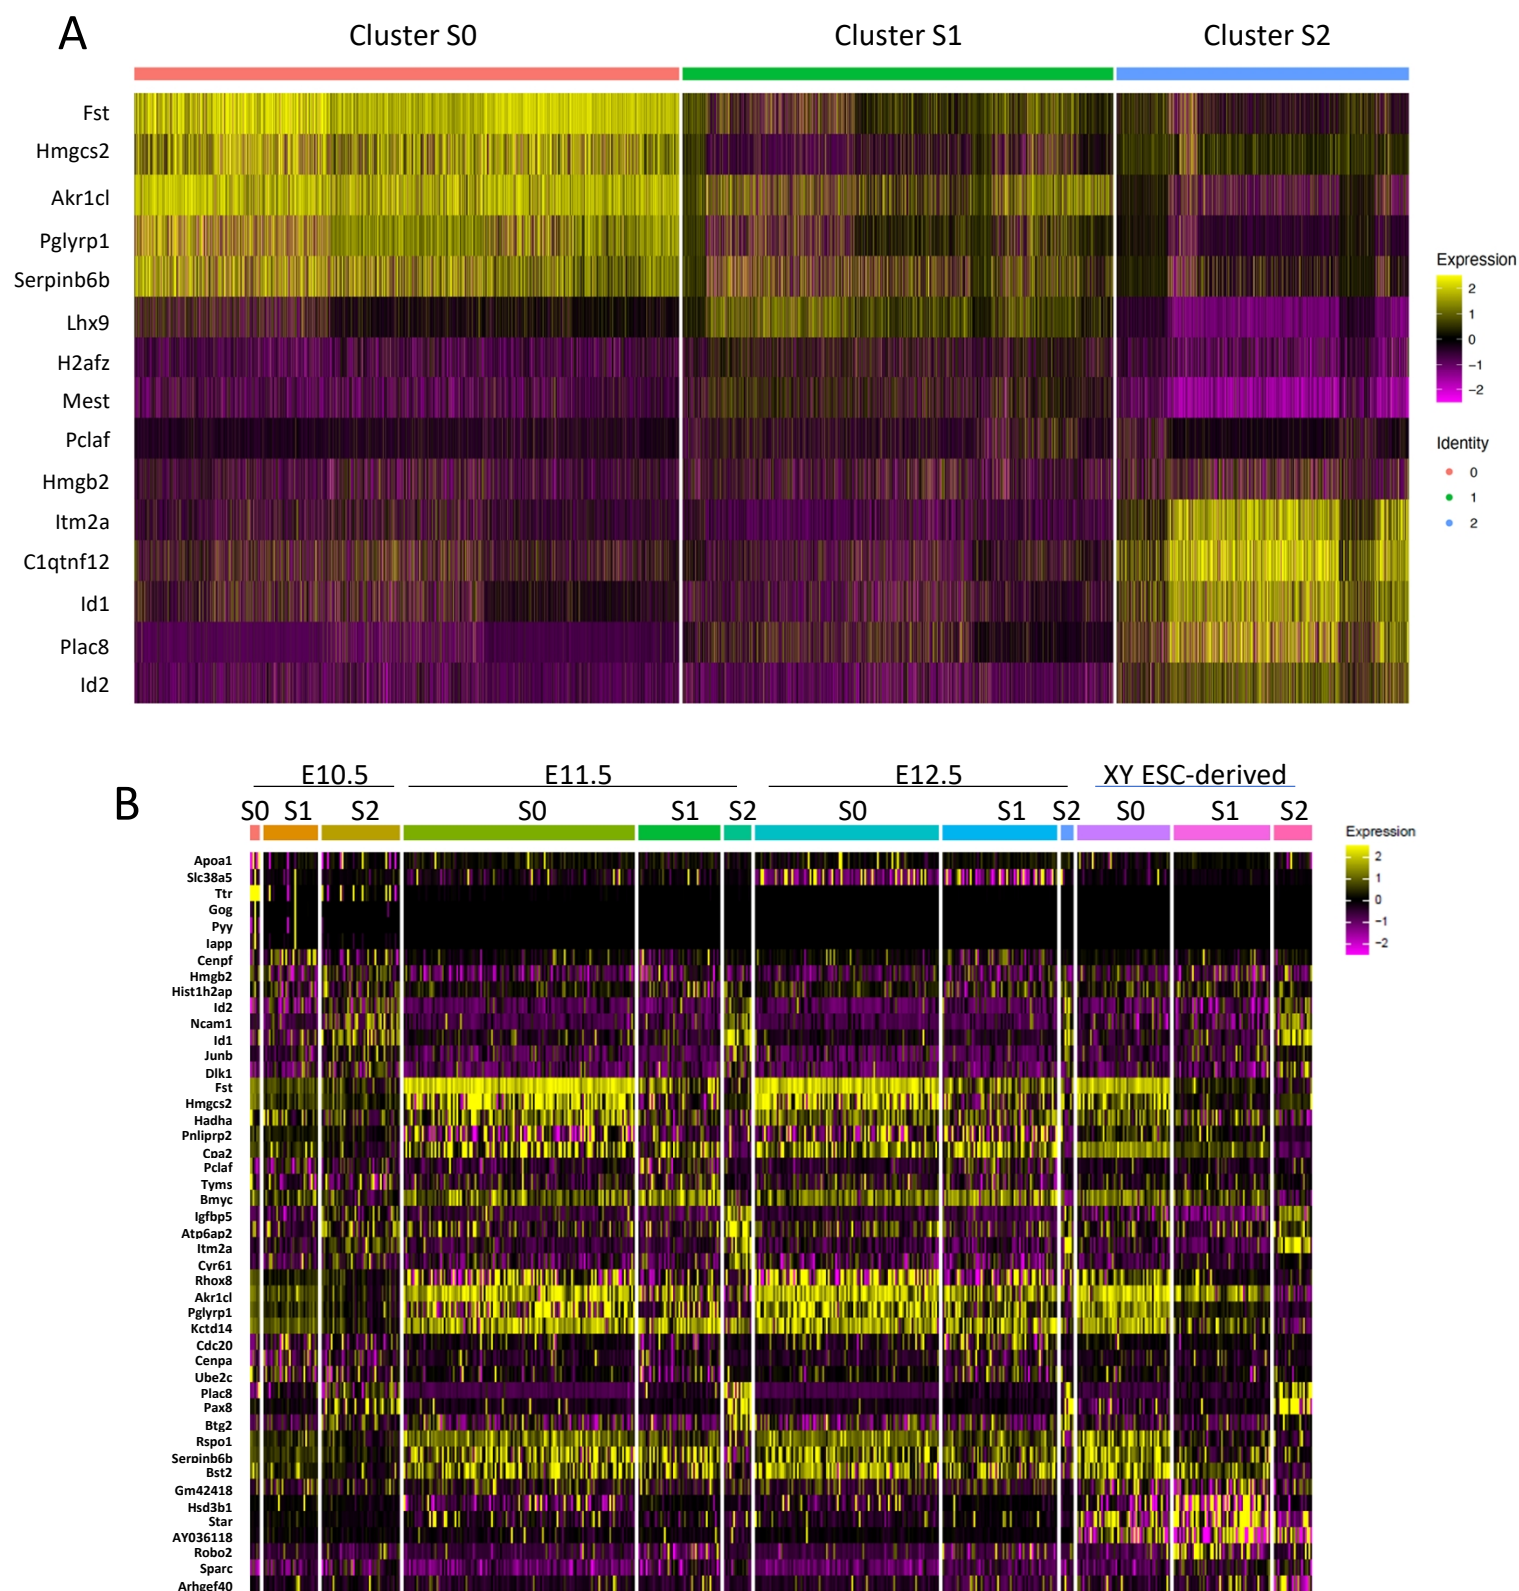

**Fig. S9. Comparison of gene expression in supporting cell clusters.**

(A) Heatmaps comparing gene expression profiles among clusters S0, S1, and S2 (in vivo and ESC-derived, male and female samples combined). The top five cluster-specific genes are shown. Expression levels are indicated by a magenta (low) to yellow (high) gradient, with black representing intermediate levels. (B) Heatmaps comparing gene expression profiles between in vivo testicular somatic cells (E10.5–E12.5) and XY ESC-derived cells, subdivided into clusters S0, S1, and S2. Compared to S0 and S2, the XY ESC-derived S1 cluster shows only partial resemblance to in vivo S1.

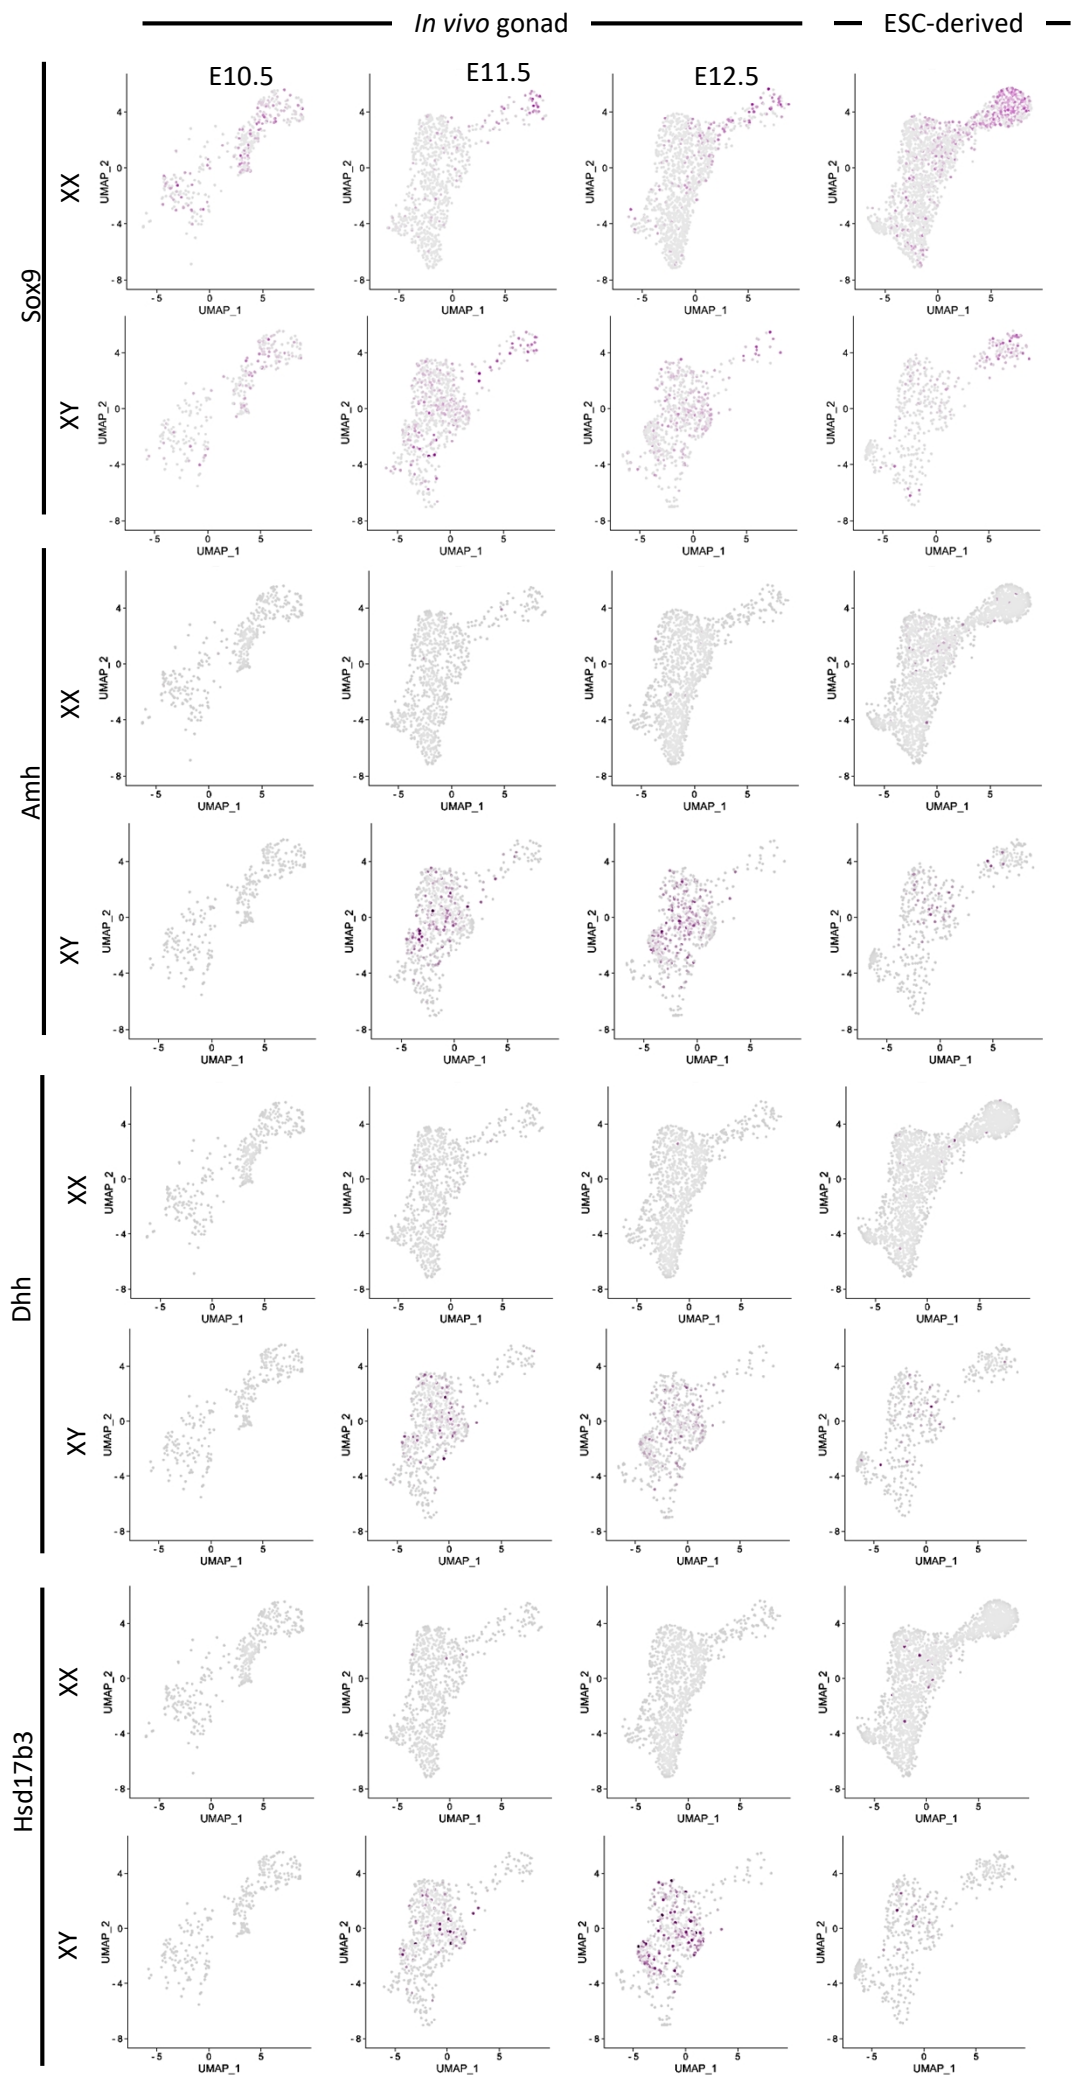

**Fig. S10. Expression of male-specific genes in the UMAP plot of supporting cells**

UMAP plot of supporting cells (adapted from Figure 3B), showing expression levels of *Sox9*, *Amh*, *Dhh*, and *Hsd17 $\beta$ 3* using a magenta color gradient.

A

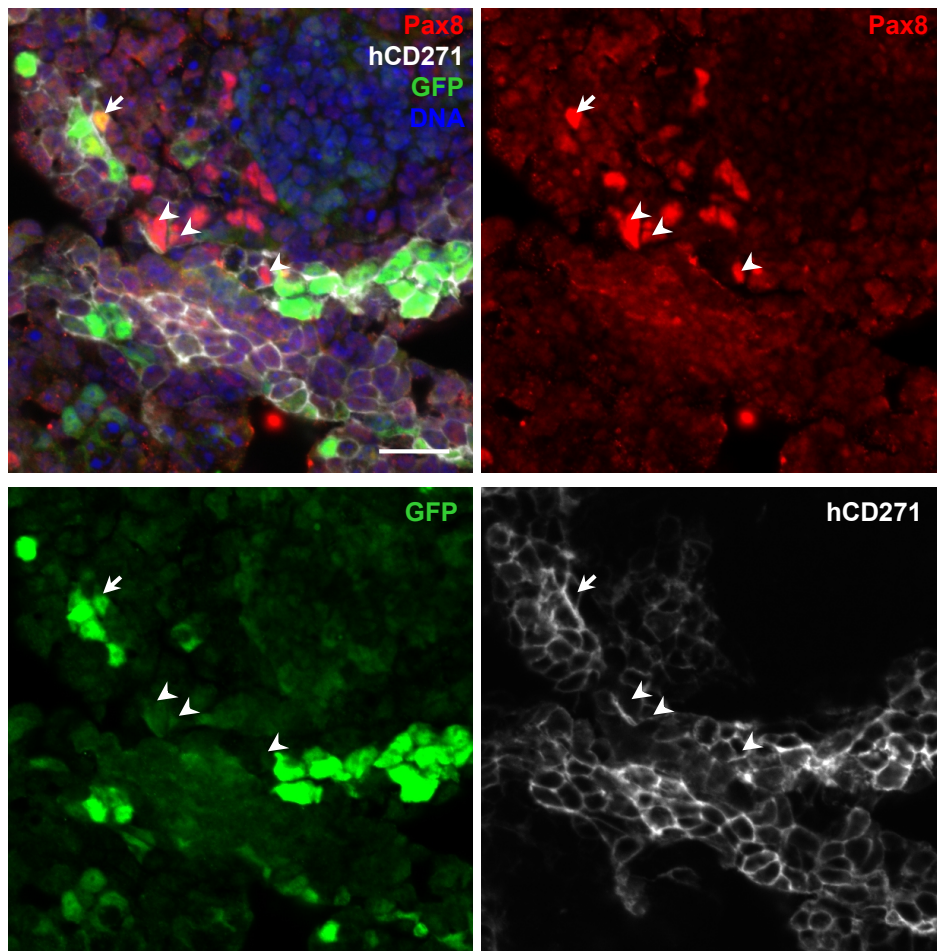

B

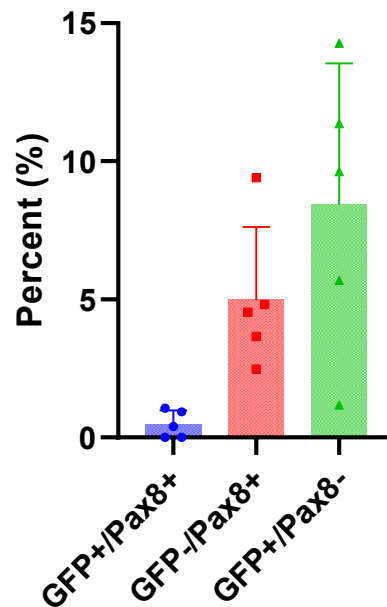

### Fig.S11. Expression of Pax8 in D6 cell aggregate.

(A) Immunohistochemistry of D6 cell aggregates. Aggregates were stained with antibodies against Pax8 (red), hCD271 (white) and Sox9-GFP (green). Pax8+/GFP+/hCD271+ cells and Pax8+/GFP-(or weakly positive)/hCD271+ cells are indicated by arrows and arrowheads, respectively. Nuclei were counterstained with Hoechst (blue). Scale bar = 20  $\mu$ m. (B) Quantification of the proportions of Pax8+/GFP+, Pax8+/GFP-, and Pax8-/GFP+ subpopulations among hCD271-positive cells. Data are presented as the mean  $\pm$  SD (n=5 cell aggregates). The majority of Pax8-positive cells, putative supporting-like cells, exhibited negative or weak GFP expression. Conversely, most cells with high GFP expression were Pax8-negative and were therefore identified as Sertoli cells.

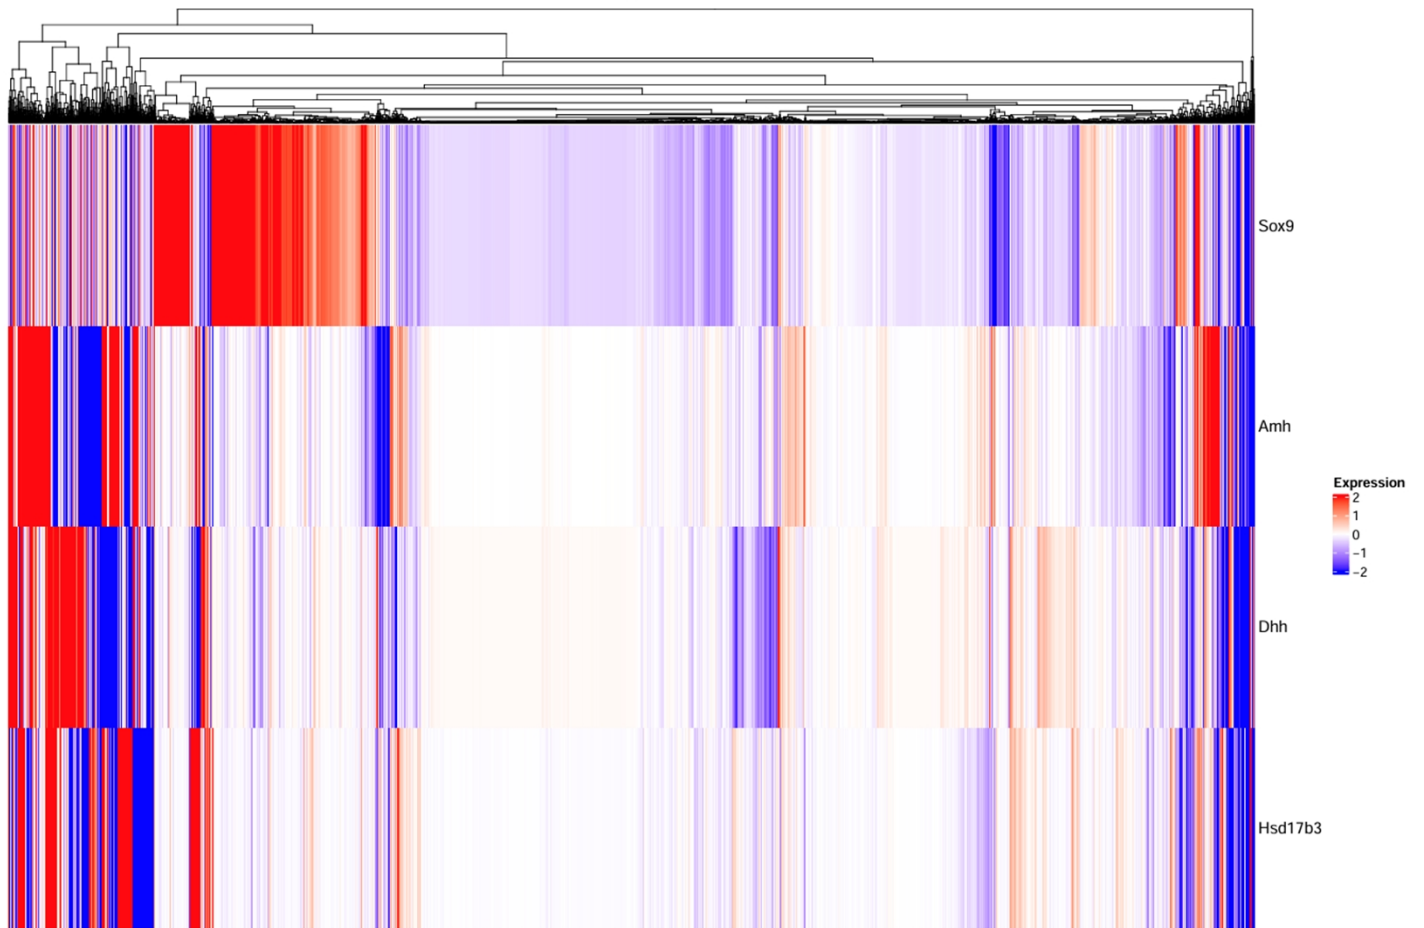

**Fig. S12. Heatmap analysis of male-specific gene expression.**

The heatmap visualizes the expression of the genes *Sox9*, *Amh*, *Dhh*, and *Hsd17 $\beta$ 3* in the "Supporting cells" cluster of male ESC-derived cells. The cluster was predominantly composed of single- and double-positive cells, with very few triple- or quadruple-positive cells detected.

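Among the 264 supporting cells of ESC-derived D6, 155 had no UMI of Sox9, Amh, Dhh, or Hsd17b3, 52 had UMIs of 1 of the genes, 33 of 2, 19 of 3, and 5 of all 4. When a gene was counted only with at least 2 UMIs in a cell, 196 cells had none, 37 had 1, 22 had 2, and 9 had 3 of the genes.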

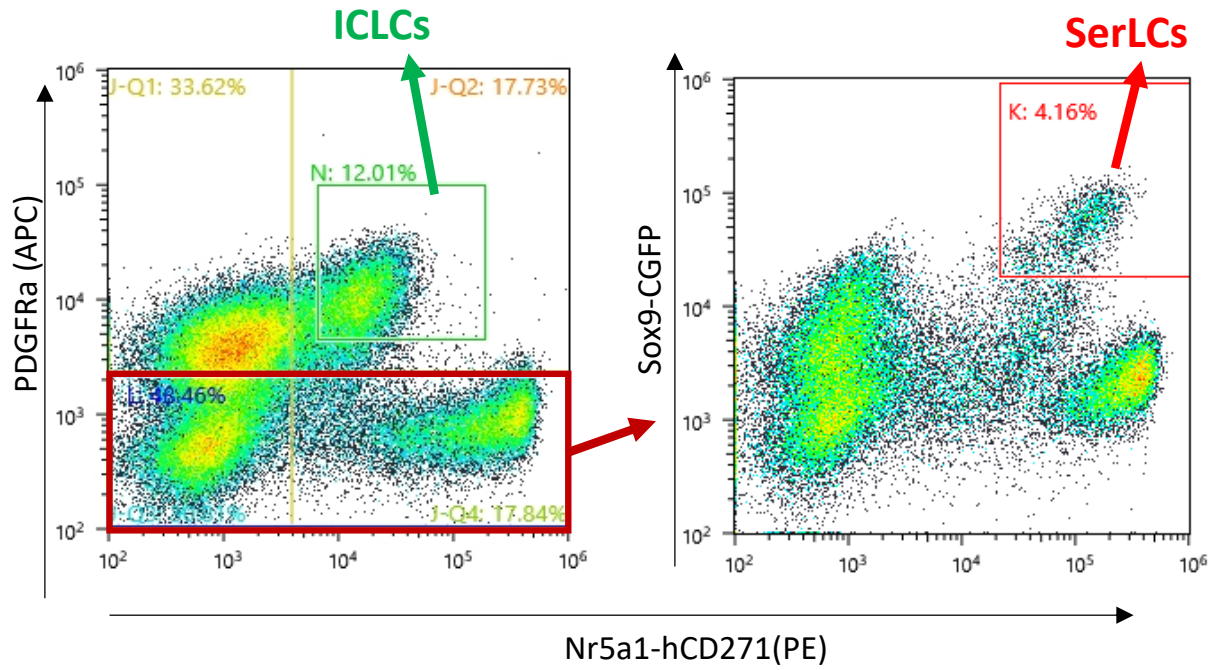

**Figure S13. Sorting strategy for ICLCs and SerLCs**

ICLCs were isolated as *Nr5a1*-hCD271<sup>low</sup> / *PDGFRα*<sup>+</sup> cells by FACS. For SerLCs, cells were sorted as *Nr5a1*-hCD271<sup>high</sup> / *Sox9*-CGFP<sup>high</sup> cells using *PDGFRα*-negative gates.

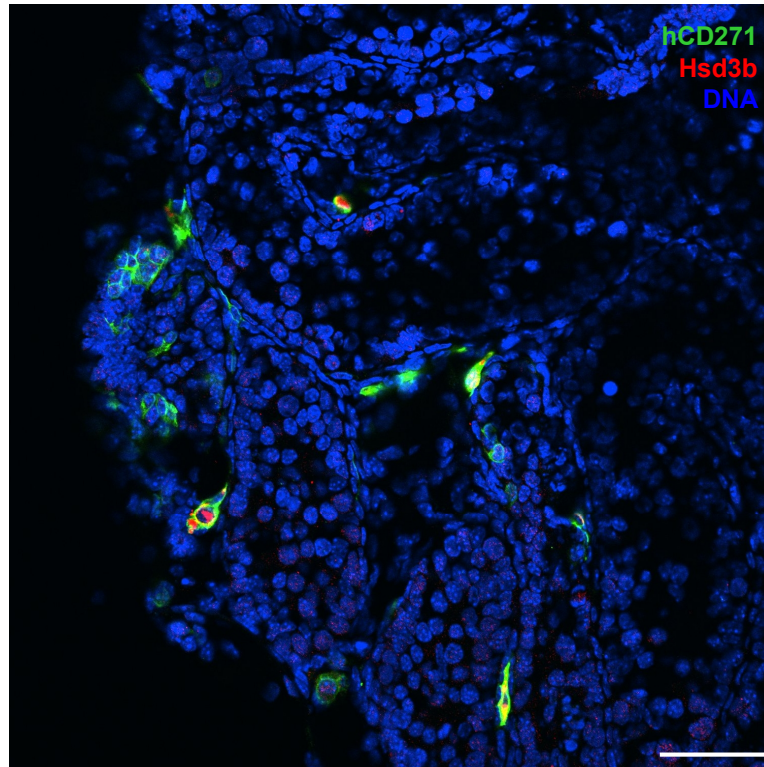

**Fig.S14. Migration of ICLC into cultured  $\Delta FLE$  testicular tissue.**

Immunofluorescence images of cryosections from  $\Delta FLE$  testicular tissues supplemented with ICLCs after 7 days of culture. Sections were stained with antibodies against hCD271 and HSD3b, and nuclei were counterstained with Hoechst. ICLCs were identified as hCD271-positive cells located in the peripheral and interstitial regions of the tissue. Scale bar, 50  $\mu\text{m}$ .

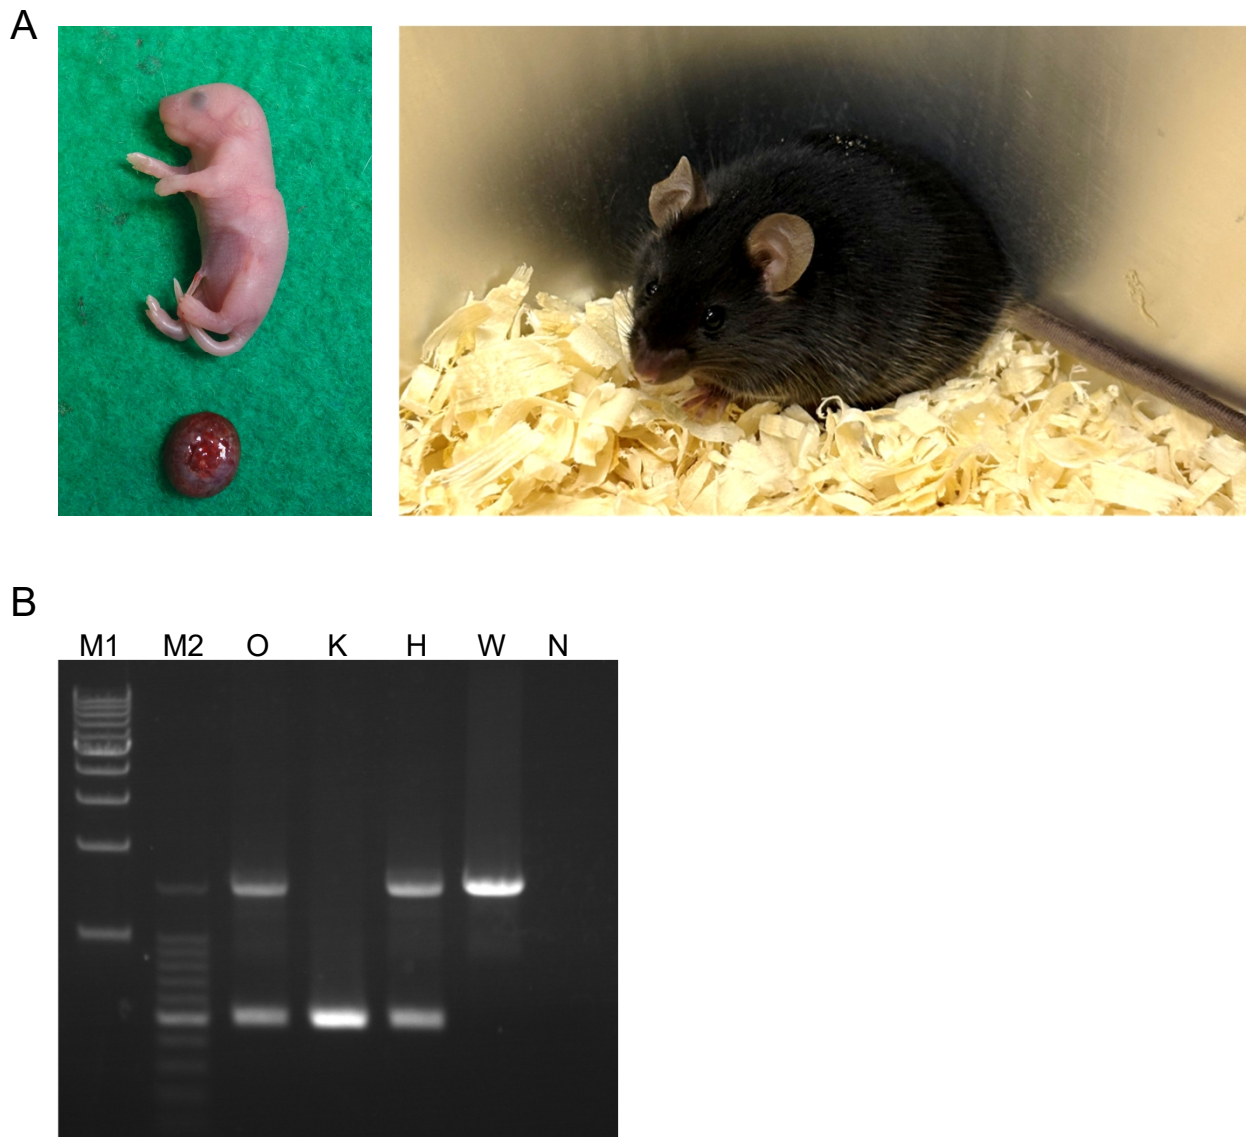

**Fig. S15. Offspring from  $\Delta$ FLE mice**

(A) A single male offspring obtained from ROSI performed on spermatid cells obtained from ICLC-supplemented  $\Delta$ FLE mouse testes. The photo on the left shows the pup immediately after birth, and the photo on the right shows it after weaning. It grew up healthy. (B) Genotyping results of offspring. The wild-type and  $\Delta$ FLE alleles are detected as 1493 bp and 615 bp bands, respectively. Lanes show a 1 kbp ladder marker (M1), 100 bp ladder marker (M2), offspring (O), positive control ( $\Delta$ FLE KO (K),  $\Delta$ FLE hetero (H) and wild type (W)), and Non-template control (N). The offspring were heterozygous, which was the expected outcome given that spermatids from  $\Delta$ FLE mice were used to fertilize wild-type oocytes.

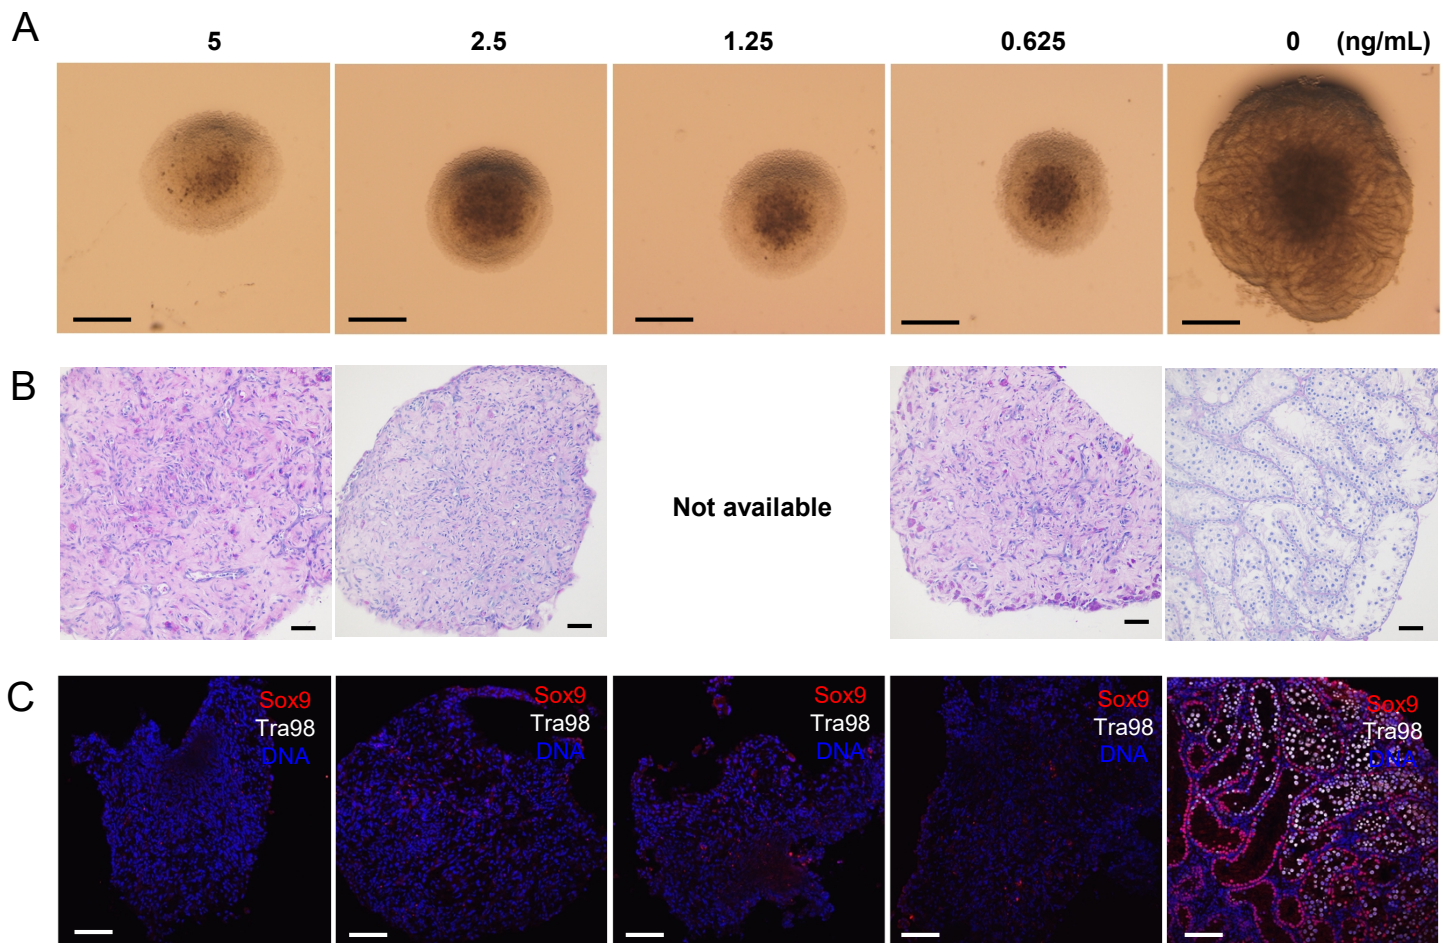

**Fig. S16. Stepwise re-evaluation of DT concentration for Sertoli cell ablation from neonatal Amh-DTR mouse testes.**

(A) Stereomicroscopic images of testicular tissues from a 4.5 dpp mouse cultured for 19 days. Tissues were cultured for the first week in medium containing DT at concentrations of 5, 2.5, 1.25, 0.625, or 0 ng/mL, respectively, and subsequently maintained in regular, DT-free medium. (B) Periodic acid–Schiff (PAS) staining of the testicular tissues shown above. Scale bars = 50  $\mu$ m. (C) Immunostaining of the testicular tissues shown above. Sections were labeled with antibodies against Sox9 (Sertoli cells) and Tra98 (germ cells) and counterstained with Hoechst (nuclei). Scale bars = 100  $\mu$ m. The central panel is marked as "Not available" due to a technical issue during sectioning. To stepwise evaluate the efficiency of Sertoli cell ablation, a serial dilution of DT was prepared in the culture medium, ranging from 5 ng/mL to 0.625 ng/mL. The results confirmed that Sertoli cells were successfully ablated even at a concentration one-eighth of the 5 ng/mL dose typically used in the in vitro Sertoli cell replacement method.

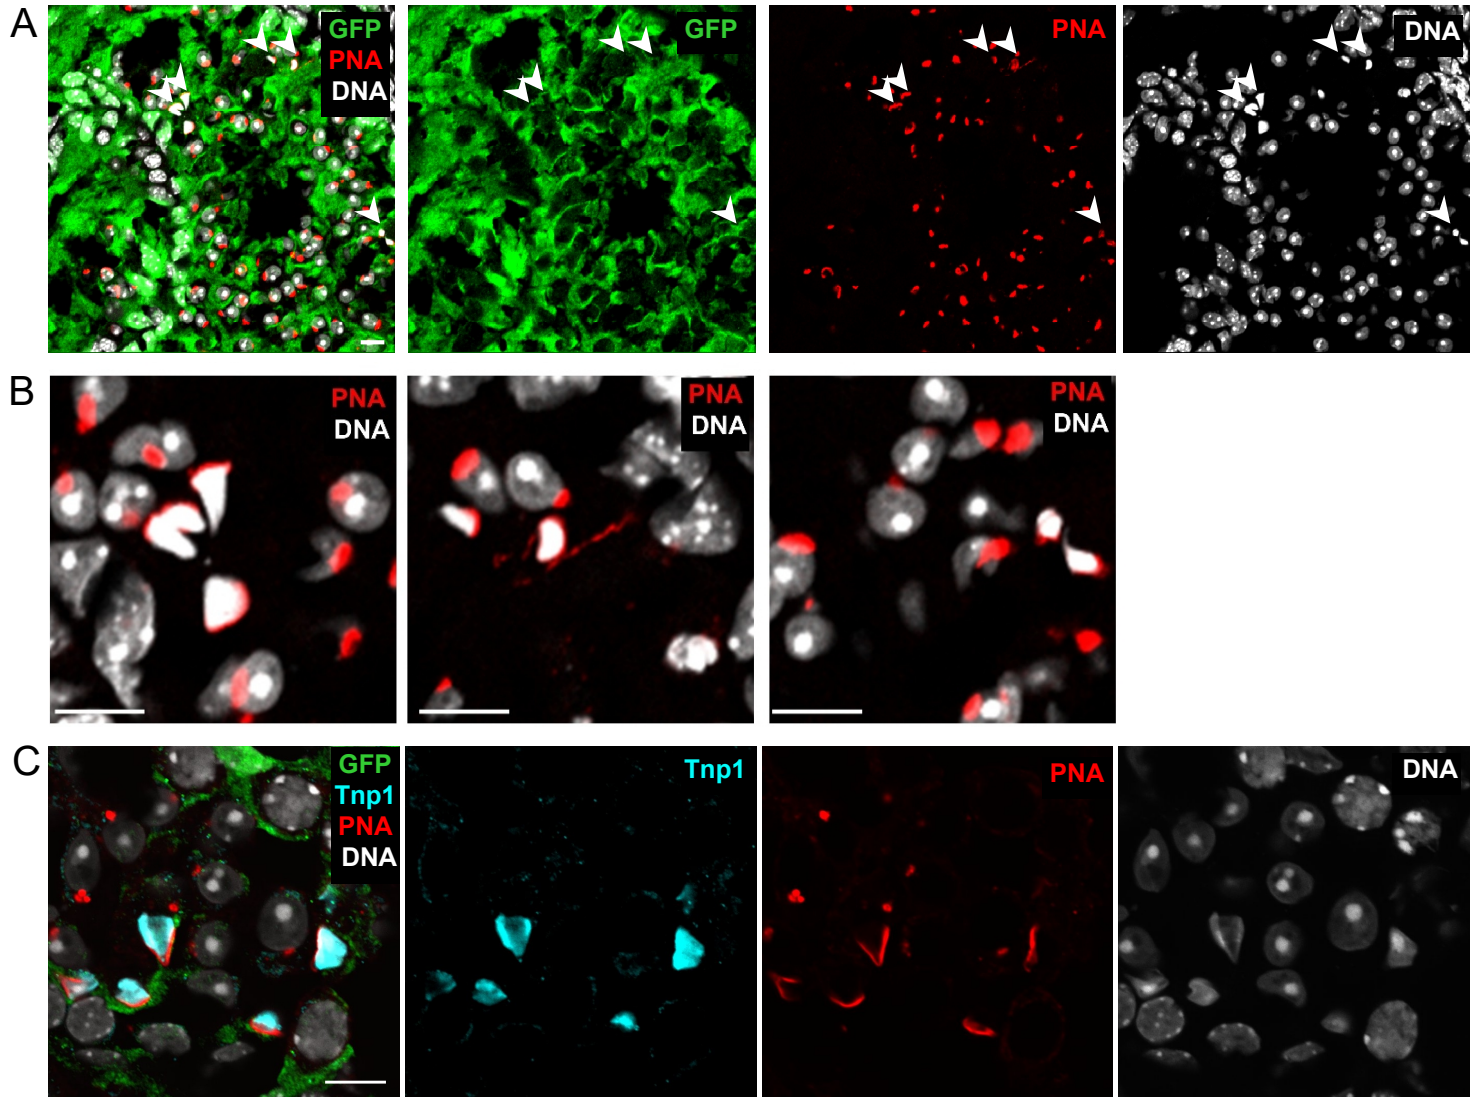

**Fig. S17. Progression of spermatogenesis in reconstituted seminiferous epithelium.**

(A) Immunostaining of reconstituted seminiferous epithelium after 35 days of culture, with images of the merged and individual channels shown. The tissue was labeled with an anti-GFP antibody (green) and PNA (red), with nuclei counterstained by Hoechst (white). Within the GFP-positive tubules (indicating their SerLC origin), round spermatids and elongating spermatids (arrowhead) were observed. Scale bar = 10  $\mu$ m. (B) A merged image of the PNA and DNA (Hoechst) channels, showing a magnified view of the cell indicated by the arrowhead in (A). Scale bar = 10  $\mu$ m. (C) Immunostaining for Transition protein-1 (Tnp1) to identify late-stage spermatids. The image shows reconstituted seminiferous epithelium after 35 days of culture, with merged and individual channels. The tissue was labeled with an anti-GFP antibody (green), and with an anti-Tnp1 antibody and PNA (red). Nuclei were counterstained with Hoechst (white). Tnp1 is a gene expressed at steps 12-13 of spermatid development. Scale bar = 10  $\mu$ m.

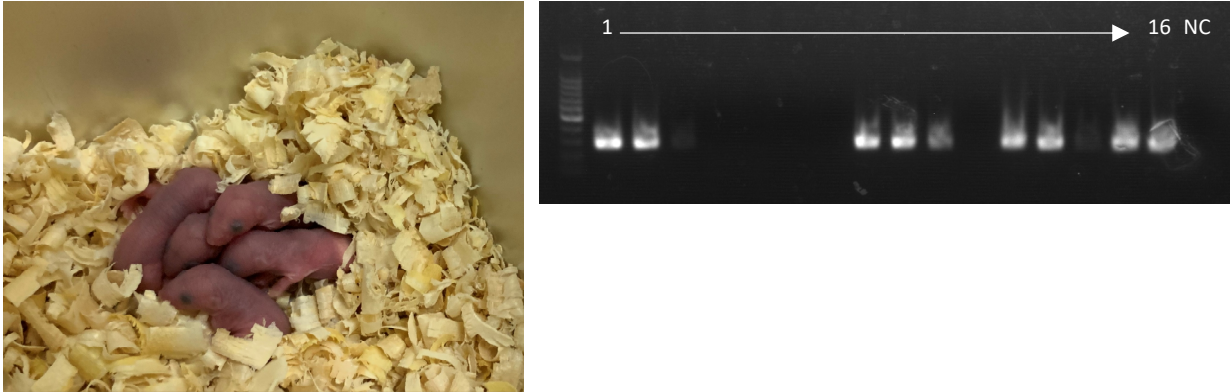

**Figure S18. Fertility of offspring obtained by ROSI**

F2-generation offspring obtained by natural mating of the female mouse obtained by ROSI with a wild-type male. A total of sixteen offspring were born across two litters. The image on the right shows PCR genotyping of the F2 offspring using primers specific to the *Amh*-DTR transgene, which was detected as a 282 bp band.

**Table S1. Summary of microinsemination experiments for  $\Delta$ FLE mouse**

| Sample ID   | ICSI/ROSI | Number of oocytes inseminated | Number of oocytes developing into 2-cell embryos | Number of live offspring |
|-------------|-----------|-------------------------------|--------------------------------------------------|--------------------------|
| 0430 ILC3-1 | ROSI      | 130                           | 77                                               | 1                        |

**Table S2. SerLC-transplanted testicular tissue showing the presence of spermatocytes and spermatids upon immunostaining of cryosections.**

| Experiment ID | Tissue ID | Spermatocytes | Spermatids |
|---------------|-----------|---------------|------------|
| igst1014      | 5-3       | +             | +          |
| igst1209      | 2         | -             | -          |
| igst0113      | 1-1       | +             | +          |
|               | 3-1       | +             | +          |
|               | 3-2       | +             | +          |
| igst0121      | 1-1       | +             | +          |
| igst0204      | 3-1       | +             | +          |
|               | 3-2       | +             | +          |
|               | 3-3       | +             | +          |
| igst0527      | 1-1       | -             | -          |
|               | 1-4       | +             | +          |
| igst0603      | 1-1       | +             | +          |
|               | 2-4       | +             | +          |
|               | 3-1       | +             | +          |

**Table S3. Summary of microinsemination experiments**

| Sample ID | ICSI/ROSI | Number of oocytes inseminated | Number of oocytes developing into 2-cell embryos | Number of live offspring |
|-----------|-----------|-------------------------------|--------------------------------------------------|--------------------------|
| 0113 1-5  | ROSI      | 60                            | 42                                               | 0                        |
| 0113 5-1  | ROSI      | 8                             | 4                                                | 0                        |
| 0113 3-3  | ROSI      | 77                            | 68                                               | 1                        |

\*All of embryos were transferred into six pseudopregnant ICR females.

**Table S4. Summary of fertility test of F1 mouse**

**Table S5. Oligonucleotides used in this study**

| Target                                    | Purpose                                              | Sequence                                                                                                   | Band size                               |
|-------------------------------------------|------------------------------------------------------|------------------------------------------------------------------------------------------------------------|-----------------------------------------|
| Zfy                                       | Genotyping<br>(sex determination )                   | CCTATTGCATGGACTGCAGCTTATG<br>GACTAGACATGTCTTAACATCTGTCC                                                    | 184bp                                   |
| Sox17                                     | Genotyping<br>(sex determination , positive control) | CCCTTAAGGCCGCTAGTACAGGTGCAGAGC<br>GCCGCGTGGCCATGGATGGC                                                     | 382bp                                   |
| Amh                                       | qPCR                                                 | CTATTTGGTGCTAACCGTGGACTT<br>AAGGCTTGACGCTGATCGAT                                                           | 204bp                                   |
| Foxl2                                     | qPCR                                                 | CACCTTGATGAAGCACTCGT<br>ATCATAGCCAAGTTCCCGTTC                                                              | 96bp                                    |
| Dhh                                       | qPCR                                                 | ACCCCGACATAATCTTCAAGGAT<br>GTACTCCGGGCCACATGTTC                                                            | 120bp                                   |
| HSD17b3                                   | qPCR                                                 | ATGGAGTCAAGGAGGAAAGGC<br>GGCTGTAAAGAGGCCAGGG                                                               | 76bp                                    |
| Fst                                       | qPCR                                                 | CCAGGCAGCTCCACTTGTGT<br>AGTCACTCCATCATTTCCACAAAG                                                           | 120bp                                   |
| Rspo1                                     | qPCR                                                 | CTCCGACACCAAAGAGACCC<br>GTTGCCCTTTGTGTCTCCGA                                                               | 167bp                                   |
| Sox9                                      | guide RNA                                            | CCCTGAGAAGAGAAAAGCTA                                                                                       |                                         |
| Sox9-CGFP                                 | Genotyping                                           | TCCCCGCAACAGATCTCCTA<br>AGCTCACCAATGCTCTATGTT<br>AGCAGGCTGGAGACGTGGAGGAGAACCCT<br>GGACCTATGGTGAGCAAGGGCGAG | Wild type: 1202 bp<br>Knock-in: 1950 bp |
| Nr5a1-hCD271                              | Genotyping                                           | CACAGACCAGGGCAATCCCAAGCC<br>GTCGGAGAACGTACGCTGTCCAG                                                        | 300 bp                                  |
| Amh-DTR                                   | Genotyping                                           | AGAAAGGGCTCTTTGAGAAGGCCACTCTGC<br>CCATTCTAAACAACACCCTGAAAACCTTGC                                           | 282 bp                                  |
| ΔFLE (S hima et al., 2018 Develo pment) * | Genotyping                                           | TTAGAGCATGCAGGTATAGCAGAG<br>AAGGGATGAACACTAAGGGGTT<br>CTGTTGAATGCATATCTGAAGGTC                             | Wild type: 1493 bp<br>ΔFLE: 615 bp      |

\*We partially modified the primer set from the previous study. For the wild-type allele, this primer set primarily yields a 1493 bp band. A larger, 2899 bp band is also possible but is rarely detected due to inefficient amplification.

How the deposited data were processed for this re-analysis (not part of the article)

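The data are 4 XY libraries of mouse cells, 1 for each condition: in vivo gonads of E10.5, E11.5, and E12.5 and MACS-enriched cells of ESC-derived aggregates at D6. The XX libraries and the libraries of other protocols are not used here. The authors deposited gene-by-cell matrices of UMI counts made with Cell Ranger, which were checked to hold whole numbers. The file headers name Cell Ranger 6.0.0, a later version than the methods give, and the sample labels name C57BL/6J for the ESC line, where the paper gives a cross of this strain with another. The labels give ICR for the in vivo gonads, and the paper lists this strain among the mice used. Library kit, strain, culture, and cell sorting all differ between the in vivo and ESC-derived libraries and cannot be separated.

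Cells were retained with more than 1000 and fewer than 4000 detected genes and less than 10% mitochondrial UMIs at E10.5, with 500, 5000, and 20% at E11.5, with 2000, 5000, and 8% at E12.5, and with 1000, 4000, and 12% at D6, as the methods give them. This left 32508523 UMIs at E10.5, 24625441 at E11.5, 34173977 at E12.5, and 11906360 at D6. Mitochondrial UMIs were those of 13 genes, and the 35 symbols held by several identifiers were kept apart by identifier. Of the 31053 identifiers, 99.6% were found in the annotation used for gene positions, which is on GRCm38 as the files are. Doublets were called with Scrublet in scanpy 1.11.5, with an expected 0.8% per 1000 cells, and were left in the main analysis. At E10.5 and D6, where no automatic threshold was found or it marked under 0.5% of cells, the cells with the highest scores were called at the expected number, ties included, so that the number of calls follows the expected 3.07% and 1.83%.

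Clustering was done with Seurat 5.3.0 in R 4.3.3. Counts were normalized to 10000 per cell and log transformed, and the libraries were integrated by anchors on 2000 variable features, of which 1914 were used after the marker genes were left out. The difference between cell cycle scores was regressed out, and clusters were called on PC1 to PC10 with a resolution of 0.2 for all cells and 0.3 for GSCs. For supporting cells, for which no resolution was found in the methods, the lowest value that gave at least 3 clusters was used, tried in steps of 0.05. Clusters of at least 100 cells were divided again at 0.3.

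A subcluster was named for the class whose markers had the highest mean log2 ratio to the other cells, with a pseudocount of 10 CPM, if this mean was at least 0.5 and at least 3 of the markers were higher. It stayed unnamed if its 10 leading genes held markers of another class in greater number, or genes listed against the name. A name held in a library only if that library's own cells in the subcluster met the same limits, a mean log2 ratio of at least 0.5 with at least 3 markers higher, and over 50% of them had a UMI of a marker. The marker lists were set before the data were examined, and include the 4 male-specific genes for supporting cells. The remainder of the rule was settled in successive versions after the clusters had been seen. The first divided only clusters of mixed content, the next divided all clusters of the first step, and the next divided the clusters of GSCs and added the genes listed against a name, which were chosen from the leading genes seen. The check within each library was added last, after all results had been computed with the version before it. The effect of that check is among the alternatives.

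Genes are named in the text if the paper names them, if they are markers on the lists, if they lead a cluster, or if they are among the 5 genes per direction with the largest ratios between D6 and E12.5 in a class with at least 100 CPM and 50 UMIs. Cpa1, Pnlip, Rspo1, and Wnt4 were chosen after their values were seen. Shares carry exact binomial intervals and sums of UMIs exact Poisson intervals, at 95%. The share allowed by a count of 0 is 3 divided by the number of cells and not the exact upper limit. Thinned shares were computed after each cell was reduced at random to the same number of UMIs, set for each group of cells from the 10th percentile of depth, and cells with fewer UMIs were left out. Intervals of correlations came from 100 draws of cells with replacement. Ratios of summed profiles were scaled by total UMIs, with the TMM factor as an alternative. The ratio step was tested on simulated counts for supporting cells of D6 and E12.5, where the direction was right for 100.0% of 200 changed genes among 1607, and the log2 ratio was within 0.5 of the simulated one for 99.0% of them with total UMIs. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, and matplotlib 3.10.9 was used for these steps.

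The alternatives were clustering without integration, without cell cycle regression, with the marker genes kept, with the same cell filter in every library, with Scrublet doublets removed, with PC1 to PC20, and with higher resolutions; thinning; a limit of 2 UMIs; supporting cells taken from scores of single cells; and other forms of the correlation and scaling. No test between conditions was made, because each condition has 1 library. Results for some of the marker genes are not reported here.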

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

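The tests of free RNA with Star and of doublets with the share of Foxl2 in other classes were chosen after the result was seen. So was the reading of doublets in steroidogenic-like cells, with its comparison to the expected doublet rate. The other tests were set before their results were seen, but both patterns were noticed in the data, and Foxl2 was read in supporting cells of D6 beside the genes reported there.

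Steroidogenic-like cells made up 7.56% (6.50 to 8.72) of the GSCs of ESC-derived D6, where the paper does not report them, and none was named among the GSCs of the in vivo libraries, where the limits allowed by 0 cells are 0.0877%, 0.165%, and 0.132% from E10.5 to E12.5. Free RNA is argued against as the whole source by Star, a marker of the class that was left out of the clustering features, which was detected in 92.4% of these 171 cells and in 11.1% of the progenitor-like cells of D6, at about the same median depth. Doublets are argued against as the whole source at the doublet rate expected for D6. That rate was 1.83% of the retained cells, below the 7.56% (6.50 to 8.72) of this class. It was assumed and not measured, and doublets stay open for part of the class. Scrublet called 2.92% (0.956 to 6.69) of the 171 cells and 1.97% of the library. Only 45 cells of D6 were called, a number that followed from the expected rate, so that most of the class could not have been called. The median UMIs of the class were 1.32 times the library median, and Star was also detected in 52.1% of the supporting-like cells of D6. The share depended on the settings, with 17.4% without integration, 3.99% with a common cell filter, and 9.67% with doublets removed. Kit, strain, culture, and the sort for hCD271, whose reporter follows Nr5a1, all differ between D6 and the in vivo libraries, so these cells may reflect the sort, the culture, or the cell line, which cannot be told apart with 1 library.

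Foxl2 was detected in 10.2% (6.85 to 14.5) of the 264 supporting cells of XY ESC-derived D6, compared with 1.13% at E11.5 and 0.496% at E12.5. The paper does not report this for these cells from scRNA-seq. By RT-qPCR of sorted XY cells at a later day of culture, it reports high Foxl2 without the Wnt inhibitor IWR1. With IWR1, which the methods give for this culture, it reports lower Foxl2. Foxl2 was among the markers that name supporting cells, so its low share in other classes is not independent of the naming. Free RNA is argued against, because 0.158% of the interstitial-like cells of D6 had the gene. Cells of XX origin are argued against, because 77.8% (57.7 to 91.4) of the 27 cells with Foxl2 carried a UMI of a Y-linked gene, compared with 62.9% of the 237 cells without it. Doublets are argued against as the whole source, because no other class of GSCs of D6, unnamed cells included, had Foxl2 in more than 1.02% (0.488 to 1.86) of its cells, too few to supply it. With the technical explanations tested here argued against, expression of a gene of granulosa cells in part of the XY supporting cells made in culture is a hypothesis, found and tested on the same data, and kit and strain remain confounded with culture.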

How the results depend on the processing

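The settings that call cells positive by an integrated value, and those called names not checked, exocrine genes left out, and supporting-like lineage left out were chosen after seeing the data, and the others were set before. No paired analysis was possible because each condition has 1 library. Of 273 alternative values of the main results, 190 stayed within counting error, within the spread of resampled cells for correlations, or within 1.5 times for numbers of cells and clusters, 79 moved, and 4 changed sign; of 487 values of other results, 290 stayed, 190 moved, and 7 changed sign.

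The share of GSCs at E10.5 was 90.9% without cell cycle regression, 91.4% with markers kept, 92.5% with doublets removed, and 90.8% with PC1 to PC20. The share of GSCs with Nr5a1 from E10.5 to D6 was 0.731%, 9.30%, 8.55%, and 14.1% after thinning and 0.585%, 19.4%, 16.0%, and 16.1% with at least 2 UMIs. With an integrated value over 1 it was 0.263%, 11.54%, 11.9%, and 9.54%, and with one over 0.5 it was 29.1%, 34.0%, and 21.8% from E11.5 on. With a common cell filter it was 42.4% at E11.5.

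Without integration, 2 supporting cells were left at D6. The difference of D6 to E12.5 in supporting-like lineage cells was then -3.81 points, that of E12.5 to D6 was -6.47 points for Sox9, -7.13 for Amh, and 36.1 for Dhh, and that of E11.5 to D6 was -12.9 for Sox9 and -61.5 for Amh. The log2 ratios of D6 to E12.5 were -0.56 for Sox9, 1.69 for Amh, and -0.49 for Dhh, and 50.0% of the cells at D6 had 3 or 4 genes. No correlation of supporting cells, no difference between the r of the same and of other classes, and no ratio of Hsd17b3 is given for this setting. The difference in supporting-like lineage cells was 42.9 points with a common cell filter and 44.6 with exocrine genes left out.

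After thinning, the differences of E12.5 to D6 were 33.1 points for Sox9, 47.8 for Amh, 30.1 for Dhh, and 12.7 for Hsd17b3, and that of E11.5 to D6 for Amh was -3.99. With integrated values over 0.5 they were 19.8, 26.6, 36.4, and 41.4, and over 1 they were 27.6, 33.1, 45.9, and 23.9. With at least 2 UMIs, Dhh gave 66.1 and Hsd17b3 31.4, with scores of single cells 62.8 and 41.7, and with supporting-like lineage cells left out, Amh gave 54.0. Cells with 3 or 4 genes at E12.5 and D6 were 14.5% and 1.14% after thinning, 66.8% and 3.41% with at least 2 UMIs, 68.6% and 4.01% with scores of single cells, and 90.4% at E12.5 with exocrine genes left out.

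For supporting, interstitial-like, and progenitor-like cells, r was 0.883, 0.904, and 0.914 with Spearman, 0.871, 0.894, and 0.915 for genes with at least 10 CPM, 0.877, 0.896, and 0.919 without ribosomal, mitochondrial, and hemoglobin genes, 0.798, 0.846, and 0.909 with variable features, and 0.962, 0.984, and 0.997 with integrated values of the integration features. It was 0.912 and 0.921 for supporting and interstitial-like cells with scores of single cells, and 0.912 and 0.921 for interstitial-like cells with doublets removed and with PC1 to PC20. The difference between the r of the same class and the highest r with another class of D6, negative in the main analysis, was 0.182, 0.0458, and 0.0589 with integrated values, and 0.0090 for progenitor-like cells with variable features.

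The log2 ratios of Sox9, Amh, and Dhh were -2.51, -2.47, and -3.77 with the TMM factor and -2.62, -2.73, and -3.97 with scores of single cells. With exocrine genes left out, Sox9 gave -1.66 and Amh -1.59, and Amh gave -1.67 with a common cell filter and -2.12 with PC1 to PC20.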

Differences from the paper's values

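A gap is called closed by a loose rule, and closed does not mean equal. The value lay within 1.5 times of the paper's, or no farther from it than the margin of the main 95% interval. For correlations, the limit was the spread of resampled cells or the precision of reading the figure. The paper gives about 30% of GSCs with Nr5a1 in each sample, and 2.11% were found at E10.5. None of the alternatives set before the data were examined closed this gap, and neither did the integrated values chosen after seeing the data.

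The shares of Fig. 3E are of the paper's supporting clusters, formed with XX libraries, whereas those here are of 533, 605, and 264 supporting cells of E11.5, E12.5, and D6 named anew from XY libraries, so no direction is read from these differences. For Sox9, the paper shows about 21%, about 18%, and about 11% at E11.5, E12.5, and D6 in Fig. 3E, read by eye, and 84.8%, 93.1%, and 32.2% were found. Of the alternatives set before the data were examined, thinning (12.2%) and a limit of 2 UMIs (15.9%) closed the gap at D6 and none did at E11.5 or E12.5. For Amh, the paper shows about 13%, about 20%, and about 4.5% in Fig. 3E, read by eye, and 39.4%, 92.2%, and 26.9% were found. Thinning closed the gap at E11.5 (12.0%), and no alternative set before the data were examined did at E12.5 or D6. For Dhh, the paper shows about 12%, about 8%, and about 2% in Fig. 3E, read by eye, and 55.9%, 85.5%, and 9.85% were found. Thinning closed the gap at E11.5 (18.0%), and thinning (2.28%), a limit of 2 UMIs (4.17%), and scores of single cells (5.06%) did at D6, but none of the alternatives set before the data were examined did at E12.5. For Hsd17b3, the paper shows about 6.5%, about 16%, and about 1.7% in Fig. 3E, read by eye, and 18.8%, 55.4%, and 4.92% were found. A limit of 2 UMIs closed the gap at E11.5 (5.63%), as did an integrated value over 1 (8.26%), which was chosen after seeing the values, and thinning did at E12.5 (14.2%). At D6 it was closed by thinning (1.52%), a limit of 2 UMIs (1.52%), scores of single cells (2.27%), and PC1 to PC20 (4.42%). The 4.42% met the rule only by the margin of the interval. Clustering without integration (0 of 2 cells) met it too, but 2 cells cannot decide.

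Of the supporting cells of D6, the paper shows about 21% in S2 in Fig. 3B, read by eye, and 37.5% of 264 cells were named supporting-like lineage here, again over another denominator. None of the alternatives set before the data were examined closed this gap.

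For the correlations of E12.5 with D6, the paper shows r of about 1.0 for each class in Fig. 3F, read by eye, and r was 0.901 for supporting, 0.917 for interstitial-like, and 0.934 for progenitor-like cells. Of the alternatives set before the data were examined, integrated values closed the gap for progenitor-like cells (0.997) and none did for the others.

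The paper divides GSCs into 7 clusters, and 13 were found. Of the alternatives set before the data were examined, the removal of Scrublet doublets (10 clusters) and PC1 to PC20 (9 clusters) came within the limit used here. The names and clusters were rebuilt from 4 XY libraries, and differences from the paper may arise from that; without integration, for example, 0.0884% of the GSCs of D6 were named supporting.

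The paper states that each group spreads over all GSC clusters, and cluster 11 held no cell of E10.5, clusters 7 and 9 none of E12.5, and cluster 12 none of E11.5. It states that cells of S1 and S2 are present at E10.5, and 0 of 3419 GSCs of E10.5 were named supporting-like or supporting-like lineage. Supporting-like cells were named at E10.5 with markers kept (1.48%), PC1 to PC20 (1.41%), no cell cycle regression (1.00%), and names not checked in each library (0.0585%), the last of these chosen after seeing the values. It states that the shares of the male-specific genes are lower in XY ESC-derived cells than in vivo. Of the 8 comparisons of 4 genes with E11.5 and E12.5, each share was lower at D6, but Amh had a higher sum of UMIs at D6 (262 CPM) than at E11.5 (94.3).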

Other observations

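The test of recurring ratios was chosen only after the result was seen, as were the thinned form of the test on progenitor-like cells and the readings of Kdm5d, Rspo1, and Wnt4; the reading of the integrated values as open was also settled after its result was seen.

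Nr5a1 was detected in fewer GSCs at E10.5 than in the other libraries. A lower depth is argued against, because the share at E10.5 was 0.731% in cells thinned to 1500 UMIs, still below the others. Cells of the surrounding dorsal mesenchyme, which the dissection kept, may dilute the share. Among progenitor-like cells of E10.5 it was 13.6% (9.88 to 18.2), below E11.5 at full depth. After thinning, the interval at E10.5 (4.90%, 2.70 to 8.08) overlaps those of E11.5 (7.01%, 4.44 to 10.4) and E12.5 (10.6%, 7.44 to 14.6). It lies below that of D6 (17.7%, 12.6 to 23.9), whose cells had been enriched for the reporter of Nr5a1. As the result differs between these libraries, the explanation by dorsal mesenchyme stays open. Counting on integrated values also stays open as a source of the difference from the paper: the share at E12.5 was at least 18.8 times that at E10.5 with such values, but the integration of the paper held further libraries. A change with embryonic age remains open as well.

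Sox9, Amh, Dhh, and Hsd17b3 were detected in fewer supporting cells of D6 than of E12.5. The lower depth of D6 is argued against as the whole cause, because in thinned cells the intervals of D6 and E12.5 were apart by at least 7.68 points for each gene. The larger part of supporting-like lineage cells at D6 is argued against as the whole cause, because the intervals were apart by at least 40.1 points without them. Kit, strain, and culture remain confounded, and a less advanced state of the cells made in culture was not tested apart from these.

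The genes with the largest ratios of D6 to E12.5 recurred between classes. In supporting cells, Gm26669 had 155 UMIs at D6 and 1 at E12.5, and Gm10320 had 0 and 1099, at least 78.4-fold lower. Gm42047 was at least 402-fold higher in interstitial-like cells and at least 240-fold higher in progenitor-like cells of D6. The log2 ratios correlated between classes with r of at least 0.873. The TMM factor shifted the log2 ratios by -0.57, -0.46, and -0.40 in supporting, interstitial-like, and progenitor-like cells. This is consistent with a difference between the libraries as a whole, such as kit, strain, culture, or sort, which cannot be told apart, and it limits what single genes say about a class. Among other genes at D6, Zim1 and Nr2f1 were higher in supporting cells with log2 ratios of 6.28 and 6.23, Vnn1 was at -5.09, Nefl and Ecm1 were at 7.43 and 6.74 in interstitial-like cells, and Nnat was at -7.26.

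Some cells of D6 were placed in subclusters of other types in the main analysis. Whether integration or the clustering placed them there was not tested. Of 38 cells of D6 in endoderm or pancreatic subclusters, 2.63% carried a marker of that name and 92.1% carried Nr5a1, and of 16 cells in germ cell subclusters 12.5% carried a marker and 81.2% carried Nr5a1. Star and Cyp11a1, markers of steroidogenic cells, were each detected in 76.3% of the 38 cells, and in 75.0% and 50.0% of the 16 cells. The check within each library kept these cells as GSCs, except for 1 cell of the endoderm or pancreatic subclusters, so their placement bears on the share of steroidogenic-like cells at D6. No biological explanation was tested for this pattern.

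The Y-linked gene Kdm5d had 1.34 (0.768 to 2.18) CPM at D6, compared with 10.3 at E10.5, 10.7 at E11.5, and 12.7 at E12.5, while Uty had 63.9 at D6 and 10.3, 17.3, and 14.1 in vivo. Kit and strain differ between these libraries, and no explanation was tested.

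In supporting cells, Wnt4 had 716 CPM at D6, compared with 56.2 at E11.5 and 16.1 at E12.5, and was detected in 56.7% of the interstitial-like cells of D6 as well. Rspo1 had 95.02 at D6, compared with 19.5 and 19.3. Both sums pool supporting-like cells with supporting-like lineage cells, which were 37.5% of supporting cells at D6, 6.75% at E11.5, and 3.47% at E12.5. Wnt4 was among the leading genes of the subcluster with supporting-like lineage markers, so that its sums also differ in composition. No explanation was tested for these genes.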
